# HSFA2 Functions in the Physiological Adaptation of Undifferentiated Plant Cells to Spaceflight

**DOI:** 10.3390/ijms20020390

**Published:** 2019-01-17

**Authors:** Agata K. Zupanska, Collin LeFrois, Robert J. Ferl, Anna-Lisa Paul

**Keywords:** spaceflight, *Arabidopsis*, plant cell culture, undifferentiated cells, microgravity, heat shock

## Abstract

Heat Shock Factor A2 (HsfA2) is part of the Heat Shock Factor (HSF) network, and plays an essential role beyond heat shock in environmental stress responses and cellular homeostatic control. *Arabidopsis thaliana* cell cultures derived from wild type (WT) ecotype Col-0 and a knockout line deficient in the gene encoding HSFA2 (HSFA2 KO) were grown aboard the International Space Station (ISS) to ascertain whether the HSF network functions in the adaptation to the novel environment of spaceflight. Microarray gene expression data were analyzed using a two-part comparative approach. First, genes differentially expressed between the two environments (spaceflight to ground) were identified within the same genotype, which represented physiological adaptation to spaceflight. Second, gene expression profiles were compared between the two genotypes (HSFA2 KO to WT) within the same environment, which defined genes uniquely required by each genotype on the ground and in spaceflight-adapted states. Results showed that the endoplasmic reticulum (ER) stress and unfolded protein response (UPR) define the HSFA2 KO cells’ physiological state irrespective of the environment, and likely resulted from a deficiency in the chaperone-mediated protein folding machinery in the mutant. Results further suggested that additional to its universal stress response role, *HsfA2* also has specific roles in the physiological adaptation to spaceflight through cell wall remodeling, signal perception and transduction, and starch biosynthesis. Disabling *HsfA2* altered the physiological state of the cells, and impacted the mechanisms induced to adapt to spaceflight, and identified *HsfA2*-dependent genes that are important to the adaption of wild type cells to spaceflight. Collectively these data indicate a non-thermal role for the HSF network in spaceflight adaptation.

## 1. Introduction

Survival in a challenging environment requires a coordinated system that enables a living organism to respond appropriately to a change. The environment of the International Space Station (ISS) presents novel challenges for all terrestrial organisms, which evolved in the unit gravity of Earth. Microgravity is the most obvious challenge of spaceflight; however, other aspects of the spaceflight environment, such as radiation from galactic cosmic rays and solar energetic particles, and vibration contribute to the complexity of this novel environment. When terrestrial organisms are transported to the ISS, they respond by adjusting metabolic processes to physiologically adapt to this new spaceflight environment. One readout of the physiological changes induced by spaceflight is in the patterns of gene expression. Plants are extremely sensitive to changes in their environment, and are particularity attuned to changes in gravity. Individual genes have been implicated as important to the altered gravity physiological adaptation through assays with deletion mutants [1,2] and with specific assays of expression [3,4,5,6,7]. Genome-wide evaluations have also provided a large-scale view of the changes elicited by disrupted terrestrial gravity environments [8,9,10,11].

Plants exhibit widespread changes in their patterns of gene expression in the absence of gravity, such as in response to the spaceflight environment [4,12,13,14,15,16,17,18,19,20,21,22,23,24]. Even unicellular plants are capable of sensing a change in the gravitational environment and there have been several spaceflight experiments that examine the transcriptomes of single plant cells, and undifferentiated plants cells, which also lack traditional gravity-sensing organs [4,19,25,26,27,28]. The wealth of information on the transcriptional changes that accompany the adjustments to spaceflight begins to suggest common strategies for adjusting to the spaceflight environment; however, the underlying question of why certain genes are necessary remains unanswered. One group of genes strongly represented in many spaceflight transcriptomes is composed of the heat shock transcription factors and proteins that comprise the Heat Shock Factor network [15,19].

Heat Shock Factors (HSFs) are transcription factors that activate the expression of genes in response to almost any environmental stress and are essential to the cellular homeostatic control mechanisms (for review, please see [29]). HSF genes are evolutionarily conserved and are represented in the genomes of almost every organism. Given the conservation of the HSF network and its general roles in stress responses, it was perhaps not surprising to see HSFs represented in the response to spaceflight in plants. Their particularly strong representation in cell cultures; however, suggested HSFs could play a unique role in the spaceflight response of undifferentiated cells [4].

One hallmark of cellular stress is the accumulation of denatured proteins. The main gene targets of HSF-induced transcriptional activation are the stress response proteins that act as molecular chaperones [29,30,31,32]. These chaperones not only protect a cell from denatured protein accumulation, but also assure proper protein folding and maturation of newly synthesized proteins indispensable in response to stress. The Heat Shock Proteins (HSPs) are the main chaperones of the folding machinery, but there are also other non-chaperone proteins assisting in efficient protein maturation [33,34,35]. For instance, a pair of enzymes, including a disulfide carrier protein (protein disulfide isomerase, PDI), and a disulfide-generating enzyme (endoplasmic oxidoreductin-1, ERO1 and protein disulfide isomerase, PDI, PDIs/ERO1) catalyze oxidative protein folding by creating disulfide bonds, thereby assisting in proper protein sorting [36,37].

Protein folding occurs within the endoplasmic reticulum (ER), which also serves as the main hub for the secretory pathways and protein delivery to their final destinations. The ER uses an extensive surveillance called the Endoplasmic Reticulum Quality Control (ERQC) system, which assures that only properly folded proteins exit the ER and maintains proper physiological homeostasis in the ER [38]. When there is an accumulation of unfolded proteins in the ER, a stress signal is emitted. Initially, a cell activates the unfolded protein response (UPR) intended to increase the ER folding capacity in an attempt to refold the aberrant proteins [39,40]. If these UPR solutions to the unfolded protein accumulation problem fail, or if the accumulation of misfolded proteins is massive, then the final UPR step—the endoplasmic reticulum associated degradation (ERAD)—is activated. The ERAD eliminates and destroys the misfolded proteins via proteasome digestion, preventing further protein aggregation. The luminal lectin OS9 in cooperation with a membrane spanning protein SEL1/HRD3 recognizes the unfolded glycosylated proteins which are then ubiquitinylated by the HRD1 E3 ligase, removed from the ER lumen, and degraded by the 26S proteasome in the cytoplasm [41,42]. Taken collectively, ER homeostasis works as a sensor for environmental stimuli, and the ER stress signal initiates a subcellular stress response system that can secure protein homeostasis during environmental changes [43,44].

The *HsfA2* gene is a member of the large family of *Hsf* genes in the HSF network and is a key regulator of the defense response via HSP chaperone transcriptional activation to several types of environmental stresses, namely extreme temperatures (high and low), hydrogen peroxide, and high light intensity [45,46,47]. The HSFA2 protein has been demonstrated itself to be the main coordinator of the UPR during heat stress [48]. The critical involvement of HSFA2 in the response to extreme environments makes it an excellent target candidate for studying the effects of spaceflight on plants and to test if plants use the same universal stress response mechanism evolved terrestrially to accommodate the novel space gravitational environment.

HSFA2 may also have an additional role in the physiological adaptation to the spaceflight environment beyond the UPR induction of the chaperone-based protein folding machinery. The genes encoding HSFs and HSPs were reported to be upregulated in spaceflight in many biological systems [26,49]. The *HsfA2* gene specifically was the highest upregulated gene in the wild type *Arabidopsis* cell cultures after 12 days in space [4,19]. Moreover, HSFA2 was shown to function in amplification of the signal in response to brassinosteroids, calcium, and auxin and was reported to be affected in *Arabidopsis* in spaceflight, and therefore has the potential for playing a role in the gravity sensing signal transduction cascade [13,20,50]. In the unicellular yeast (*Saccharomyces cerevisiae*), the HSF targets represent nearly 3% of the genome and the diversity of their functions supports a broad role for HSF in coordinating the multitude of cellular processes occurring in normal and stressful conditions [51]. Since the HSFs play a role in various cellular processes such as development, cellular lifespan, cell differentiation and proliferation, the likelihood that HSFA2 will play some role in the physiological adaptation to spaceflight increases [52,53]. 

Cell lines from wild type (WT) Col-0 and an *HsfA2* knockout (HSFA2 KO) in the same Col-0 background were launched to the International Space Station (ISS) for the Cellular Expression Logic (CEL) experiment, which was a component of the Biological Research In Cannisters 17 (BRIC17) payload. The experiments here compare samples fixed in orbit after growth in space to samples grown on the ground. Descriptions and discussions will consider not only the spaceflight adaptation experience for each genotype, but also the gene expression profiles in the ground and spaceflight environments between genotypes. It was our goal to develop a better understanding of how cells, disabled in a primary regulator of environmental stress response, react to an unfamiliar environment outside of their evolutionary experience. The results of the spaceflight experiment presented here have enhanced our understanding not only of HSFA2’s role in adjusting to novel environments, but also the broader scope of the processes involved spaceflight physiological adaptation in plant cells.

## 2. Results

In this experiment, the pattern of gene expression that defined the adapted state was established after ten days of growth in the BRIC hardware in two environments: spaceflight, and ground control in the two genotypes: HSFA2 KO, and WT. 

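RNA from plates of callus cells grown in BRIC canisters was hybridized to Affymetrix ATH1 arrays, 5 of WT and 3 of HSFA2 KO cells in each environment, 16 in all. The values analysed were MAS5 signals, which the authors scaled to the same trimmed mean on every array. By their labels, the 5 WT arrays of an environment came from 4 plates, since plate A1 was arrayed in 2 runs, and the 2 arrays of plate A1 were averaged. WT plates came from BRIC A and BRIC B, whereas all HSFA2 KO plates came from BRIC B, so a comparison of genotypes also holds any difference between the canisters. By the paper's methods each genotype was a callus-derived cell line, kept in culture for months before launch. A comparison of genotypes thus also holds any difference between the culture lines, and plates of the same line do not replicate the genotype. Titles, plate number and array names place the G Hsf arrays B3 and B3-2 on 1 plate, and only the source name of B3-2 gives another position. The paper's count of 5 WT plates was not followed for plate A1, but its count of 3 HSFA2 KO plates was, so these 2 arrays were kept apart. If they are repeats of 1 plate, n = 3 in G Hsf counts a repeat as a replicate: averaged, they gave 275 genes in F Hsf : G Hsf and 429 in G Hsf : G Wt, and 159 of 177 calls of named genes were kept. Without both arrays, chosen after seeing the data, 81 of the 342 genes in F Hsf : G Hsf, 153 of the 558 in G Hsf : G Wt and 126 of the 177 calls were kept, with 1 G Hsf array left. The fold changes in the authors' deposited table were recovered from these arrays, after quantile normalization, to 99.98% of their variance in F Hsf : G Hsf and to 60.7% in F Wt : G Wt, where a WT array of BRIC B carried a weight that averaged 0.00389 in size, and every value that uses WT cells rests on the arrays as deposited. Repeat arrays of a plate correlated across probe sets over the median signal at r = 0.902, 0.907 and 0.874, and plates of 1 group at a median r of 0.893 (probe sets are not independent replicates). Log2 signals of 22687 probe sets were compared with limma over the 4 WT plates and 3 HSFA2 KO arrays of each environment. The paper names a Benjamini-Hochberg correction and a p under 0.01, without saying whether that p is adjusted. An unadjusted limma p under 0.01, with a log2 fold change over 1 or under −1, is the reading made here, and these limits are called the study's thresholds below. The authors' deposited p-values, read as unadjusted, pass them for 69 of 78, 192 of 221, 325 of 348 and 200 of 220 genes that the paper lists in the 4 comparisons, and, once adjusted, pass them for 0, 0, 5 and 3 probe sets in all. At an adjusted limma p under 0.01, chosen after seeing the data, 0 genes passed here in any comparison (997, 1562, 2422 and 1798 at an unadjusted p under 0.05), and at one under 0.05 these were 0, 1, 1 and 1. The comparisons, the thresholds, the gene lists and the rule for naming genes were set before the data were examined, with the fold changes in the paper's supplement already seen. If p-values were spread evenly, 227 probe sets would fall under 0.01 in each comparison. Simulated data had 200 of 22687 probe sets changed 2-fold, all drawn from those over the median signal. Recovery below the median, where the spread was wider (median residual SD 1.51 against 0.43 on the log2 scale), was not simulated. The thresholds recovered 29.5% of the 200 in F Wt : G Wt, 35.0% in F Hsf : G Hsf, 39.5% in G Hsf : G Wt and 31.0% in F Hsf : F Wt. For 4-fold changes the shares were 83.5%, 78.0%, 79.5% and 78.5%. An adjusted p under 0.05 recovered 0% of the 2-fold changes and 52.5% to 61.0% of the 4-fold changes. The smallest two-sided p of the exact permutation tests was 0.0286 for 4 plates against 4 and for 3 against 4, and 0.10 for 3 against 3, which cannot go below 0.05. If B3 and B3-2 are repeats of 1 plate, G Hsf : G Wt is a test of 2 against 4. The smallest exact permutation p is then 0.0667, and a p of 0.0286 there counts a repeat as a replicate. The files hold no detection calls, and the lower quartile of the signals of an array was 16.2 to 33.3. In F Wt : G Wt, 110 of the 183 genes past the thresholds had a mean signal under 16.2 in their lower group, and 46 of the 110 passed with log2(signal + 32); in F Hsf : G Hsf these were 192 of 342 (126 passed), in G Hsf : G Wt 174 of 558 (112) and in F Hsf : F Wt 147 of 397 (80). The sizes of their log2 fold changes are not exact. The number of arrays limits the precision of every value. The p-values measure the spread between these WT plates and HSFA2 KO arrays, of which B3 and B3-2 may be repeats of 1 plate.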

Cell clusters of both genotypes were applied in comparable density for both treatments, and continued growth in the spaceflight and ground control environments (Figure 1). 

Microarray gene expression data were analyzed in two dimensions. The first or “vertical” dimension of the analysis involved the typical comparison of the gene expression profiles of the cells grown in spaceflight to those grown on the ground for each of the two cell lines (see red box in Figure 2A, and refer also to [28] for a similar experimental design). For clarity, this vertical comparison was termed the physiological adaptation to the spaceflight environment of either HSFA2 KO or WT cells. Genes identified in this vertical comparison contribute to understanding which cellular processes were sensitive to spaceflight in each genotype. The second or “horizontal” dimension of the analysis involved comparison of gene expression profiles between the two genotypes within the same environment: ground (see green box of Figure 2A) and spaceflight (see blue box of Figure 2A). In the ground horizontal comparison, gene expression in HSFA2 KO cells on the ground was compared to gene expression in WT cells on the ground, thus defining unique genes of the ground adapted state for each genotype. Similarly, in a spaceflight horizontal comparison, the gene expression in HSFA2 KO cells in spaceflight was compared to gene expression in WT cells in spaceflight, thus defining unique genes required for the spaceflight adapted state in each genotype. Finally, the sets of genes obtained from a comparison of the first and second dimension were analyzed together, and their interdependence was examined. 

The gene expression datasets were abbreviated as follows: Ground Control WT (G^Wt^), Ground Control HSFA2 KO (G^Hsf^), Spaceflight WT (F^Wt^) and Spaceflight HSFA2 KO (F^Hsf^). The WT physiological adaptation to spaceflight was identified in the F^Wt^ : G^Wt^ comparison group (see red box on the left in Figure 2A), the HSFA2 KO physiological adaptation to spaceflight was identified in the F^Hsf^ : G^Hsf^ comparison group (red box on the right in Figure 2A), the genotypic adaptation to ground was identified in the G^Hsf^ : G^Wt^ comparison group (see green box at the bottom in Figure 2A), and the genotypic adaptation to spaceflight was identified in the F^Hsf^ : F^Wt^ comparison group (blue box on top in Figure 2A). The genes that were differentially expressed in these comparisons are outlined in the following sections in terms of the numbers of differentially expressed genes represented in general ontology categories. Full annotations of the genes in each category are presented in Appendix A Table A1 and Table A2.

### 2.1. The HsfA2 Expression Levels across Samples

The raw gene expression values in microarrays, measured as a fluorescence signal intensity, showed that the *HsfA2* transcript was abundant in the WT undifferentiated cells in the ground control samples. The average raw expression of the *HsfA2* gene in the 4 biological replicates of the WT ground control cells was 4171 (see Figure S1 in the Supplementary Material). In contrast, the average raw *HsfA2* gene expression in the 3 biological replicates of the HSFA2 KO ground control cells was only 39. Thus, there was a deficit of −7.27 log_2_ Fold Change (*P*-value 2.9 × 10^−9^) of the *HsfA2* transcript in HSFA2 KO cells than in WT cells on the ground, demonstrating that the T-DNA insertion mutation severely depressed *HsfA2* expression. 

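*HsfA2* (At2g26150), which encodes the heat shock factor that the mutant lacks, had a MAS5 signal of 51.7 ± 38.5 (SD, n = 3) in G Hsf and 4338 ± 1357 (SD, n = 4) in G Wt. The log2 fold change in G Hsf : G Wt was −6.94 (SE 0.78, adjusted p = 0.0353 from limma). With log2(signal + 32) it was −5.80 there and −6.16 in F Hsf : F Wt, both past the thresholds, and since 1 of the 3 G Hsf arrays had a signal of 7.38, under the lower quartile of every array, the size of the fold change is not exact. In spaceflight the signal was 82.1 ± 76.0 (SD, n = 3) in F Hsf and 7334 ± 2061 (SD, n = 4) in F Wt, a log2 fold change of −6.83 (SE 0.78, adjusted p = 0.0415). Every HSFA2 KO array was below every WT plate in both environments (exact permutation test, p = 0.0286 in each, the smallest p that 3 against 4 allow). *HsfA2* was the only gene with an adjusted p under 0.05 in either of these comparisons, whereas with an intensity trend in limma, chosen after seeing the data, 444 and 241 genes had one, 241 and 138 of them with a log2 fold change over 1 in size. Over single arrays, without averaging repeat arrays, the mean signal in G Wt was 4171 (n = 5). Leaving out any 1 plate or HSFA2 KO array gave log2 fold changes from −7.52 to −5.83 on the ground and from −7.55 to −6.40 in spaceflight. The place of the probe set relative to the T-DNA insertion was not analysed here.

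**Figure D1:**
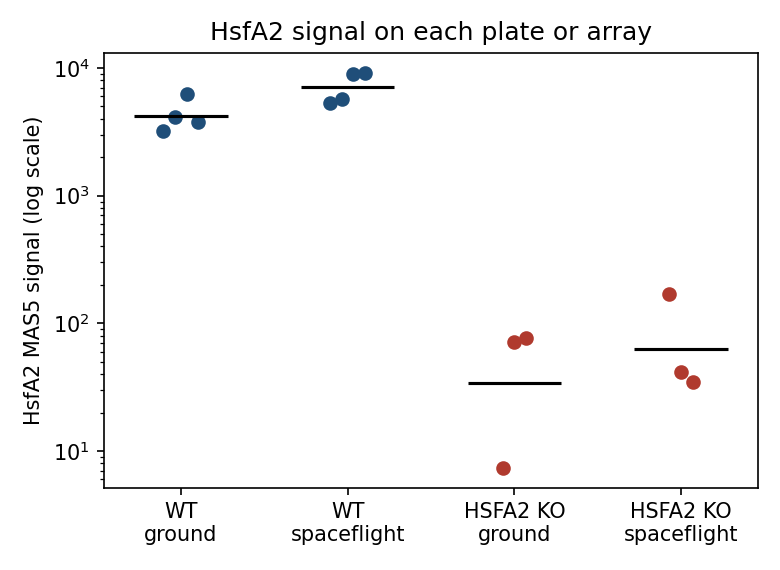
MAS5 signal of *HsfA2* on a log axis for each plate or array (points) of the 4 groups, with bars at the group's geometric mean. The HSFA2 KO arrays lie between 7.38 and 170 and the WT plates between 3187 and 9180.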

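Between spaceflight and ground, *HsfA2* (At2g26150) had a log2 fold change of 0.76 (SE 0.72) in WT cells (n = 4 plates each; exact permutation test, p = 0.0857). In HSFA2 KO cells, where the signal was near the floor, the log2 fold change was 0.87 (SE 0.83; n = 3 each; exact permutation test, p = 0.60). Neither passed the study's thresholds, and the difference between the genotypes, tested as an interaction, was 0.11. The value in HSFA2 KO cells depended on single arrays, from −0.24 to 1.45, and without the second-run arrays, with 1 G Hsf array left, it was 2.36. In WT cells it stayed between 0.63 and 0.96 with any 1 plate or HSFA2 KO array left out.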

There was no statistically significant difference in the *HsfA2* expression levels between spaceflight and corresponding ground control for either the WT cells or the HSFA2 KO cells (see Figure S1 in the Supplementary Material). 

### 2.2. Different Genes Characterize the Physiological Adaptation of the WT and HSFA2 KO Cells to Spaceflight

#### 2.2.1. The Genes Characterizing the Physiological Adaptation of WT Cells to Spaceflight—F^Wt^ : G^Wt^

The genes involved in physiological adaptation to spaceflight in WT cells were identified by comparing the gene expression profiles in WT spaceflight cells (F^Wt^) to the WT ground control cells (G^Wt^) in the F^Wt^ : G^Wt^ group comparison (see Figure 2A). 

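In WT cells, spaceflight raised EXPA16 (At3g55500), an expansin that loosens cell walls, by a log2 fold change of 2.34 (SE 0.47), and GGPS4 (At2g18640), a geranylgeranyl pyrophosphate synthase, by 3.41 (SE 0.72). PAP8 (At2g01890), a purple acid phosphatase, rose by 3.05 (SE 0.59) and the subtilisin-like protease At1g32950 by 2.55 (SE 0.53). SAUR15 (At4g38850), a small auxin-up RNA, fell to a log2 fold change of −3.76 (SE 0.70), the amino acid transporter AAP4 (At5g63850) to −3.20 (SE 0.71), GSTU6 (At2g29440) to −3.19 (SE 0.68) and the transcription factor MYB43 (At5g16600) to −2.81 (SE 0.56). ORS1 (At2g41230) fell to −1.14 (SE 0.25), a call lost without G Wt plate A2 (−0.97). With log2(signal + 32) the log2 fold changes of GGPS4, PAP8, SAUR15, AAP4, GSTU6 and MYB43, whose lower group had a mean signal under 16.2, were 1.07, 1.50, −1.35, −1.45, −1.43 and −1.28, and all passed. Other genes of the naming rule were At4g11450, At1g55820, At4g01490, At2g11010 and At5g36670, which rose by log2 fold changes from 2.20 (SE 0.41) to 4.00 (SE 0.65), and At5g07760 and At5g56570, which fell to −3.12 (SE 0.49) and −2.84 (SE 0.53). In each of these genes the 4 spaceflight plates did not overlap the 4 ground plates, which was part of the rule that chose them. In all, 183 genes passed the thresholds, 89 higher and 94 lower in spaceflight, and 80.3% of them had a mean signal under the median of all probe sets. None had an adjusted p under 0.05 from limma (smallest adjusted p = 0.385), with 997 probe sets at an unadjusted p under 0.05, where an even spread gives 1134. Quantile normalization gave 192 genes (101 higher, 91 lower), 149 of them shared. The WT plates of BRIC B alone gave 302 genes, and probe sets with a mean signal over the median gave 53. Log2(signal + 32) ended the call in F Wt : G Wt for At1g32950 (0.99), At4g01490 (0.95), At2g11010 (0.98) and At5g56570 (−0.85).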

There were 78 genes significantly differentially expressed between spaceflight and ground control at *P*-value < 0.01 and log_2_ Fold Change > 1; 46 genes were upregulated and 32 genes were downregulated (see Figure 2B, Figure 3, File S1 GO 78 FWtGWt in the Supplementary Material). The microarray data are publicly available from GEO (GSE95388) and GeneLab (number TBD).

The upregulated genes identified from the F^Wt^ : G^Wt^ group comparison represented genes that were overexpressed in WT cells in spaceflight compared to the WT cells on the ground. These genes primarily fell under two GO terms of biological process ontology: response to stimulus (GO:0050896) and regulation of biological processes (GO:0050789). Many of these genes are associated with defense, wounding, and cell wall metabolism (Table A1). 

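Of the lists of genes fixed beforehand, cell wall loosening (50 genes measured) held 1 gene that rose in WT cells in spaceflight, the expansin EXPA16, which was also the 1 gene adjusted over the list alone. EXO (At4g08950), a gene of cell expansion in the same list, had a log2 fold change of −0.96 (SE 0.34) and EXLA1 (At3g45970), an expansin-like gene, −0.71 (SE 0.27), and neither passed. In the jasmonate and wounding list (19 genes), JAZ5, a repressor of jasmonate signalling, fell to −2.08 (SE 0.50), the list's 1 gene over all genes and adjusted over the list alone, and AOC3 (allene oxide cyclase) had −1.87 (SE 0.62). The median log2 fold change was −0.03 for cell wall loosening and −0.23 for jasmonate and wounding (adjusted p = 0.883 and 0.632 from camera of limma, n = 4 plates each). Of the genes in Table A1, 2 of 4 upregulated cell wall genes passed the thresholds, as did 1 of 8 upregulated genes of regulation and 0 of 5 defense genes, all above 0 on the log2 scale. Of those 5 defense genes, 2 had an unadjusted limma p under 0.05. The study chose these genes on the same samples, so their counts are not independent evidence.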

The downregulated genes identified from F^Wt^ : G^Wt^ group comparison represented genes that were downregulated in WT cells in spaceflight compared to the WT cells on the ground. These genes primarily fell under the regulation of biological process GO term (GO:0050789) and under the categories of endomembrane systems (GO:0012505) and Golgi associated (GO:0005794). Many of these genes are associated with cellular transport and receptors (Table A1).

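The receptor kinase gene At1g51790 fell in WT cells in spaceflight to a log2 fold change of −3.05 (SE 0.62), and the putative protein kinase gene At5g25440 to −1.06 (SE 0.24) (n = 4 plates each). The call of At5g25440 was lost without F Wt plate B1 or G Wt plate A1 or B2 (from −0.99 to −0.94). Of the 6 downregulated endomembrane and Golgi genes in Table A1, 1 passed the thresholds and 5 were lower. Of the 6 downregulated genes of regulation, none passed with limma, 6 were lower, and 2 had an unadjusted p under 0.05. These genes were chosen by the study on the same samples.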

#### 2.2.2. HSFA2 KO Cells Changed the Expression of Three Times More Genes than Seen in WT Cells—F^Hsf^ : G^Hsf^

The genes involved in physiological adaptation to spaceflight in HSFA2 KO cells were identified by comparing the gene expression profiles in HSFA2 KO spaceflight cells (F^Hsf^) to HSFA2 KO ground control cells (G^Hsf^) in the F^Hsf^ : G^Hsf^ group comparison (see Figure 2A). There were 221 genes significantly differentially expressed between spaceflight and ground control at *P*-value < 0.01 and log_2_ Fold Change > 1; 112 genes were upregulated, and 109 genes were downregulated (see Figure 2B, Figure 3, File S2 GO 221 FHsfGHsf in the Supplementary Material).

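In HSFA2 KO cells, CHR34 (At2g21450), a chromatin remodeling gene, fell in spaceflight to a signal of 6.43 ± 2.47 (SD, n = 3) from 151 ± 48.8 (SD, n = 3) on the ground, a log2 fold change of −4.57 (SE 0.51, adjusted p = 0.0318 from limma), with no overlap between the 3 arrays and the 3, of which 2 ground arrays carry the name of 1 plate (exact permutation test, p = 0.10, the smallest p allowed). LCR24 (At4g29285), a defensin-like gene, fell to −3.78 (SE 0.61), BGAL1 (At3g13750), a beta-galactosidase, to −3.64 (SE 0.65), YSL8 (At1g48370) to −3.05 (SE 0.54) and the mitochondrial ferredoxin MFDX1 (At4g05450) to −2.23 (SE 0.35). ST2B (At5g07000), a sulfotransferase, rose by 4.09 (SE 0.69), the pathogenesis-related gene PRB1 (At2g14580) by 3.13 (SE 0.62), YSL6 (At3g27020) by 2.99 (SE 0.63) and the disease resistance gene ADR1-L3 (At5g47280) by 2.77 (SE 0.58). With log2(signal + 32) the log2 fold change of CHR34 was −2.22, of LCR24 −1.62, of BGAL1 −1.72, of ST2B 1.66, of PRB1 1.50, of YSL6 1.46 and of ADR1-L3 1.39, all past the thresholds, and the lower group of each had a mean signal under 16.2. Without both G Hsf B3 arrays, chosen after seeing the data, the calls of BGAL1 (−3.04) and YSL6 (1.67) were lost. The same rule names At4g17100, At3g14160, At4g33490, At2g28085 and At1g74680, which rose by log2 fold changes from 2.57 (SE 0.48) to 3.64 (SE 0.69), and At1g05280, At1g69730, At5g05060, At5g43550 and At4g13580, which fell to values from −2.45 (SE 0.45) to −3.82 (SE 0.74). In all, 342 genes passed the study's thresholds, 124 higher and 218 lower in spaceflight, and CHR34 was the only gene with an adjusted p under 0.05 (0 genes with an intensity trend in limma, chosen after seeing the data, where 1766 had an unadjusted p under 0.05). An unadjusted p under 0.05 held for 1562 probe sets, and 70.5% of the 342 genes had a mean signal under the median. Quantile normalization gave 373 genes, 189 higher and 184 lower, with 278 shared. Without the second-run arrays the split was 289 higher and 129 lower, and 58 genes were shared. That setting leaves 1 G Hsf array, B3. Probe sets with a mean signal over the median gave 138 genes.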

The upregulated genes identified from F^Hsf^ : G^Hsf^ group comparison represented genes that were overexpressed in HSFA2 KO cells in spaceflight compared to the HSFA2 KO cells on the ground. These genes primarily fell under 3 GO terms of biological process ontology: the defense response genes to other organism (GO:0098542), including response to wounding, cellular response to sucrose starvation (GO:0043617) and valine, leucine, and isoleucine degradation (GO:0009083) (see Table A1).

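Genes of leucine, isoleucine and valine breakdown rose in HSFA2 KO cells in spaceflight: At1g21400, a subunit of the branched-chain ketoacid dehydrogenase, by a log2 fold change of 1.58 (SE 0.43), and DIN4, a dark-inducible subunit of the same complex, by 1.36 (SE 0.42) (n = 3 arrays each). IVD, isovaleryl-CoA dehydrogenase, had 0.83 (SE 0.24) and did not pass the study's thresholds. Of the 22 measured genes in the list of sugar starvation and branched-chain amino acid degradation, 18 were higher in spaceflight, 5 passed the thresholds, all higher (10 when adjusted over the list alone), and the median log2 fold change was 0.83. At the preset correlation the list stood above the other genes (adjusted p = 1.08e-08 from camera of limma), also with any 1 plate or HSFA2 KO array left out. At the estimated correlation of 0.33 between its genes it did not (adjusted p = 0.572 from camera). Without both G Hsf B3 arrays, chosen after seeing the data, its median was 0.73. The list was written with the paper's supplement already seen and holds themes that the paper names from these arrays. Its test is therefore not independent evidence. In WT cells its median was 0.17 (17 of 22 higher, adjusted p = 0.375), and the difference between the genotypes, tested as an interaction, had a median of 0.57 (18 of 22 higher, adjusted p = 1.09e-04 preset, 0.699 estimated). With the WT plates of BRIC B only, the interaction had an adjusted p of 0.0750, and without both G Hsf B3 arrays 0.0590 (range over the other settings 5.23e-08 to 0.0750). Of the genes in Table A1, which the study chose on these samples, 4 of 5 of branched-chain degradation, 3 of 3 of sucrose starvation and 2 of 6 of defense passed. The 3 sucrose starvation genes are also in the branched-chain group, so their calls are counted in both. In F Hsf : G Hsf, the call was lost for At1g21400 without F Hsf plate B4 or G Hsf array B3 or B5-2 (from 1.34 to 1.57), and DIN4 without each of 6 of the 14 plates and arrays (from 1.04 to 1.45).

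**Figure D2:**
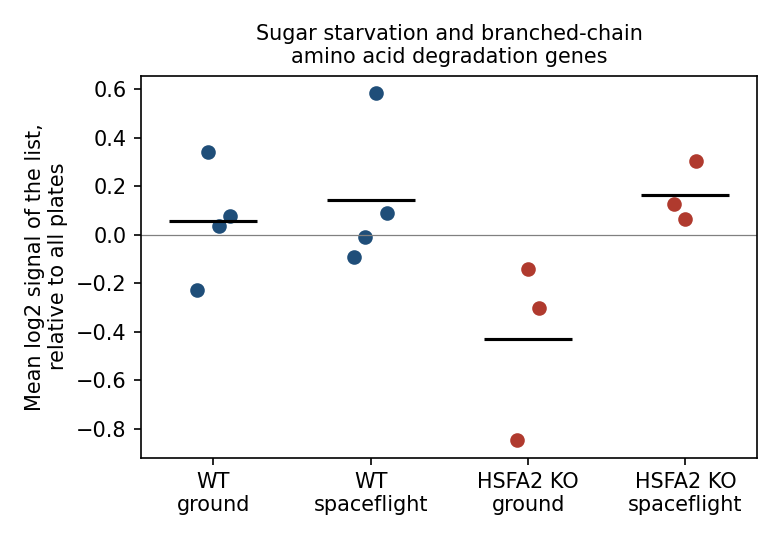
Mean log2 signal of the list of sugar starvation and branched-chain amino acid degradation genes, relative to the mean over all plates, for each plate (points) of the 4 groups with the group mean (black line). The mean of the HSFA2 KO ground arrays is the lowest of the 4 groups, and their values run from −0.85 to −0.14.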

The downregulated genes identified from F^Hsf^ : G^Hsf^ group comparison represented genes that were underexpressed in HSFA2 KO cells in spaceflight compared to the HSFA2 KO cells on the ground. These genes primarily fell under 2 GO terms of biological process ontology: closely related growth, developmental process (GO:0032502) and anatomical structure morphogenesis (GO:0009653), particularly those involved in cell elongation, cell wall loosening, and multidimensional cell growth. These downregulated genes also fell under 2 GO terms of the cellular component ontology: plant-type cell wall (GO:0009505) and plasma membrane (GO:0005886) (see Table A1).

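PSBO1, a photosystem II protein, fell in HSFA2 KO cells in spaceflight to a log2 fold change of −2.89 (SE 0.92), and EXL3, a gene of cell expansion, had −1.89 (SE 0.69) and did not pass the thresholds (n = 3 arrays each). Of the genes in Table A1, 8 of 9 of the plasma membrane, 7 of 13 of development and 3 of 8 of the cell wall passed, and every gene of these groups was below 0. The study chose them on these samples. In the lists fixed beforehand, all 5 root and meristem genes were lower (median −0.80, adjusted p = 0.0875 from camera, none past the thresholds, 1 with an unadjusted limma p under 0.05). The cell wall loosening list held 1 gene that fell (1 adjusted over the list alone, median −0.05, adjusted p = 0.840), and the cellulose synthases (10 genes) and xylem genes (7) held none with limma and 0 at an unadjusted p under 0.05, with medians of −0.42 and −0.68 (adjusted p = 0.616 and 0.796). Of the 10 photosynthesis genes, PSBO1 alone passed (0 adjusted over the list alone, median −0.66, adjusted p = 0.512), and the 11 cell cycle genes had a median of −0.31 (adjusted p = 0.735, none past the thresholds and 0 at an unadjusted p under 0.05). Calls in F Hsf : G Hsf were lost for PSBO1 without each of 9 of the 14 plates and arrays (from −3.01 to −2.37). With quantile normalization, PSBO1 did not pass in F Hsf : G Hsf (−2.65).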

### 2.3. WT and HSFA2 KO Show More Difference in Gene Expression Profiles in Their Ground-Adapted State than in Spaceflight-Adapted State

#### 2.3.1. Genotype Specific Genes of the Ground-Adapted State—G^Hsf^ : G^Wt^

Comparison of the gene expression profiles of the ground-adapted states between the HSFA2 KO and WT cells shows the consequences of the *HsfA2* gene loss for cells in the ground environment. The genes differentially expressed in the ground-adapted state between HSFA2 KO cells and WT cells were identified by comparing the gene expression profiles in HSFA2 KO ground cells (G^Hsf^) to WT ground control cells (G^Wt^) in the G^Hsf^ : G^Wt^ group comparison (see Figure 2). 

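On the ground, HAT3 (At3g60390), a homeobox-leucine zipper gene, was higher in HSFA2 KO than in WT cells by a log2 fold change of 2.98 (SE 0.41), the transcription factor gene MYB61 (At1g09540) by 2.99 (SE 0.43), CHR34 (At2g21450) by 2.99 (SE 0.48), the protease gene At1g32950 by 3.57 (SE 0.58) and NRPB1 (At4g35800), the large subunit of RNA polymerase II, by 1.73 (SE 0.29). TOPP9 (At3g05580), a protein phosphatase, was lower with −3.92 (SE 0.55), the glucanase-like gene At1g77790 with −3.10 (SE 0.48), GATA3 (At4g34680), a transcription factor, with −2.24 (SE 0.34) and LTO1 (At4g35760), a plastid thiol oxidoreductase, with −2.00 (SE 0.31). Others of the naming rule were At2g34530, At1g69730 and At2g26190, higher by log2 fold changes from 1.46 (SE 0.24) to 3.91 (SE 0.57), and At1g62290, At3g29330, At2g46550 and At2g05510, lower with values from −1.57 (SE 0.25) to −3.78 (SE 0.59). Their adjusted p from limma was 0.0576 or more, and no HSFA2 KO array overlapped a WT plate (n = 3 and 4). In all, 558 genes passed the study's thresholds, 346 higher and 212 lower in HSFA2 KO cells, and 2422 probe sets had an unadjusted p under 0.05. Over all probe sets the median log2 fold change was 0.12, a shift that quantile normalization removed: it gave 570 genes, 250 higher and 320 lower, with 438 shared. The setting without second-run arrays has 1 G Hsf array, B3. Without the second-run arrays 527 genes passed, 172 higher and 355 lower, and 124 of them were among the 558.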

There were 349 genes significantly differentially expressed between WT and HSFA2 KO cells in the ground-adapted state at *P*-value < 0.01 and log_2_ Fold Change > 1; 115 genes were upregulated and 234 genes were downregulated (see Figure 2B, Figure 4, File S3 GO 349 GHsfGWt in the Supplementary Material). Genotypes in ground-adapted state displayed the greatest differences in gene expression profiles than in any other comparison group. 

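G Hsf : G Wt gave the most genes past the study's thresholds, 558, then F Hsf : F Wt with 397, F Hsf : G Hsf with 342 and F Wt : G Wt with 183. In 100 simulated data sets with the spread of these plates and no effect, the median counts were 229 (195 to 276), 226 (196 to 261), 229 (193 to 268) and 224 (190 to 265). The 3 comparisons that involve HSFA2 KO cells lay above their simulated ranges, and F Wt : G Wt lay below its range. The simulated probe sets vary independently, so correlation between genes is not in these ranges. Other splits of the real plates, chosen after seeing the data, gave up to 373, 546, 392 and 317 genes in the same order. A count outside its simulated range is therefore no test of an effect. F Wt : G Wt gave the fewest genes under all settings run on the 4 comparisons except with the WT plates of BRIC B only (302, against 301 in F Hsf : G Hsf) with an intensity trend and an adjusted p (3 against 0, where 1766 had an unadjusted p under 0.05 with limma), and at an adjusted p under 0.01, where all 4 had 0. F Hsf : G Hsf exceeded F Hsf : F Wt with quantile normalization (373 against 366), with log2(signal + 32) (407 against 360), without the second-run arrays (418 against 366), without F Hsf plate B5 (356 against 342), without the WT plates of BRIC B (418 against 312), without these after quantile normalization (440 against 278) and without both G Hsf B3 arrays (456 against 411). The trend, the adjusted p under 0.01, the settings without the WT plates of BRIC B and that without both G Hsf B3 arrays were chosen after seeing the data. The settings without second-run arrays and without both G Hsf B3 arrays each leave 1 G Hsf array. The median signal of the genes that passed was 83.6 in G Hsf : G Wt, 59.0 in F Hsf : F Wt, 37.1 in F Hsf : G Hsf and 30.8 in F Wt : G Wt, against 59.4 over all probe sets.

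**Figure D3:**
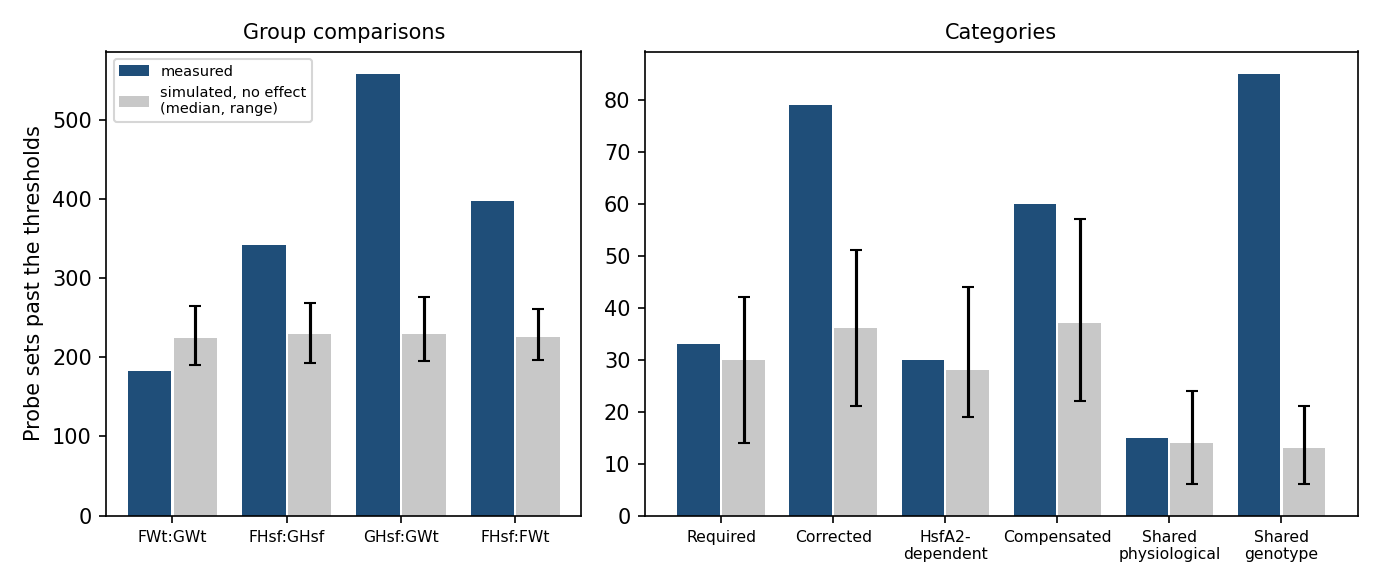
Number of genes past the study's thresholds (left, 4 comparisons) and in each category (right), as measured and as the median of 100 simulated data sets without effects (grey, with lines from the lowest to the highest). F Wt : G Wt is the only comparison whose measured count lies below the simulated range. Simulated probe sets vary independently, so the lines do not include correlation between genes.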

Thirty-three percent of genes had an enhanced expression in the ground-adapted state in HSFA2 KO cells compared to WT cells, and 67% had diminished expression (see Figure S2 in the Supplementary Material).

In the HSFA2 KO and WT ground-adapted state, the upregulated genes identified from the G^Hsf^ : G^Wt^ group comparison represented genes that were overexpressed in cells disabled in HSFA2 KO on the ground compared to WT cells on the ground. These genes primarily fell under multiple GO terms of biological process ontology: response to stimulus (GO:0050896) and defense response to other organism (GO:0098542), particularly to: nematode, fungus, bacterium and to wounding, water deprivation (GO:0009414) related to high salinity, response to endoplasmic reticulum stress (ER stress) (GO:0034976) and unfolded protein response (UPR) (GO:0006986) and response to misfolded protein (GO:0051788), localization (GO:0051179), transport (GO:0006810), establishment of localization (GO:0051234) (see Table A2). 

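BZIP60, a transcription factor of the unfolded protein response, was higher in HSFA2 KO cells on the ground by a log2 fold change of 1.11 (SE 0.26), while UTR3, a nucleotide-sugar transporter of the endoplasmic reticulum, was lower with −1.07 (SE 0.29) (n = 3 arrays and 4 plates). In the list of ER stress and unfolded protein response genes fixed beforehand (41 measured), 3 were higher and 1 lower (3 adjusted over the list alone), with a median of 0.30 (28 higher, adjusted p = 0.365 from camera of limma). Of the upregulated genes in Table A2, 5 of 8 of ER stress, 10 of 16 of transport and localization, 2 of 2 of protein transport, 4 of 9 of defense, 4 of 5 of secondary metabolism and 2 of 3 of water deprivation passed the thresholds. All of these genes were higher in HSFA2 KO cells, and the study chose them on the same samples. The call in G Hsf : G Wt was not kept for BZIP60 without G Hsf array B3-2 (0.93), and UTR3 without G Wt plate A2 or B1 or G Hsf array B5-2 (from −1.00 to −0.89).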

In the HSFA2 KO and WT ground-adapted state, the downregulated genes identified from the G^Hsf^ : G^Wt^ group comparison represented genes that were underexpressed in cells disabled in HSFA2 KO on the ground compared to WT cells on the ground. These genes primarily fell under multiple GO terms of biological process ontology: response to stimulus (GO:0050896) and response to stress (GO:0006950), including chaperones and non-chaperones, response to oxidative stress (GO:0006979), response to reactive oxygen species (GO:0000302), response to hydrogen peroxide (GO:0042542), response to sucrose stimulus (GO:0009744) and cellular amino acid and derivative metabolic process (GO:0006519), such as biosynthesis of phenylalanine, asparagine, tryptophan and flavonoid (see Table A2). 

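Small heat shock protein genes were lower in HSFA2 KO cells on the ground: ATHSP22.0 with a log2 fold change of −1.88 (SE 0.51), At5g37670 with −1.48 (SE 0.42) and the chloroplast HSP21 with −1.38 (SE 0.43) (n = 3 arrays and 4 plates). These were the 3 of 15 genes of the list fixed beforehand that passed (3 adjusted over the list alone), 12 of 15 were lower and the median was −0.22 (adjusted p = 0.00740 from camera of limma with a preset correlation, 0.824 with an estimated correlation). Since that list was written with the paper's supplement already seen, its test is not independent evidence. The call of that list was lost without G Hsf array B3 (adjusted p = 0.0857) or B5-2 (0.119) and without the WT plates of BRIC B (0.128), and its median was −0.12 without G Wt plate B1, −0.48 without G Hsf array B3-2 and −0.09 without B5-2. Among other chaperones and heat shock genes (21), GolS1 (galactinol synthase) was lower with −1.48 (SE 0.29) and HSA32 with −1.19 (SE 0.28) (2 genes, 2 adjusted over the list alone, median −0.03, adjusted p = 0.0736). In the hypoxia list (21), At5g10040 was lower with −2.16 (SE 0.33) and the pyruvate decarboxylase PDC2 with −1.35 (SE 0.28) (2 genes, 2 adjusted over the list alone). Among heat shock transcription factors (21), HsfA2 alone passed (1 adjusted over the list alone), and HSFA7A had 0.63 (SE 0.25) (list median −0.09, adjusted p = 0.419). Of the genes in Table A2, which the study chose on these samples, 5 of 6 chaperones, 2 of 5 other folding genes, 9 of 15 of oxidative stress, 3 of 5 of the sucrose stimulus and 1 of 7 of amino acid metabolism passed, all lower. Leaving out single plates or arrays ended the call in G Hsf : G Wt for ATHSP22.0 without G Wt plate B2 or G Hsf array B5-2 (from −1.75 to −1.55), At5g37670 without G Wt plate A1 or B2 or G Hsf array B3 or B5-2 (from −1.48 to −1.10), HSP21 without each of 6 of the 14 plates and arrays (from −1.40 to −1.02), and HSA32 without G Hsf array B3 (−0.94).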

#### 2.3.2. Genotype Specific Genes of the Spaceflight-Adapted State—F^Hsf^ : F^Wt^

A comparison of the gene expression profiles of spaceflight-adapted states between the HSFA2 KO and WT cells shows cells’ adaptation to spaceflight environment if the HSFA2 function was disabled. Thus, these genes indicate the genotypic adaptation to spaceflight. The genes differentially expressed in the spaceflight-adapted state between HSFA2 KO cells and WT cells were identified by comparing the gene expression profiles in HSFA2 KO spaceflight cells (F^Hsf^) to WT spaceflight cells (F^Wt^) in the F^Hsf^ : F^Wt^ group comparison (see Figure 2A). There were 220 genes significantly differentially expressed between HSFA2 KO and WT cell samples in spaceflight (see Figure 2B, Figure 4, File S4 GO 220 FHsfFWt in the Supplementary Material). 

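In spaceflight, WRKY70 (At3g56400), a transcription factor of defense, was higher in HSFA2 KO than in WT cells by a log2 fold change of 2.14 (SE 0.32), ADR1-L3 (At5g47280) by 3.53 (SE 0.54) and At1g22180 by 3.97 (SE 0.58). CHR34 (At2g21450) was lower with −3.27 (SE 0.48), LCR24 (At4g29285) with −3.05 (SE 0.57), MFDX1 (At4g05450) with −2.38 (SE 0.33), the aldehyde dehydrogenase ALDH3F1 (At4g36250) with −1.72 (SE 0.31) and UNE18 (At5g02100), similar to oxysterol-binding proteins, with −1.30 (SE 0.23). At2g26190 was also higher by 1.44 (SE 0.24), and At5g05060, At3g23080 and At4g01570 were lower with −2.90 (SE 0.42), −2.06 (SE 0.32) and −3.60 (SE 0.68). No HSFA2 KO array overlapped a WT plate in these genes (n = 3 and 4), and the smallest adjusted p among them was 0.0694 from limma. In all, 397 genes passed the study's thresholds, 267 higher and 130 lower in HSFA2 KO cells, with 1798 probe sets at an unadjusted p under 0.05. Quantile normalization gave 366 genes, 201 higher and 165 lower, with 315 shared, and without the second-run arrays the split was 209 higher and 157 lower. Probe sets with a mean signal over the median gave 228 genes.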

The 95 genes were more highly expressed in HSFA2 KO cells than in WT cells in spaceflight, while 125 genes were downregulated in HSFA2 KO cells as compared to WT cells in spaceflight. In the HSFA2 KO and WT spaceflight-adapted state, the upregulated genes identified from the F^Hsf^ : F^Wt^ group comparison, represented genes that were overexpressed in cells disabled in *HsfA2* in spaceflight compared to WT cells in spaceflight. These genes primarily fell under multiple GO terms of biological process ontology: defense response to other organism (GO:0098542), response to topologically incorrect protein (GO:0035966), response to unfolded protein (UPR) (GO:0006986) and endoplasmic reticulum-associated degradation (ERAD) (GO:0036503), as well as protein localization (GO:0008104), establishment of protein localization (GO:0045184), protein transport (GO:0015031), vesicle-mediated transport (GO:0016192), transport (GO:0006810), establishment of localization (GO:0051234), including protein processing in endoplasmic reticulum, ER to Golgi vesicle-mediated transport and secondary metabolic process (GO:0019748) (see Table A2). Additionally, these upregulated genes represented plasma membrane GO term (GO:0005886) including plasma membrane receptor kinases of the cellular component ontology (see Table A2).

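OS9, a lectin of endoplasmic reticulum-associated degradation, was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 1.11 (SE 0.28) (n = 3 arrays and 4 plates). In the list of ER stress and unfolded protein response genes, 5 of 41 passed, all higher (5 adjusted over the list alone), 27 were higher and the median was 0.39 (adjusted p = 0.0382 from camera of limma with a preset correlation, 0.495 with an estimated correlation). The median was 0.22 without F Wt plate B1 and 0.25 without F Hsf plate B4. Since the list was written with the paper's supplement already seen, its test is not independent evidence. The call of the list was lost without F Wt plate B2 (adjusted p = 0.0971), G Wt plate B1 (0.0510), F Hsf plate B3-2 (0.122) or B5 (0.103) or G Hsf array B3 (0.0688) or B5-2 (0.0519), without all second-run arrays (0.208), and without both G Hsf B3 arrays, chosen after seeing the data (0.0590; range over the other settings 0.0201 to 0.208). Of the genes in Table A2, 7 of 10 of ER stress, 1 of 1 of ERAD, 8 of 10 of protein transport, 8 of 12 of transport and localization, 6 of 8 of defense, 8 of 9 of secondary metabolism and 2 of 4 of the plasma membrane passed, all higher. These genes were chosen by the study on the same samples. Single plates or arrays carried the call in F Hsf : F Wt, which was lost for OS9 without F Wt plate B1 or F Hsf plate B4 (from 0.91 to 0.94).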

In the HSFA2 KO and WT spaceflight-adapted state, the downregulated genes identified from the F^Hsf^ : F^Wt^ group comparison represented genes that were underexpressed in cells disabled in *HsfA2* in spaceflight compared to WT cells in spaceflight. These genes primarily fell under 3 GO terms of cellular compartment ontology: cell wall (GO:0005618), external encapsulating structure (GO:0030312) including xylem development, cell wall macromolecule metabolic process, plastid (GO:0009536) and energy reserve metabolic process (GO:0006112) including starch biosynthetic process (GO:0019252) (see Table A2).

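SYP111, a syntaxin of the dividing cell plate, was lower in HSFA2 KO cells in spaceflight with a log2 fold change of −2.45 (SE 0.76) and was the 1 of 11 cell cycle genes that passed (0 adjusted over the list alone, list median −0.20, adjusted p = 0.520 from camera of limma; n = 3 arrays and 4 plates). In the starch synthesis list (17), the isoamylase ISA1 alone passed (0 adjusted over the list alone), SS2 (starch synthase) had 1.64 (SE 0.90), and the list median was 0.10 (adjusted p = 0.964). The starch degradation list (13) held no gene past the thresholds and 0 at an unadjusted limma p under 0.05 (median −0.07, adjusted p = 0.711), and the same was true of xylem genes (median −0.30, adjusted p = 0.964), photosynthesis genes (median 0.23, adjusted p = 0.794) and cellulose synthases (median 0.05, adjusted p = 0.964). XCP1, a cysteine protease of xylem, had −1.59 (SE 0.98). With quantile normalization the medians of the starch synthesis list and of the cellulose synthases were below 0, each at −0.08. Of the genes in Table A2, which the study chose on these samples, 4 of 11 of the cell wall, 4 of 11 of plastids and 4 of 5 of starch and energy reserve passed, all lower. With 1 plate or array fewer, the call in F Hsf : F Wt was lost for SYP111 without each of 11 of the 14 plates and arrays (from −2.48 to −1.20). Quantile normalization ended the call in F Hsf : F Wt of SYP111 (−2.52).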

### 2.4. Occurrence of Individual Genes and Gene Function Across Collective Comparisons of Physiological Adaptation, Ground and Spaceflight-Adapted States

#### 2.4.1. In the Response to Spaceflight, There Were Only Four Differentially Expressed Genes Represented in Both the WT and HSFA2 KO Comparisons (F^Wt^ : G^Wt^ to F^Hsf^ : G^Hsf^)

When the 78 differentially expressed genes in the F^Wt^ : G^Wt^ group comparison were compared to the 221 genes differentially expressed in the F^Hsf^ : G^Hsf^ group comparison, only one gene changed in the exact same way, At2g03760, which encodes a putative steroid sulfotransferase (see Figure 3, Figure 5A, File S5 Gene lists in the Supplementary Material). At2g03760 was upregulated in spaceflight cells relative to their ground counterparts in both cell lines. 

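SOT12 (At2g03760), a putative steroid sulfotransferase, had a signal of 3124 ± 602 (SD, n = 4) in F Wt and 1556 ± 172 (SD, n = 4) in G Wt, a log2 fold change of 0.99 (SE 0.28) that fell short of the fold threshold, with no overlap between plates (exact permutation test, p = 0.0286). Its signal was 4811 ± 129 (SD, n = 3) in F Hsf and 2458 ± 1184 (SD, n = 3) in G Hsf, a log2 fold change in HSFA2 KO cells of 1.07 (SE 0.32) that passed. That call was lost for SOT12 without F Hsf plate B3-2 or B4 or B5 or G Hsf array B3 or B5-2 (from 0.84 to 1.09). Of the genes past the thresholds in both F Wt : G Wt and F Hsf : G Hsf, 15 in all, 9 moved in the same direction and 6 in opposite directions, where independent calls would give 1.39 and 1.37. ST2B (At5g07000), another sulfotransferase, was among the 9 (log2 fold change 2.13 in WT cells). Simulated data without effects gave a median of 14 genes in this category (6 to 24). The count was 24 with quantile normalization, 39 with the WT plates of BRIC B only, 23 without G Wt plate B2, 3 with only 2 groups per fit and 1 among probe sets over the median signal. Lost calls in F Wt : G Wt were those of ST2B without G Wt plate B1 or B2 (from 2.00 to 2.11).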

Two of the genes differentially expressed in spaceflight for both HSFA2 KO and WT cells were expressed in opposite directions. During spaceflight, these genes were upregulated in WT cells, while being down regulated HSFA2 KO cells (see Figure 5A, File S5 Gene lists in the Supplementary Material). These genes were: At3g10400-RNA recognition motif, and CCHC-type zinc finger domain containing protein and At4g03570-Cystatin/monellin superfamily protein. However, these two genes showed significant differential expressions in ground-adapted state between HSFA2 KO and WT cells, being overexpressed in HSFA2 KO cells relative to WT cells. The genes were not differentially expressed in the spaceflight-adapted state between HSFA2 KO and WT cells. Therefore, although the genes seemed to be engaged conversely in the physiological adaptation in two cell lines, their expression adjustments in either HSFA2 KO or WT cells resulted in no different expression level in spaceflight-adapted state. 

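The spliceosomal gene At3g10400 had a log2 fold change of 1.49 (SE 0.62) in WT cells, which did not pass the thresholds, and fell to −2.48 (SE 0.71) in HSFA2 KO cells. It was higher in HSFA2 KO cells on the ground by 2.20 (SE 0.67), and F Hsf : F Wt had −1.77 (SE 0.67), which did not pass but did with quantile normalization (−1.97). The difference between the genotypes in the change with spaceflight was −3.97 and passed as an interaction. At4g03570, of the cystatin and monellin superfamily, had 0.71 (SE 0.69) in WT cells, −2.53 (SE 0.80) in HSFA2 KO cells, 2.43 (SE 0.75) in G Hsf : G Wt and −0.81 (SE 0.75) in F Hsf : F Wt (n = 3 arrays or 4 plates per group). The values of this gene in F Hsf : G Hsf and G Hsf : G Wt passed the thresholds, but neither did with quantile normalization (−2.44 and 2.15), and its interaction of −3.24 did not pass. In F Hsf : G Hsf the calls were lost for At3g10400 without F Hsf plate B3-2 or B5 or G Hsf array B3 or B3-2 (from −2.38 to −1.98), and At4g03570 without each of 10 of the 14 plates and arrays (from −2.81 to −2.27). In G Hsf : G Wt they were lost for At3g10400 without G Wt plate A1 or A2 or B1 or G Hsf array B3 or B3-2 (from 1.86 to 2.18), and At4g03570 without each of 9 of the 14 plates and arrays (from 1.84 to 2.71).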

The differential expression level on the ground caused HSFA2 KO cells to diminish the expression of these genes, and WT cells to increase in the physiological adaptation to spaceflight. 

One additional gene was expressed in opposite directions in response to spaceflight. At4g02460-PMS1 DNA mismatch repair protein was upregulated in WT and downregulated in HSFA2 KO cells (see Figure 5A, File S5 Gene lists in the Supplementary Material).

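PMS1 (At4g02460), a DNA mismatch repair gene, fell in HSFA2 KO cells from 67.1 ± 23.0 (SD, n = 3) on the ground to 9.81 ± 6.40 (SD, n = 3) in spaceflight, a log2 fold change of −2.91 (SE 0.64). In WT cells its log2 fold change was 1.32 (SE 0.55) and did not pass the thresholds (exact permutation test, p = 0.0571, n = 4 plates each). It was lower in F Hsf : F Wt with −3.25 (SE 0.60), in G Hsf : G Wt it had 0.97 (SE 0.60), and the interaction of −4.23 (SE 0.84) passed the thresholds. The calls of PMS1 were kept with any 1 plate or HSFA2 KO array left out, but that in F Hsf : G Hsf was lost without both G Hsf B3 arrays, chosen after seeing the data (−2.55). With log2(signal + 32) its log2 fold change in HSFA2 KO cells was −1.23 and its interaction −1.94, both past the thresholds.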

#### 2.4.2. Only 28 Genes Differentially Expressed Between the Two Genotypes in the Ground-Adapted State were also Differentially Expressed in the Spaceflight-Adapted State (G^Hsf^ : G^Wt^ to F^Hsf^ : F^Wt^)

When the 349 genes differentially expressed in the G^Hsf^ : G^Wt^ group comparison were juxtaposed to the 220 genes of differentially expressed in the F^Hsf^ : F^Wt^ group comparison, only 28 genes showed the same differential expression (see Figure 4, Figure 5B). 

Among these genes were those representing response to toxic substance ontology (At2g29490-ATGSTU1 glutathione S-transferase tau 1, At2g29470-ATGSTU3 glutathione S-transferase tau 3, At1g17170-ATGSTU24 glutathione S-transferase tau 24), and transport, establishment of localization, and localization (At3g44340-CEF ER to Golgi vesicle-mediated transport, At1g29310-SecY protein transport family protein, At1g78570-RHM1 RHAMNOSE BIOSYNTHESIS 1 dTDP-glucose 4,6-dehydratase, At1g71140-MATE efflux family protein, At5g54860-Major facilitator superfamily protein).

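The tau glutathione transferases GSTU3, GSTU24 and GSTU1, which take part in detoxification, were higher in HSFA2 KO cells on the ground by log2 fold changes of 2.10 (SE 0.31), 1.39 (SE 0.34) and 1.20 (SE 0.33), and in spaceflight by 1.87 (SE 0.31), 1.52 (SE 0.34) and 1.46 (SE 0.33). RHM1, of rhamnose synthesis, was higher by 1.78 (SE 0.48) and 1.61 (SE 0.48), the MATE efflux gene At1g71140 by 1.31 (SE 0.32) and 1.47 (SE 0.32), and CEF, of ER to Golgi transport, by 1.05 (SE 0.25) and 1.33 (SE 0.25). The SecY transport gene At1g29310 was higher by 1.11 (SE 0.28) and 1.91 (SE 0.28), and the major facilitator gene At5g54860 by 1.04 (SE 0.27), which did not pass with quantile normalization (0.97), and 1.84 (SE 0.27). No HSFA2 KO array overlapped a WT plate in any of them (n = 3 and 4; exact permutation test, p = 0.0286, but p = 0.0571 for RHM1 in spaceflight). The p on the ground counts G Hsf arrays B3 and B3-2 as separate replicates, which they may not be. On the ground, calls were lost for RHM1 without G Hsf array B3 (1.65), GSTU24 without G Hsf array B3-2 (1.18), GSTU1 without G Wt plate A2 or G Hsf array B3-2 or B5-2 (from 0.95 to 1.19), At1g71140 without G Hsf array B3-2 (1.08), CEF without G Wt plate B2 (0.97), and At5g54860 without G Wt plate A2 or G Hsf array B3 (from 0.91 to 0.92), and in spaceflight for RHM1 without F Wt plate B1 or B2 or F Hsf plate B3-2 or B5 (from 1.18 to 1.65). Genes past the thresholds in both environments numbered 85, 77 in the same direction and 8 in opposite directions, where independent calls would give 5.29 and 4.48 and simulated data without effects gave a median of 13 (6 to 21). Of the 85 genes, 65 were higher and 20 lower in HSFA2 KO cells on the ground, while without the second-run arrays 22 were higher and 25 lower. The count was 69 with quantile normalization, 47 without those arrays, 56 without F Hsf plate B5, 32 with only 2 groups per fit, 146 with the BRIC as a covariate and, chosen after seeing the data, 53 without both G Hsf B3 arrays (29 of the 85 among them). Without the second-run arrays, as without both G Hsf B3 arrays, 1 G Hsf array is left. The 2 comparisons share no plate, but all HSFA2 KO plates flew or stayed in BRIC B and came from the same culture line. The call in G Hsf : G Wt ended with log2(signal + 32) for CEF (1.00) and At5g54860 (0.97).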

#### 2.4.3. Required and Corrected Genes for the Spaceflight-Adapted State

Some genes differentially expressed in the ground-adapted state between WT and HSFA2 KO were involved in the physiological adaptation to spaceflight in WT or HSFA2 KO cells. The differential expression of the 349 genes expressed in the ground-adapted state, the G^Hsf^ : G^Wt^ group comparison, was assessed in the WT physiological adaptation to spaceflight, the F^Wt^ : G^Wt^ comparison group, and in the HSFA2 KO physiological adaptation to spaceflight, the F^Hsf^ : G^Hsf^ comparison group. 

If the gene differentially expressed between the ground-adapted states in genotypes participated in the physiological adaptation of the WT cells but not of HSFA2 KO cells, then it was defined as required. For a gene to be required it had to meet these criteria:

- WT cells changed the expression of the gene in spaceflight compared to ground control.
- WT cells differentially expressed the gene on the ground compared to HSFA2 KO cells on the ground.
- HSFA2 KO cells did not change the gene’s expression in spaceflight compared to ground control.
- However, the level of expression of the gene in WT spaceflight was similar to the expression of the gene in HSFA2 KO in spaceflight.

Therefore, required genes are those whose expression levels in WT cells in spaceflight match the expression in HSFA2 KO in spaceflight. HSFA2 KO cells already have the space-adapted expression level. There were 10 genes that met these criteria (see Figure 5C, File S5 Gene lists in the Supplementary Material). 

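EXPA16 (At3g55500), an expansin, rose in WT cells in spaceflight and was higher in HSFA2 KO cells on the ground by a log2 fold change of 1.95 (SE 0.50), with 0.01 in F Hsf : G Hsf and −0.39 in F Hsf : F Wt. PAP8 (At2g01890), an acid phosphatase, had 2.76 in G Hsf : G Wt and 0.53 in F Hsf : G Hsf, and ORS1 (At2g41230) had −1.21 and 0.07. They belong to 33 genes that passed the thresholds in F Wt : G Wt and G Hsf : G Wt and in neither comparison of F Hsf, 27 higher and 6 lower in F Wt and all in the same direction in both. Of the paper's 10 required genes, 1 is among them, At3g18260 (2.92 and 3.58), 2 passed in F Wt : G Wt and 4 in G Hsf : G Wt, and 9 and 10 had the paper's direction. Both comparisons use the same G Wt plates, which lets chance differences in those plates enter both. Simulated data without effects gave a median of 30 such genes (14 to 42). With separate pairs of WT plates for the 2 comparisons, the mean overlap was 15.5 genes, against 88 where they shared a pair. The count was 62 without G Wt plate A1, 78 with the WT plates of BRIC B only and 13 among probe sets over the median signal. Not every choice of plates and arrays kept the call in G Hsf : G Wt: it was lost for EXPA16 without G Hsf array B5-2 (1.36).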

If the gene differentially expressed between the ground-adapted states in genotypes participated in the physiological adaptation of the HSFA2 KO cells but not of the WT cells, then it was defined as corrected. For a gene to be classified as corrected it needed to meet these criteria:

- HSFA2 KO cells changed the expression of the gene in spaceflight compared to ground control.
- HSFA2 KO cells differentially expressed the corrected gene on the ground compared to WT cells on the ground.
- WT cells did not change the corrected gene expression in spaceflight compared to ground control.
- However, the level of expression of the gene in HSFA2 KO in spaceflight is similar to the expression level of the gene in WT in spaceflight.

Therefore, corrected genes are those whose expression levels in HSFA2 KO cells in spaceflight match the WT expression levels in spaceflight. These are genes that HSFA2 KO differentially expressed to match WT levels in order to adapt to spaceflight. These genes would not be revealed in an examination of WT cells alone. There were 66 genes that met these criteria (see Figure 5D, File S5 Gene lists in the Supplementary Material). Thus, these 66 genes were considered to be corrected in the HSFA2 KO physiological adaptation to spaceflight in that their expression levels were returned to WT levels in order adapt to spaceflight. Only 5 genes out of 66 were overexpressed in HSFA2 KO cells on the ground relative to WT cell on the ground and thus were downregulated in the HSFA2 KO physiological adaptation to spaceflight to even the WT expression level in the spaceflight-adapted state. The 61 genes showed diminished expression on the ground in HSFA2 KO cells relative to WT cells on the ground, but were upregulated during spaceflight to match the WT expression level in the spaceflight-adapted state. These 5 genes included: At3g44800-Meprin and TRAF (MATH) homology domain-containing protein of unknown function, At5g52260-myb19 a transcription factor, At2g35340-MEE29 maternal effect embryo arrest 29, At2g46960-CYP709B1 cytochrome P450 functioning in oxidation-reduction processes, and At5g15350-ENODL17 early nodulin-like protein 17 associated with cell wall pectin metabolic process. 

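Genes that were lower in HSFA2 KO cells on the ground and rose in spaceflight included SEN1, a senescence-associated gene (log2 fold change −2.02 in G Hsf : G Wt and 1.61 in F Hsf : G Hsf), YSL6 (At3g27020; −3.18 and 2.99) and BRCC36A (At1g80210; −2.69 and 2.54). In all, 79 genes passed the thresholds in these comparisons and in no comparison with F Wt, each in opposite directions, 43 lower on the ground and 36 higher. With quantile normalization they were 100 genes, 71 lower on the ground and 29 higher, and without the second-run arrays 224, of which 190 were lower and 34 higher and 10 were among the 79. Without the second-run arrays 1 G Hsf array, B3, is left. Of the paper's 66 corrected genes, 22 passed in both comparisons, 30 in F Hsf : G Hsf and 31 in G Hsf : G Wt, and all 66 had the paper's direction in both. The comparisons share the G Hsf arrays, whose 3 arrays could not be split between them, so part of the excess over the 36 genes of simulated data without effects (21 to 51) was not separated from the shared arrays. The count was 121 without G Hsf array B3, 123 without G Hsf array B5-2, 37 among probe sets over the median signal and, chosen after seeing the data, 230 without both G Hsf B3 arrays, with 21 of the 79 among them. Among calls in F Hsf : G Hsf, those lost were of SEN1 without each of 7 of the 14 plates and arrays (from 1.34 to 1.62).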

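ENODL17 (At5g15350), an early nodulin-like gene, fell in HSFA2 KO cells in spaceflight to a log2 fold change of −1.61 (SE 0.40), the cytochrome P450 gene CYP709B1 (At2g46960) to −4.22 (SE 1.17), the transcription factor gene MYB19 (At5g52260) to −3.94 (SE 1.28) and MEE29 (At2g35340), an RNA helicase, to −3.32 (SE 1.08). The MATH domain gene At3g44800 had −3.77 (SE 1.32) and did not pass the thresholds (n = 3 arrays each). In G Hsf : G Wt MEE29 was higher by 3.23 (SE 1.01), and At3g44800 had 2.65 (SE 1.24), MYB19 2.21 (SE 1.20), CYP709B1 1.52 (SE 1.09) and ENODL17 0.78 (SE 0.37), which did not pass. With quantile normalization MEE29 did not pass in either comparison (−3.10 and 2.99). In F Hsf : G Hsf calls were lost for MYB19 without each of 9 of the 14 plates and arrays (from −4.29 to −2.97), MEE29 without each of 11 of the 14 plates and arrays (from −3.41 to −2.45), and CYP709B1 without F Hsf plate B3-2 or B5 or G Hsf array B5-2 (from −4.14 to −3.81). In G Hsf : G Wt the call was lost for MEE29 without each of 10 of the 14 plates and arrays (from 2.76 to 3.32).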

The 61 genes included genes associated with: response to wounding, mechanical stress, cell wall, valine, leucine and isoleucine degradation, as well as transmembrane transporter and nitrate transporters genes (see Appendix A Table A3).

#### 2.4.4. Genotypic-Specific Spaceflight-Adapted State

A comparison of the spaceflight gene expression patterns between the two genotypes revealed 220 differentially expressed genes between WT and HSFA2 KO. The expression of these 220 differentially expressed in the spaceflight-adapted state (F^Hsf^ : F^Wt^) was compared to the WT physiological adaptation to spaceflight, the F^Wt^ : G^Wt^ comparison group, and the HSFA2 KO physiological adaptation to spaceflight, the F^Hsf^ : G^Hsf^ comparison group. 

##### *HsfA2*-Dependent Genes in the WT Genotypic Spaceflight Adaptation

In the vertical comparison between spaceflight and ground gene expression patterns, there were 7 genes differentially expressed in WT that were not differentially expressed in HSFA2 KO cells. These genes were not differentially expressed between WT and HSFA2 KO in the ground-adapted state, but were differentially expressed between genotypes in the spaceflight-adapted state (see Figure 5E, File S5 Gene lists in the Supplementary Material). Thus, these genes were *HsfA2*-dependent, as they were adapted to the spaceflight level only if the *HsfA2* gene was functional. These genes represent the WT genotypic adaptation to spaceflight. 

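GSTU6 (At2g29440), a tau glutathione transferase, fell in WT cells in spaceflight and was higher in F Hsf than in F Wt by a log2 fold change of 3.24 (SE 0.74), with −0.78 in F Hsf : G Hsf (n = 3 arrays or 4 plates per group). SAUR15 (At4g38850) had 2.45 in F Hsf : F Wt and −0.30 in F Hsf : G Hsf, and At1g29950 had −2.86 (SE 0.45) in F Wt : G Wt and 3.15 (SE 0.48) in F Hsf : F Wt. They are among 30 genes that passed in F Wt : G Wt and F Hsf : F Wt and in no comparison of G Hsf, 8 higher and 22 lower in F Wt than in G Wt. Of the 30 genes, 13 also passed the thresholds for the interaction of genotype and environment (43.3%), against 64.0% of such genes in simulated data without effects, so the share says nothing of a difference between the genotypes. Both comparisons use the F Wt plates: simulated data without effects gave a median of 28 such genes (19 to 44), and with separate pairs of WT plates the mean overlap was 10 genes, against 81 with a shared pair. The count was 52 without F Wt plate A1 or B2, 81 with the WT plates of BRIC B only, 17 with log2(signal + 32) and 9 among probe sets over the median signal. In F Hsf : F Wt, the call was lost for SAUR15 without each of 7 of the 14 plates and arrays (from 1.77 to 2.58).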

All genes but one (At4g07960-ATCSLC12 Cellulose-synthase-like C12 localized to Golgi apparatus, plasmodesma), were downregulated in the WT physiological adaptation and resulted in the higher expression in spaceflight-adapted state in HSFA2 KO than in WT cells. These 6 genes were: At5g19070-SNARE associated Golgi protein family involved in proline transport and localized to plasma membrane, At1g78980-SRF5 STRUBBELIG-receptor family 5 functioning in transmembrane receptor protein tyrosine kinase signaling pathway and localized to extracellular region, two genes, At1g66640-RNI-like superfamily protein and At2g36560-AT hook motif DNA-binding family protein, localized to nucleus, and At2g43240-Nucleotide-sugar transporter and At1g32830-transposable element gene (see Table A3). 

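In WT cells the nucleotide-sugar transporter gene At2g43240 had a log2 fold change of −0.51 (SE 0.53) between spaceflight and ground, the Golgi gene At5g19070 −0.74 (SE 1.24), the RNI-like gene At1g66640 −0.53 (SE 0.87), the AT hook gene At2g36560 −1.51 (SE 0.61) and the transposable element gene At1g32830 −1.80 (SE 0.86) (n = 4 plates each). In F Hsf : F Wt they had 1.21 (SE 0.57), 1.48 (SE 1.34), 1.86 (SE 0.94), 1.52 (SE 0.66) and 2.45 (SE 0.93). All had the paper's direction, and none passed the study's thresholds in either comparison with limma. Plates of the 2 groups overlapped in each of these genes in each comparison.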

##### Compensated Genes for Disabled *HsfA2* in the HSFA2 KO Spaceflight Adaptation

In the vertical comparison of gene expression patterns between spaceflight and ground controls for WT and HSFA2 KO cells, there were 53 genes differentially expressed in HSFA2 KO that were not differentially expressed in WT. As with the *HsfA2*-dependent genes described above, these genes were not differentially expressed between the two genotypes in the ground-adapted state, but were differentially expressed between genotypes in the spaceflight-adapted state (see Figure 5F, File S5 Gene lists in the Supplementary Material). These 53 genes were differentially expressed in the spaceflight-adapted state because HSFA2 KO cells engaged these genes in the physiological adaptation to spaceflight, while the WT cells did not. Thus, these genes compensated for the lack of functional *HsfA2* gene. These genes represent the HSFA2 KO genotypic adaptation to spaceflight. 

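ALDH3F1 (At4g36250), an aldehyde dehydrogenase, had a log2 fold change of −1.36 in F Hsf : G Hsf, 0.48 in F Wt : G Wt and 0.12 in G Hsf : G Wt. BGAL1 (At3g13750), a beta-galactosidase of the cell wall, had −2.65 in F Hsf : F Wt and 1.62 in G Hsf : G Wt, and YSL8 (At1g48370) had −1.68 and 0.63 (n = 3 arrays or 4 plates per group). They are among 60 genes that passed in F Hsf : G Hsf and F Hsf : F Wt and in no comparison of G Wt, 18 higher and 42 lower in F Hsf. Of the paper's 53 compensated genes, 34 passed in F Hsf : G Hsf, 26 in F Hsf : F Wt and 18 in both, and all 53 had the paper's direction. The interaction was also passed by 35 of the 60 (58.3%), but in simulated data without effects by 68.4%, because the category itself takes genes that pass in 1 spaceflight comparison alone. Both comparisons use the 3 F Hsf arrays, which could not be split between them, so part of the excess over the 37 genes of simulated data without effects (22 to 57) was not separated from the shared arrays. The count was 37 with only 2 groups per fit, 23 among probe sets over the median signal and, chosen after seeing the data, 37 without both G Hsf B3 arrays. Calls in F Hsf : G Hsf were lost for ALDH3F1 without F Hsf plate B5 (−1.13). The call in F Hsf : F Wt was not kept for YSL8 without F Wt plate A2 or B1 or B2 or F Hsf plate B4 or B5 (from −1.62 to −1.31).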

There were 6 genes out of the 53 which were upregulated in the physiological adaptation to spaceflight in HSFA2 KO cells which resulted in the higher expression level in spaceflight-adapted state in HSFA2 KO cells than in WT cells. These genes were associated with ER stress, UPR and vesicle-mediated transport (see Table A3). The remaining 49 genes were all downregulated in the HSFA2 KO physiological adaptation and exhibited diminished expression level in the spaceflight-adapted state in spaceflight in HSFA2 KO relative to WT cells. These genes included genes associated with intra-Golgi vesicle-mediated transport and calcium pump (see Table A3).

## 3. Discussion

Undifferentiated *Arabidopsis thaliana* cell cultures were flown to the ISS as part of the BRIC17 CEL experiment to enhance the understanding of how cells lacking HSFA2, a key transcription factor involved in the response to terrestrial stress stimuli, physiologically adapt to the novel environment of spaceflight. The WT cells and the cells disabled in expression of the *HsfA2* gene both survived their orbits in the ISS, indicating that they both had adapted their physiology to the novel environment despite their genotypic differences. Cells disabled in HSFA2 function used substantially more and substantially different gene expression profiles to achieve a spaceflight-adapted state compared to WT cells. This observation leads to a remarkable conclusion about the role of the HSF network in the entire adaptation processes to spaceflight—proficient spaceflight adaptation requires a functional HSF network.

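The change with spaceflight differed between the genotypes most clearly in CHR34 (At2g21450), a chromatin remodeling gene, with an interaction of −6.26 (SE 0.67) on the log2 scale (adjusted p = 0.0223 from limma). GGPS4 (At2g18640) had an interaction of −6.26 (SE 1.11) and BRCC36A (At1g80210) of 3.38 (SE 0.68), and with log2(signal + 32) the values of CHR34 and GGPS4, which had signals under 16.2, were −3.08 and −2.28. Other genes of the naming rule above 0 were PRB1, At2g28085, At3g29330, At1g02813, At4g33490, At5g06540, At1g63580, At1g50590 and At4g17100, with interactions from 2.49 (SE 0.63) to 5.45 (SE 1.25). Those below 0 were At1g49570, At2g11010, At1g69730, At4g11450, At4g01490, At1g29630 and At5g58120, with interactions from −3.05 (SE 0.59) to −6.02 (SE 1.20). In all, 231 genes passed the study's thresholds for the interaction of genotype and environment, 91 above and 140 below 0, and CHR34 alone had an adjusted p under 0.05 (0 genes with an intensity trend in limma, chosen after seeing the data, where 1109 had an unadjusted p under 0.05). At an unadjusted p under 0.05 there were 1075 probe sets, where an even spread gives 1134, and simulated data without effects gave a median of 238 genes (204 to 264). The interaction was also passed by 21 of the 33 required (63.6%), 48 of the 79 corrected (60.8%), 13 of the 30 HsfA2-dependent (43.3%) and 35 of the 60 compensated genes (58.3%). These shares are no test of a difference between the genotypes, since the categories take genes that pass in 1 spaceflight comparison alone, and simulated data without effects gave 61.7%, 68.9%, 64.0% and 68.4%. The count was 361 without the second-run arrays, 235 above and 126 below 0, 71 among probe sets over the median signal and, chosen after seeing the data, 386 without both G Hsf B3 arrays (277 above and 109 below 0). Leaving out the second-run arrays or both G Hsf B3 arrays leaves 1 G Hsf array. From the observation that HSFA2 KO cells changed more and different genes than WT cells, the paper concludes that proficient adaptation to spaceflight needs a functional HSF network.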

This conclusion suggests that various aspects of HSFA2 and the HSF network illuminate important components of spaceflight adaptation in plant cells. 

### 3.1. Universal and Specific Aspects of the HSFA2 Role in the Adaptation to Spaceflight

Inevitably, the physiological adaptation to a change in the environment, including the novel change of ground to spaceflight, requires de novo protein synthesis followed by protein maturation and transport. Therefore, when a population of cells transitions to the spaceflight environment, the demands on a cell to synthesize and mature new proteins manifests in a unique manner. Unlike WT cells, the HSFA2 KO cells activated the UPR as part of a strategy to adapt to spaceflight, implicating that the ability to fold proteins adequately was compromised in the HSFA2 KO cells. As previously observed at the molecular level in response to a multitude of other environmental stimuli, HSFA2 was likely working to secure cellular protein homeostasis, and the inefficiency in protein folding observed in space flown HSFA2 KO cells likely resulted from the limited HSFA2-governed regulation of molecular chaperone genes. For instance, the PDI gene, ATPDIL2-3 (At2g32920), the transcription factors WRKY33 (At2g38470), and AtGATA-1 (At3g24050) along with four other genes (Ypt/Rab-GAP domain of gyp1p superfamily protein (At3g49350), SAG21 (At4g02380), transmembrane proteins 14c (At1g50740), and unknown (At1g19020)), all of which were reported to be a part of the UPR, were uniquely abundant in the HSFA2 KO cells in spaceflight [40]. Moreover, the pivotal gene of the ERAD, HRD3A (At1g18260), also showed enhanced expression in HSFA2 KO cells in spaceflight conditions, demonstrating activation of the destruction pathway for aberrant proteins. These results cumulatively suggest that the HSFA2 KO cells in spaceflight suffered from excessive aggregation of misfolded proteins and that to get rid of these misfolded and cumbersome aggregates, a degradation pathway was upregulated in order to actively remove them. 

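PDIL2-3 (At2g32920), a protein disulfide isomerase, was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 2.21 (SE 0.37), SAG21 (At4g02380) by 1.26 (SE 0.24), WRKY33 (At2g38470) by 1.21 (SE 0.36) and At1g50740 by 1.06 (SE 0.29) (n = 3 arrays and 4 plates). At1g19020 had 1.17 (SE 0.45), At3g49350 1.15 (SE 0.67) and GATA1 (At3g24050) 0.93 (SE 0.37), which did not pass the thresholds. In F Hsf : G Hsf PDIL2-3 had 0.94 (SE 0.39) and did not pass. Leaving out single plates or arrays ended the call in F Hsf : F Wt for WRKY33 without F Wt plate A1 or A2 or B2 or F Hsf plate B3-2 or B5 (from 1.09 to 1.25), and At1g50740 without F Wt plate A1 or B2 or F Hsf plate B4 (from 0.93 to 1.00).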

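EBS5 (At1g18260), the gene named HRD3A in the paper, was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 1.00 (SE 0.26), with no overlap between 3 and 4 plates (exact permutation test, p = 0.0571). In F Hsf : G Hsf it had 0.44 (SE 0.28) and on the ground 0.26 (SE 0.26), neither past the thresholds. Single plates or arrays carried the call in F Hsf : F Wt, which was lost for EBS5 without F Wt plate A1 or A2 or B1 or F Hsf plate B4 or B5 (from 0.88 to 0.99). In F Hsf : F Wt, EBS5 did not pass after quantile normalization (0.91). Taken as log2(signal + 32), values in F Hsf : F Wt did not pass for EBS5 (0.91).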

Additionally, the genes of intracellular protein transport and secretion, such as Transducin/WD40 repeat-like superfamily protein (AT1G18830) alias SEC31-like protein transporter, target SNARE coiled-coil domain protein (AT1G29060) and the Coatomer beta subunit (AT3G15980), which functions specifically in ER to Golgi vesicle-mediated transport, were also upregulated in HSFA2 KO cells relative to WT cells in the spaceflight-adapted state [54]. 

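The SEC31-like gene At1g18830 was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 1.69 (SE 0.42) and the coatomer gene At3g15980 by 1.83 (SE 0.52) (n = 3 arrays and 4 plates). The SNARE gene At1g29060 had 1.23 (SE 0.48) and did not pass the thresholds. ARFA1D (At1g70490), a small GTP-binding protein of vesicle coats, was higher by 1.11 (SE 0.23). With 1 plate or array fewer, the call in F Hsf : F Wt was lost for At3g15980 without F Wt plate B1 or F Hsf plate B4 or B5 (from 1.66 to 1.83), and ARFA1D without F Hsf plate B4 (1.00).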

The ATARFA1D (AT1G70490) gene coding Ras-related small GTP-binding family protein, known to be essential for vesicle coating and un-coating [55], was also upregulated in space-flown HSFA2 KO cells. This suggests that the protein sorting and delivery processes were impaired in space flown HSFA2 KO cells and that the over-induction of multiple vesicle-mediated protein transport genes was an attempt to circumvent an inefficient system of intracellular protein trafficking. As such, HSFA2 plays a role in processes involved when a cell physiologically adapts to spaceflight similar to its role as a universal coordinator of the stress response when plants adapt to a broad range of other environmental changes (see Figure 6). However, the expression patterns in the spaceflight-adapted state of the genes related to cell wall construction, signal transduction and starch biosynthesis in HSFA2 KO cells in comparison to WT cells imply more specific roles for HSFA2 beyond the universal stress response coordination. 

The HSFA2 KO cells in spaceflight likely have a fundamentally different architecture from the wild type cell wall, along with diminished processes of cell growth, expansion, and elongation as identified by the altered gene expression profiles. Many genes encoding proteins important to these processes are downregulated in the HSFA2 KO cells in spaceflight. For instance, the gene coding glycosyltransferase QUA1 (At3g25140), involved in homogalacturonan biosynthesis and cell adhesion, the trichome birefringence-like 45 (TBL45 (At2g30010)), which functions in the synthesis and deposition of secondary wall cellulose, and XTH4 (AT2G06850), which executes the cleavage and reconnection of cell wall xyloglucan cross-links. It was shown for many plant systems that spaceflight caused changes to the cell wall organization; thus, the finding of this study suggests that HSFA2 may have a role in the way a plant cell remodels its wall to adapt to spaceflight microgravity [14,16,20]. 

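TBL45 (At2g30010), of secondary wall cellulose, was lower in HSFA2 KO cells in spaceflight with a log2 fold change of −2.36 (SE 0.71) and on the ground with −2.24 (SE 0.71). QUA1 (At3g25140), of homogalacturonan synthesis, had −1.64 (SE 0.75) in spaceflight and XTH4 (At2g06850), a xyloglucan transferase, −0.83 (SE 0.81), and neither passed the thresholds (n = 3 arrays and 4 plates). Lost calls in F Hsf : F Wt were those of TBL45 without F Wt plate A1 or B2 or F Hsf plate B4 or B5 (from −2.46 to −1.90). Not every choice of plates and arrays kept the call in G Hsf : G Wt: it was lost for TBL45 without each of 10 of the 14 plates and arrays (from −2.31 to −1.72). Log2(signal + 32) ended the call in F Hsf : F Wt for TBL45 (−1.15). The call in G Hsf : G Wt ended with log2(signal + 32) for TBL45 (−1.17).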

Given that cells deficient in *HsfA2* expression show signs of ER stress and impaired protein sorting and intracellular protein trafficking, it is possible that the proteins of the cell wall biosynthesis do not properly mature within ER, and thus fail to be properly sorted or delivered to their destination at the cell wall periphery [56,57]. However, the heat shock transcription factor of *Saccharomyces cerevisiae*, Hsf1, was shown to regulate cell wall remodeling in response to heat shock in a more specific fashion [58]. The yeast strain mutated in *Hsf1* exhibited cell wall integrity defects in the absence of stress and Hsf1 was demonstrated to regulate the expression of a set of proteins that are involved in cell wall formation and remodeling besides the universal regulation of the HSPs’ expression. The overexpression of a heat shock protein Hsp150 in *S. cerevisiae* caused upregulation of many cell wall proteins, leading to increased cell wall integrity and potentially enhanced the yeasts’ virulence [59]. Also, the *Hsf* genes were found among regulatory pathways in secondary cell wall thickening in *Medicago truncatula* using microarrays [60]. These examples further support HSFA2’s specific role in the remodeling of *Arabidopsis* cell wall architecture in the spaceflight environment. 

Another category of genes that suggested cell wall related roles for HSFA2 in spaceflight adaptation were the secondary metabolite biosynthesis genes associated with wounding (see Section 2.3.2, Figure S3 in the Supplementary Material). For instance, in spaceflight, HSFA2 KO cells overexpressed genes associated with glucosinolate biosynthesis (NSP5 nitrile specifier protein 5, At5g48180) and AOP1 (2-oxoglutarate-dependent dioxygenase, At4g03070), in anthocyanin and flavinol biosynthesis (SRG1 senescence-related gene 1, At1g17020). These genes, and others in this category of herbivore response genes, were all overexpressed in spaceflight in HSFA2 KO cells relative to WT spaceflight cells (horizontal comparison) [61,62,63]. 

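AOP1 (At4g03070), of glucosinolate synthesis, was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 3.39 (SE 0.91) and NSP5 (At5g48180), a nitrile specifier protein, by 1.09 (SE 0.31) (n = 3 arrays and 4 plates). SRG1 (At1g17020) had 0.95 (SE 0.25), under the fold threshold, with no overlap between plates (exact permutation test, p = 0.0286). On the ground AOP1 had 1.08 (SE 0.91), NSP5 0.96 (SE 0.31) and SRG1 0.60 (SE 0.25), none of which passed. Among calls in F Hsf : F Wt, those lost were of AOP1 without F Hsf plate B3-2 or B4 (from 3.24 to 3.28), and NSP5 without F Wt plate A1 or A2 or B2 or F Hsf plate B3-2 or B5 (from 0.93 to 1.07).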

The upregulation of these categories of genes suggests that the cells disabled in *HsfA2* responded as they would to an herbivore attack, possibly as a consequence of diminished expression of cell wall remodeling genes, resulting in a thinning of the cell wall in spaceflight-adapted cells. 

The analysis of genes with differentially expressed spaceflight vs. ground control (vertical dimension) of the WT and HSFA2 KO cells further supports the concept that the cell wall remodeling is part of the physiological adaptation to spaceflight, and that HSFA2 has a central role in this process. Both cell genotypes engaged the cell wall remodeling genes in their physiological adaptation to spaceflight but with fundamentally different outcomes: the WT cells increased the expression of these genes, while the HSFA2 KO cells reduced its expression of cell wall-related genes in spaceflight relative to their terrestrially grown counterparts (see Section 2.2.1 and Section 2.2.2, Table A1, Figure 6). 

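At1g78860, a lectin gene of the cell wall, rose in WT cells in spaceflight from 5403 ± 1349 (SD, n = 4) to 11644 ± 2096 (SD, n = 4), a log2 fold change of 1.12 (SE 0.23), with no overlap between plates (exact permutation test, p = 0.0286). The mutant cells had 0.67 (SE 0.27), and in F Hsf : F Wt it was lower with −1.07 (SE 0.25). In F Wt : G Wt, the call was lost for At1g78860 without G Wt plate A2 (0.98). Calls in F Hsf : F Wt were lost for At1g78860 without F Wt plate B1 (−0.97).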

The WT cells enhanced the expression of a curculin-like (mannose-binding) lectin family protein (AT1G78860) that was previously identified among the secretory cell wall *N*-glycosylated proteins in a wall-bound extracellular matrix fraction during citrus pathogen invasion [64] and is described to be associated with cell wall structural changes and signaling upon biological attack. Also overexpressed in WT cells was an unknown protein (At4g30500) linked to the cellulose biosynthetic process and subtilase (AT1G30600), which exhibits serine-type endopeptidase activity that processes the precursor proteins of the cell wall pectin modification enzymes [65]. 

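At4g30500 rose in WT cells in spaceflight by a log2 fold change of 2.77 (SE 0.87), while the subtilase gene At1g30600 had 1.87 (SE 1.00) and did not pass the thresholds (n = 4 plates each). HSFA2 KO cells had 1.05 (SE 1.01) and −0.83 (SE 1.16), neither past the thresholds. The call in F Wt : G Wt was not kept for At4g30500 without each of 10 of the 14 plates and arrays (from 2.52 to 2.96). With quantile normalization, At4g30500 did not pass in F Wt : G Wt (2.86).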

Contrary to WT cells, the HSFA2 KO cells mostly downregulated the expression of multiple cell wall remodeling genes previously reported to be enhanced in spaceflight [14]. In spaceflight, cells in which *HsfA2* was knocked out had diminished expression of cell wall loosening and cell wall elongation genes such as GASA1 (AT1G75750), endoxyloglucan transferase XTH4 (AT2G06850), EXPL1 (AT3G45970), and EXO (AT4G08950), relative to the ground control. These cells also decreased the expression level of genes associated with cell wall composition such as PMR6 (AT3G54920), which was shown to alter the composition of plant cell wall in resistance to powdery mildew pathogen, and Glycosyl hydrolase (AT5G13980), a gene shown to degrade cell wall polysaccharides [66,67]. 

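EXLA1 (At3g45970, EXPL1 in the paper), an expansin-like gene, fell in HSFA2 KO cells in spaceflight to a log2 fold change of −1.34 (SE 0.31) (n = 3 arrays each). XTH4 (At2g06850) had −2.40 (SE 0.86), GASA1 (At1g75750) −1.28 (SE 0.42) and EXO (At4g08950) −1.00 (SE 0.39), none of which passed the thresholds. GASA1 passed with quantile normalization (−1.35). In WT cells XTH4 had −0.83 (SE 0.75) and GASA1 −0.12 (SE 0.37).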

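The glycosyl hydrolase gene At5g13980 fell in HSFA2 KO cells in spaceflight to a log2 fold change of −1.44 (SE 0.39), and PMR6 (At3g54920), a pectate lyase-like gene, had −1.37 (SE 0.50) and did not pass the thresholds (n = 3 arrays each). In WT cells they had −0.24 (SE 0.34) and −0.62 (SE 0.43). Leaving out single plates or arrays ended the call in F Hsf : G Hsf for At5g13980 without F Hsf plate B4 or G Hsf array B3 (from −1.30 to −1.12).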

Cell wall remodeling genes associated with developmental processes and genes related to the morphogenesis of anatomical structures also showed diminished expression in the HSFA2 KO cells in spaceflight relative to its ground counterparts (see Section 2.2.2, Figure S4 drawing on the Left in the Supplementary Material). For instance, genes involved in cell elongation due to cell wall expansion such as GASA1 (At1g75750), EXLA1 (expansin-like A1, At3g45970), and GRH1 (At4g03190), a GRAS family transcription factor SCR (SCARECROW, At3g54220), which functions in asymmetric cell division, and auxin efflux carrier PIN1 (At1g73590), which is involved in the regulation of cell size, were all downregulated in the HSFA2 KO cells that had physiologically adapted to spaceflight (see Table A1, Figure S3 in the Supplementary Material) [68,69]. Additionally, 3 genes related to pollen development: 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein (At3g63290), ZWI ZWICHEL (At5g65930), and ATACA9, which auto inhibits Ca(2+)-ATPase 9 (At3g21180) [70,71,72], all had diminished expression in the HSFA2 KO cells adapted to the spaceflight environment. 

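The auxin F-box gene GRH1 (At4g03190) had a log2 fold change of −1.04 (SE 0.39) in HSFA2 KO cells in spaceflight against ground and SCR (At3g54220), a regulator of asymmetric cell division, −1.73 (SE 0.70), and neither passed the thresholds (n = 3 arrays each). In WT cells GRH1 had −0.13 (SE 0.33) and SCR −0.09 (SE 0.61).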

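ZWI (At5g65930), a kinesin, fell in HSFA2 KO cells in spaceflight to a log2 fold change of −3.04 (SE 0.61) and was lower than in WT cells in spaceflight with −2.01 (SE 0.57), and its interaction of −2.49 (SE 0.81) passed the thresholds. The oxygenase gene At3g63290 had −3.24 (SE 1.17) and −2.78 (SE 1.09), which did not pass (n = 3 arrays or 4 plates per group). In WT cells ZWI had −0.55 (SE 0.53) and At3g63290 0.22 (SE 1.01). With 1 plate or array fewer, the call in F Hsf : F Wt was lost for ZWI without F Wt plate B2 or F Hsf plate B3-2 or B5 (from −1.92 to −1.51). Lost calls in the interaction were those of ZWI without each of 10 of the 14 plates and arrays (from −2.58 to −1.99). Taken as log2(signal + 32), values in F Hsf : F Wt did not pass for ZWI (−0.96). Log2(signal + 32) ended the call in the interaction for ZWI (−1.28).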

An essential conclusion drawn from examining the differentially expressed genes in the vertical dimension was that these genes were not differentially expressed between the two genotypes in the horizontal comparison of the ground adapted states. Therefore, the way both cell genotypes modulated the expression of cell wall genes during the physiological adaptation (vertical comparison) inevitably led to substantial differences in the distinct gene expression profiles of the WT and HSFA2 KO spaceflight-adapted cells (horizontal comparison) (Section 2.3.2). Summarizing, the HSFA2 KO cells in spaceflight exhibited the diminished cell wall remodeling processes leading presumably to cell wall thinning compared to the ground HSFA2 KO cells, therefore supporting the potential specific HSFA2 roles in the cell wall reorganization in achieving the spaceflight-adapted state.

Another specific role for HSFA2 in spaceflight adaptation is associated with the plasma membrane. Several genes associated with processes on the plasma membrane were differentially expressed in HSFA2 KO relative to WT cells in spaceflight (horizontal comparison) (see Section 2.3.2, Table A2, Figure S3 in the Supplementary Material). Examples include the overexpression of membrane kinase receptors such as: Leucine-rich repeat domain protein kinase family proteins, LRKs (At5g65240, At5g25930), STRUBBELIG-receptor family 5 (At1g78980), and BIR1 BAK1-interacting receptor-like kinase (At5g48380) [73]. 

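BIR1 (At5g48380), a receptor-like kinase, was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 1.08 (SE 0.26) and the kinase gene At5g25930 by 1.07 (SE 0.31) (n = 3 arrays and 4 plates). At5g65240 had 1.55 (SE 0.55) and SRF5 (At1g78980) 1.09 (SE 0.89), and neither passed the thresholds. On the ground At5g25930 was higher by 1.07 (SE 0.31), and BIR1 had 0.50 (SE 0.26). Not every choice of plates and arrays kept the call in F Hsf : F Wt: it was lost for BIR1 without F Hsf plate B5 (0.89), and At5g25930 without F Wt plate A2 or B1 or F Hsf plate B4 or B5 (from 0.89 to 1.11). Among calls in G Hsf : G Wt, those lost were of At5g25930 without G Wt plate A1 or B1 or B2 or G Hsf array B3-2 or B5-2 (from 0.81 to 1.06). In F Hsf : F Wt, At5g25930 did not pass after quantile normalization (0.94). With quantile normalization, At5g25930 did not pass in G Hsf : G Wt (0.91). The call in F Hsf : F Wt ended with log2(signal + 32) for At5g25930 (0.94). Taken as log2(signal + 32), values in G Hsf : G Wt did not pass for At5g25930 (0.94).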

Membrane receptors such as these are essential for myriad processes, including sensing chemical and physical stimuli from the environment. The abundance of the receptor proteins’ presence at the membrane translates to cell’s sensitivity to the extracellular compounds binding to these receptors and it is possible that HSFA2 KO cells modulated their responsiveness by increasing the receptors expression. It is also possible that in the absence of the HSFA2, the signal transduction from the membrane receptors is altered. The directional link between the expression of the LRR-RLK genes, enhanced expression of *HsfA2*, and many *Hsf* and *Hsp* genes and response to the exogenously administered arsenic was found in *Arabidopsis* roots, suggesting that HSFA2 may have a function in the response to toxic metals in the growth medium [74]. 

The HSFA2 KO cells in spaceflight seemed to also differ from the spaceflight WT cells (horizontal comparison) in starch biosynthesis (see Section 2.3.2). Genes central to starch biosynthesis and carbohydrate metabolism, such as phosphoglycerate/bisphosphoglyce PGM (At1g78050), isoamylase 1(At2g39930), and NDHN oxidoreductase (AT5G58260), were substantially underexpressed in the HSFA2 KO cells in spaceflight relative to WT. 

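PGM (At1g78050), a phosphoglycerate mutase, was lower in HSFA2 KO cells in spaceflight with a log2 fold change of −1.99 (SE 0.40) and the isoamylase ISA1 (At2g39930) with −1.58 (SE 0.44) (n = 3 arrays and 4 plates). NdhN (At5g58260) had −1.70 (SE 0.90) and did not pass the thresholds. PGM and ISA1 also fell in F Hsf : G Hsf, to −1.70 (SE 0.42) and −1.54 (SE 0.47). In F Hsf : F Wt, the call was lost for ISA1 without F Hsf plate B4 (−0.88). Calls in F Hsf : G Hsf were lost for PGM without F Hsf plate B4 (−1.33), and ISA1 without F Hsf plate B4 or G Hsf array B3 or B3-2 or B5-2 (from −1.65 to −0.84). Quantile normalization ended the call in F Hsf : G Hsf of ISA1 (−1.51).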

The reports on starch content in plants in microgravity vary with the experiment and plant species [75,76,77], but it is possible that HSFA2 plays a role in the carbohydrate metabolism and energy reserve metabolic processes in microgravity that contributes to the diverse response of plants to spaceflight.

### 3.2. HSFA2 is Much More Than a Heat Shock Factor—Things Learned from Space

Although HSFA2 is part of the Heat Shock Factor network, the molecular phenotype of the HSFA2 KO in response to spaceflight shows that the gene plays an essential role in physiological adaptation that is well beyond simple thermal metabolism. Aspects of that role are revealed by examination of the gene expression differences on the ground between HSFA2 KO and WT.

Disabling the expression of *HsfA2* caused a change in the expression of 349 genes in the ground environment. Therefore, cells that did not express *HsfA2* lacked not only one gene, but 349, as they were launched into orbit, and they all potentially contributed to the cells’ metabolic state both in the control and in the spaceflight microgravity environment. This 349-gene difference highlights the importance of recognizing the cells’ ground adapted state while looking for the differences in the tested environment which, in this study, is the environment of spaceflight. Nearly two-thirds of the genes differentially expressed between the HSFA2 KO and WT ground cells showed diminished expression in knockout cells, which could be explained by the transcription factor function of the HSFA2 (see Figure S2 in the Supplementary Material). 

The most prominent class of genes underexpressed in HSFA2 KO cells on the ground as compared to the WT is associated with protein folding (Table A2; Figure S4 drawing on the Right in the Supplementary Material). These genes included the chaperone, co-chaperone, and no-chaperone coding genes that were reported among the critical protein folding genes in *Arabidopsis* [40]. Such diminished expression of some chaperone genes was in accordance with the microarray dataset obtained from the *A. thaliana* HSFA2 KO plants (Array Express accession number E-GEOD-4760) [78]. Additionally, plants overexpressing *HsfA2* had elevated expression level of many chaperones in non-stressed conditions [79]. For instance, transgenic *Arabidopsis* plants overexpressing *HsfA2* gene overexpressed many *Hsp* genes, including 18 genes associated with cell rescue and virulence related genes in normal conditions [45]. The overexpression of *HsfA2* increased the plant’s tolerance to combined environmental stresses, while plants with knocked out *HsfA2* gene had reduced basal and acquired thermotolerance and oxidative stress tolerance [46]. These observations suggest that HSFA2 regulates the housekeeping expression of the protein folding genes not solely in response to stress.

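PDIL1-2 (At1g77510), a protein disulfide isomerase, was higher in HSFA2 KO cells on the ground by a log2 fold change of 2.30 (SE 0.34) and UNE5 (At2g47470) by 1.08 (SE 0.32), while ERO1 (At1g72280), an oxidoreductase of the endoplasmic reticulum, had 2.50 (SE 0.95) and did not pass the thresholds (n = 3 arrays and 4 plates). In spaceflight PDIL1-2 was higher by 1.42 (SE 0.34) and UNE5 by 1.01 (SE 0.32), and ERO1 had 1.08 (SE 0.95). The call in G Hsf : G Wt was not kept for UNE5 without G Wt plate A1 or A2 or B2 or G Hsf array B3 or B3-2 (from 0.96 to 1.08). Leaving out single plates or arrays ended the call in F Hsf : F Wt for UNE5 without each of 9 of the 14 plates and arrays (from 0.81 to 1.07). In F Hsf : F Wt, UNE5 did not pass after quantile normalization (0.98). Log2(signal + 32) ended the call in F Hsf : F Wt for UNE5 (0.97).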

The severe underexpression of protein folding genes in the HSFA2 KO cells on the ground that compromised the efficiency of the folding machinery was further manifested by the overexpression of the ER stress genes, notably 3 critical genes of the UPR involved in oxidative protein folding PDIs/ERO1 (alias ATPDIL1-2 (At1g77510), ATPDIL2-1 UNE5 (At2g47470) and AERO1 (At1g72280)). It seems that the *HsfA2* mutation compromised the basic maintenance of the protein folding processes that altered the ER homeostasis and that led to ER stress. As the ER stress is a hallmark of the environmental stress response, it can further explain why the HSFA2 KO cells on the ground showed enhanced expression of abiotic stress response genes, particularly genes involved in response to drought, extreme temperature, and high salinity. The genes dehydrin (AT1G54410), a hydrophobic protein RCI2A (AT3G0588), and DREB2B (AT3G11020) were all upregulated in HSFA2 KO cells in the control, ground environment [80,81,82]. 

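RCI2A (At3g05880), a small hydrophobic protein, was higher in HSFA2 KO cells on the ground by a log2 fold change of 1.25 (SE 0.37) and DREB2B (At3g11020), a drought-responsive transcription factor, by 1.21 (SE 0.35). The dehydrin gene At1g54410 had 0.86 (SE 0.36) and did not pass the thresholds (n = 3 arrays and 4 plates). Single plates or arrays carried the call in G Hsf : G Wt, which was lost for RCI2A without each of 6 of the 14 plates and arrays (from 1.09 to 1.35), and DREB2B without G Wt plate A1 or A2 or G Hsf array B3-2 or B5-2 (from 0.97 to 1.17).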

In analyzing the differentially expressed ER stress genes, it seems that if a cell experiences ER stress due to an inefficiency of the protein folding machinery resulting from its genetic background, and not the environment, the cells still send a stress-response signal cascade as they would in response to damaging exogenous or environmental stimuli and activates the stress response. Therefore, the cells actively engaging in the stress response were sent to the ISS, which could explain the hypersensitive features of the HSFA2 KO cells in the spaceflight-adapted state.

HSFA2 KO underexpressed genes related to oxidative stress tolerance in the ground environment (see Table A2, Figure S4 drawing on the Right in the Supplementary Material). A strong link between HSFA2 and the oxidative stress response and tolerance is well established [83,84,85]. For instance, the gene At5g61640 coding PMSR1, a ubiquitous enzyme that repairs oxidatively damaged proteins, was underexpressed in the HSFA2 KO cells on the ground, suggesting compromised tolerance to stress at minimum oxidative stress. 

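PMSR1 (At5g61640) was lower in HSFA2 KO cells on the ground, 385 ± 124 (SD, n = 3) against 1020 ± 117 (SD, n = 4) in WT cells, a log2 fold change of −1.45 (SE 0.35). In spaceflight it was lower with −1.26 (SE 0.35), and no HSFA2 KO array overlapped a WT plate in either environment (exact permutation test, p = 0.0286 on the ground, with B3 and B3-2 as separate replicates). With 1 plate or array fewer, the call in F Hsf : F Wt was lost for PMSR1 without F Wt plate B1 or B2 or F Hsf plate B3-2 or B5 (from −1.27 to −1.07).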

Fundamental metabolic processes can also be impacted by the environment; carbohydrate metabolism and cell wall remodeling are good examples of where HSFA2 plays a role these types of responses. Genes that are involved in the response to sucrose were also expressed at a lower level in HSFA2 KO cells in the ground-adapted state compared to WT. For instance, the Cold acclimation protein WCOR413 family (AT4G37220) gene, a canonical, highly sensitive sugar-repressed gene [86] was downregulated in HSFA2 KO cells on the ground. 

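At4g37220 was lower in HSFA2 KO cells on the ground, 234 ± 27.3 (SD, n = 3) against 1068 ± 429 (SD, n = 4) in WT cells, a log2 fold change of −2.11 (SE 0.45) (exact permutation test, p = 0.0286, with G Hsf arrays B3 and B3-2 as separate replicates). In spaceflight it had −0.27 (SE 0.45) and did not pass the thresholds.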

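BCE2 (At3g06850), a subunit of the branched-chain ketoacid dehydrogenase, was lower in HSFA2 KO cells on the ground with a log2 fold change of −1.24 (SE 0.34) and MCCB (At4g34030), of leucine breakdown, with −1.50 (SE 0.37) (n = 3 arrays and 4 plates). Of the 22 genes in the list of sugar starvation and branched-chain amino acid degradation, 17 were lower, 4 passed the thresholds, all lower (6 when adjusted over the list alone), and the median was −0.66. The list was written with the paper's supplement already seen, so its test is not independent evidence. The adjusted p of the list was 8.05e-06 from camera of limma with a preset correlation and 0.572 with an estimated correlation, and the preset call was kept with any 1 plate or HSFA2 KO array left out, although the median was −0.33 without G Hsf array B3. Without both G Hsf B3 arrays, chosen after seeing the data, the adjusted p was 0.0390 and the median −0.47 (range of the adjusted p over the other settings 1.72e-07 to 0.0390). In spaceflight the list had a median of −0.02 between the genotypes (11 of 22 lower, adjusted p = 0.921). Lost calls in G Hsf : G Wt were those of BCE2 without G Wt plate A2 or B2 or G Hsf array B3 or B5-2 (from −1.26 to −1.00).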

In accordance, DIN3 DARK INDUCIBLE 3 (AT3G06850) and MCCB 3-methylcrotonyl-CoA carboxylase (AT4G34030), both mitochondrial proteins involved in valine, leucine, and isoleucine degradation during sugar starvation [87,88] were also down-regulated. Glucose level may influence protein folding, as high glucose stimulates de novo protein synthesis, making it possible that diminished gene expression of sugar-responsive genes is part of the UPR’s strategy to minimize the level of de novo protein translation and to prevent further overload of the ER folding [89]. This connection further reinforces the link between diminished carbohydrate metabolic processes and adaptation to the spaceflight environment as observed in the HSFA2 KO cells in spaceflight. 

Cell wall remodeling is influenced by a variety of developmental and environmental cues, and it is well established that there are multiple strategies to achieve an operational goal. The extent to which HSFA2 contributes to the regulation of these strategies was revealed by comparing the expression of cell wall related genes in the HSFA2 KO to WT. It has been demonstrated in many studies that plants in space utilize genes involved in the response to pathogen attack, despite the absence of any pathogens [20]. This misconceived pathogen response could be a result of reduced gravity loading causing a distortion on the cell wall, threatening cell wall integrity similar to the physical damage that the cell wall sustains under pathogen wounding or herbivore attack. Both the WT cells and the HSFA2 KO cells differentially express cell wall-associated genes typical of pathogen attach, but not the same genes. For instance, while WT cells engaged PEN2 (AT2G44490), which triggers callose deposition in the cell wall and glucosinolate activation [90], along with two other genes (At3g43250, AT5G38980) reported to function in wounding and in defense response, the HSFA2 KO cells engaged the Disease resistance protein CC-NBS-LRR class gene (AT1G59124) [91] and NTA Seven transmembrane MLO family protein gene (AT2G17430) [92] instead. All of these genes are involved in mounting a defense in response to pathogen attack, but the gene out of this general class that is utilized depends very much on whether the genome contains an active *HsfA2* gene.

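Between spaceflight and ground in WT cells, PEN2 (At2g44490) had a log2 fold change of 0.85 (SE 0.60), At3g43250 0.56 (SE 1.14) and At5g38980 2.09 (SE 1.38) (n = 4 plates each). In HSFA2 KO cells At1g59124 had 2.25 (SE 0.86) and MLO7 (At2g17430) 1.68 (SE 0.59) (n = 3 each). None of these values passed the study's thresholds with limma, and in HSFA2 KO cells the arrays of both genes did not overlap (exact permutation test, p = 0.10).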

Thus, the differences in the cells’ physiological state on the ground dictate the requirement for molecular changes in order to adapt to the spaceflight environment. There was only one gene, At2g03760, coding brassinosteroid sulfotransferase 12 (SOT12), engaged in the same way in both genotypes during the physiological adaptation to spaceflight. The enhanced expression of SOT12 was correlated with actively growing cell cultures and in response to salt, osmotic stress, hormone treatments, but also in the defense response to a bacterial pathogen attack [93]. However, the physiological adaptation of the WT cells and HSFA2 KO cells shared 2 other genes, the U12-type spliceosome (At3g10400), and the Cystatin/monellin protein of unknown function (At4g03570); yet they showed an opposite change in their relative expression (see Figure 5A, Section 2.4.1). The U12 introns, although rare, are indispensable for normal growth and development of plants [94]. The U12 intron splicing is part of the non-sense-mediated mRNA decay (NMD), which is important for destroying transcripts with premature stop codons [95]. Interestingly, the *HsfA2* transcript in its alternative form *HsfA2*-II is degraded via the NMD pathway [96]. Both genes showed diminished expression in the HSFA2 KO spaceflight cells relative to their ground counterparts, while in the WT cells, the expression was enhanced in the respective comparison. However, both genes were overexpressed in the ground in HSFA2 KO cells compared to WT ground cells. As a result of the expression adjustments that occurred in the spaceflight cells, both genotypes achieved the matching expression level in the spaceflight-adapted state. This solitary example of the two genes underlines the importance of the ground-adapted state gene expression status that mandates requirements for the gene expression changes during the physiological adaptation to the novel spaceflight environment.

### 3.3. Role of HSFA2 in Spaceflight Adaptive Processes

Comparing the gene expression profiles among space-adapted genotypes allowed the identification of the genes *Required* to be expressed at certain levels in order for a plant cell to adapt to spaceflight. There were genes uniquely involved in the physiological adaptation of WT cells but not in HSFA2 KO cells, as they were already expressed at a spaceflight-adapted level in HSFA2 KO on the ground (see Figure 5C, Section 2.4.1). Thus, the WT cells needed to alter the expression level of these genes from their terrestrially observed level to express them at a level required for spaceflight survival, while the HSFA2 KO cells arrived at the ISS with these genes already expressed at the required level. For instance, the PDIL1-2 (AT1G77510) gene involved in the UPR and CUL2 (At1g02980), a ubiquitin E3 ligase of the Skp1-Cullin-F-box (SCF) class, was expressed in HSFA2 KO cells on the ground at the level required for the spaceflight-adapted state (see Table A3) [97]. 

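PDIL1-2 (At1g77510) rose in WT cells in spaceflight by a log2 fold change of 1.27 (SE 0.32) and had 0.39 (SE 0.37) in HSFA2 KO cells. CUL2 (At1g02980) had 1.18 (SE 1.14) in WT cells and 2.34 (SE 1.23) in G Hsf : G Wt, neither past the thresholds (n = 3 arrays or 4 plates per group). PDIL1-2 also passed in F Hsf : F Wt, which places it outside the 33 required genes.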

The cullin protein is a part of a complex that mediates the ubiquitination and subsequent proteolytic turnover of proteins in a highly specific manner [98]. As mentioned above, with a change of the environment, de novo protein synthesis likely intensifies, increasing the chance for aberrant accumulation of unfolded proteins; thus, some elements of protein metabolism in the ER are indispensable to ensure proper ER homeostasis when the WT cells are exposed to a different environment. As already discussed, the HSFA2 KO cells had the UPR activated in a ground-adapted state due to inefficiency in the protein folding and, therefore, were already equipped with the correcting mechanisms when the environmental change occurred. 

Some other required genes were related to cell wall remodeling. For instance, a subtilase-like protein (At1g30600), with cell-wall glycoside hydrolase activity, that participates in the processing and/or turnover of cell wall proteins, was upregulated in the WT cells in the physiological adaptation to spaceflight, but this upregulation was not observed in HSFA2 KO cells, and the WT expression level in the spaceflight adaptive state matched that of the HSFA2 KO cells [64]. 

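At1g30600 had a log2 fold change of 2.47 (SE 1.08) in G Hsf : G Wt and −0.23 (SE 1.08) in F Hsf : F Wt (n = 3 arrays and 4 plates). PEN2 (At2g44490) had 1.37 (SE 0.64) and 0.32 (SE 0.64), and none of these values passed the thresholds.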

Cell wall protein degradation is likely to accompany any changes to the cell wall proteome related to cell wall remodeling; therefore, the expression of genes involved in proteolysis had to be at a specific level in spaceflight irrespective of the cell’s genetic background. Another required gene for spaceflight adaptation was the penetration 2 (PEN2) alias beta-glucosidase 26 (At2g44490) gene, which encodes glycosyl hydrolase. PEN2 was already mentioned as a component of the WT physiological adaptation and recruited for broad-spectrum antifungal defense responses by callose deposition in the cell wall [99]. The defense response was a biological process shared by WT and HSFA2 KO cells by the genes of the physiological adaptation to spaceflight. Identifying the defense response genes among the set of required genes supports the importance of this process in order for a cell to adapt to spaceflight.

Using the HSFA2 KO cells allowed identification of genes with expression Corrected to the wild type levels in order for cells to adapt to spaceflight. These genes were uniquely involved in HSFA2 KO physiological adaptation to spaceflight and did not have to be engaged in WT cells, as their expression was affected by the absence of a functional *HsfA2* gene in the ground-adapted state. Thus, the WT cells did not have to make any adjustments to their expression in spaceflight; only HSFA2 KO cells had to bring the expression to a certain level and thus *correct* the expression level of these genes to achieve the spaceflight-adapted state (see Figure 5D, Section 2.4.1). These corrected genes in the knockout cells define a new part of the overall landscape of essential genes to achieve a spaceflight-adapted state that would have been overlooked if only WT cells were used. Genes of the defense response, biotic and mechanical stimuli, and cell wall remodeling were already identified in plant wild type cells in spaceflight (see Section 3.2) [14,100,101], yet the utilization of HSFA2 KO cells provided additional insight into the repertoire of genes significant to these responses. The MLO7 Seven transmembrane MLO family protein (At2g17430), FBS1 F-box stress induced 1 (At1g61340), ILL6 IAA-leucine resistant (ILR)-like gene 6 (At1g44350), and AtPP2-A13 PP2-A13 phloem protein 2-A13 (At3g61060) are a few examples of individual genes which respond to wounding, mechanical stress, or external stimuli that had their expression level increased in HSFA2 KO physiological adaptation to match the WT spaceflight levels (see Table A3) [102,103,104]. Also, strictly cell wall modification genes, including PME1 pectin methylesterase 1 (At1g53840), NAD(P)-binding Rossmann-fold superfamily protein (At2g02400) that functions in lignin biosynthetic process ENODL17, and early nodulin-like protein 17 (At5g15350) associated with cell wall pectin metabolic process had their expression levels elevated in spaceflight from the level on the ground, so that it matched the WT levels in spaceflight (see Table A3).

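FBS1 (At1g61340), a stress-induced F-box gene, was lower in HSFA2 KO cells on the ground with a log2 fold change of −1.94 (SE 0.40), PP2-A13 (At3g61060) with −2.08 (SE 0.51) and ILL6 (At1g44350) with −1.74 (SE 0.51), while MLO7 (At2g17430) had −1.28 (SE 0.56) and did not pass the thresholds (n = 3 arrays and 4 plates). In F Hsf : G Hsf ILL6 rose by 1.72 (SE 0.54), and PP2-A13 had 1.25 (SE 0.55) and FBS1 0.88 (SE 0.42), which did not pass. Not every choice of plates and arrays kept the call in G Hsf : G Wt: it was lost for PP2-A13 without G Hsf array B3 (−1.75), and ILL6 without G Wt plate A2 or B2 or G Hsf array B3 (from −1.74 to −0.93). Among calls in F Hsf : G Hsf, those lost were of ILL6 without each of 12 of the 14 plates and arrays (from 0.91 to 1.90).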

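PME1 (At1g53840), a pectin methylesterase, was lower in HSFA2 KO cells on the ground with a log2 fold change of −1.20 (SE 0.34) and had 0.93 (SE 0.36) in F Hsf : G Hsf, which did not pass the thresholds. At2g02400 had −1.43 (SE 0.72) and 2.03 (SE 0.77), neither past the thresholds (n = 3 arrays or 4 plates per group). In G Hsf : G Wt, the call was lost for PME1 without G Wt plate B1 or G Hsf array B3 or B5-2 (from −1.21 to −1.07).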

Next, genes that encode transport proteins had their expression adjusted in HSFA2 KO cells to that of WT level, so they became evenly expressed in the spaceflight-adapted state. For instance, the transmembrane transporter genes ATATH9 ABC2 homolog (At2g40090), porin (At1g50400) family protein, and GAMMA-TIP aquaporin (At2g36830) were no longer differentially expressed in the spaceflight-adapted state between HSFA2 KO and WT cells, as their expression was adjusted in the physiological adaptation to spaceflight in HSFA2 KO cells (see Table A3). Similarly, nitrate transporter genes ENTH/ANTH/VHS (At4g40080) superfamily protein, and NRT2.7 (At5g14570) were also differentially expressed in spaceflight to match the WT expression levels of these genes. It is, however, uncertain how the loss of HSFA2 function was able to affect the transport of various moieties across the membrane in the ground environment, yet it seems that these transport processes had attained a particular level of efficiency for adaptation to the spaceflight environment. 

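The aquaporin GAMMA-TIP (At2g36830) rose in HSFA2 KO cells in spaceflight by a log2 fold change of 3.15 (SE 0.85), while ATH9 (At2g40090) had 0.93 (SE 0.30) and the porin gene At1g50400 2.13 (SE 0.72), neither of which passed, although both did with quantile normalization (1.09 and 2.36). On the ground the 3 genes had −2.35 (SE 0.80), −0.76 (SE 0.28) and −1.69 (SE 0.67), none of which passed (n = 3 arrays or 4 plates per group). Calls in F Hsf : G Hsf were lost for GAMMA-TIP without F Hsf plate B4 or G Hsf array B3 or B5-2 (from 2.81 to 3.11).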

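At4g40080 had a log2 fold change of 2.17 (SE 0.85) in F Hsf : G Hsf and −2.37 (SE 0.79) in G Hsf : G Wt, and the nitrate transporter NRT2.7 (At5g14570) had 2.36 (SE 0.92) and −2.36 (SE 0.87) (n = 3 arrays or 4 plates per group). None passed the thresholds, while with quantile normalization both passed in G Hsf : G Wt (−2.53 and −2.62).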

The spaceflight environment elicited an accumulation of several branched-chain amino acid (BCAA) degradation enzymes, the expression levels of which were also corrected from a low level of expression to a higher level of expression in the HSFA2 KO cells when compared to the expression level in WT cells in the spaceflight environment. 

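In HSFA2 KO cells, ALDH6B2 (At2g14170), a methylmalonate semialdehyde dehydrogenase, rose in spaceflight by a log2 fold change of 1.26 (SE 0.35) and BCE2 (At3g06850) by 1.16 (SE 0.37), while MCCB (At4g34030) had 1.16 (SE 0.39) and did not pass the thresholds (n = 3 arrays each, no overlap). On the ground ALDH6B2 was lower than in WT cells with −1.30 (SE 0.33), and in spaceflight the 3 genes had −0.05 (SE 0.33), −0.12 (SE 0.34) and −0.52 (SE 0.37) between the genotypes. The call in F Hsf : G Hsf was not kept for ALDH6B2 without F Hsf plate B4 or G Hsf array B3 or B5-2 (from 0.98 to 1.19), and BCE2 without each of 9 of the 14 plates and arrays (from 0.92 to 1.29). Leaving out single plates or arrays ended the call in G Hsf : G Wt for ALDH6B2 without G Hsf array B5-2 (−1.18).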

The dark inducible 3, DIN3 gene (At3g06850) coding the subunits of the branched-chain α-ketoacid dehydrogenase complex (BCKDC), and two other genes important to small amino acid degradation, MCCB (At4g34030) coding for subunit β of methylcrotonyl-CoA carboxylase participating in BCKDC reactions, and ALDH6B2 (At2g14170) methylmalonate semi-aldehyde dehydrogenase (see Table A3). A large increase in BCAA accumulation can be observed due to environmental stress, such as darkness and carbohydrate starvation [88,105]. It is plausible that in the ground environment, the BCAA catabolism was reduced in the HSFA2 KO cells due to the overall problems with the cellular protein homeostasis, while the spaceflight environment elicited an accumulation of BCAAs, similar to that under abiotic stress, thereby raising the demand for the BCAA degradation enzyme function. Overall, using a knockout line greatly increases the list of genes that are necessary to adapt to and survive in the spaceflight environment and thereby amplifies the information gained from rare spaceflight experimentation opportunities to learn what sort of biological processes are necessary, what genes are involved in those processes, and what factors control the expression of those genes.

### 3.4. Genotypic Adaptation to Spaceflight

There were a few genes involved in the physiological adaptation to spaceflight engaged only in WT cells and not HSFA2 KO cells that resulted in the differential expression in spaceflight-adapted state between the two genotypes (see Figure 5E, Section 2.4.1). It is possible that without HSFA2 function, cells failed to properly regulate these genes’ expression to adapt to spaceflight, and therefore, the expression of these particular genes in the spaceflight adaptation is *dependent* on a functional *HsfA2* gene. For instance, the WT cells increased the expression of ATCSLC12 Cellulose-synthase (At4g07960), suggesting a higher rate of cellulose synthesis and thus cell wall reorganization processes in spaceflight-adapted state (see Table A3) [106]. 

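CSLC12 (At4g07960) had a log2 fold change of 0.67 (SE 0.60) in WT cells, −1.88 (SE 0.69) in HSFA2 KO cells and −1.85 (SE 0.65) in F Hsf : F Wt (n = 3 arrays or 4 plates per group). None passed the thresholds, while F Hsf : F Wt passed with quantile normalization (−2.08).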

Cell wall remodeling processes seemed to differ between the two genotypes, and it is possible that the increase in the cellulose synthesis in spaceflight-adapted cells somehow depends on the function of HSFA2. 

An alternative to the idea that genes engaged only in WT cells in spaceflight are dependent on a functional *HsfA2* gene is that some of the genes engaged only in WT cells and not HSFA2 KO cells were only required in WT cells but not in KO cells. In other words, it was not the inability to engage these genes that excluded them from those expressed in spaceflight, but rather simply that there was no need for them. For instance, a gene coding the membrane receptor SRF5 STRUBBELIG-receptor family 5 (At1g78980) protein was downregulated in the WT physiological adaptation to spaceflight, but not in those of the HSFA2 KO cells which resulted in lower expression level in WT spaceflight-adapted state than in HSFA2 KO cells. 

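SRF5 (At1g78980) had a log2 fold change of −1.28 (SE 0.82) in WT cells and −0.91 (SE 0.95) in HSFA2 KO cells, and neither passed the thresholds (n = 3 arrays or 4 plates per group; exact permutation test in WT cells, p = 0.286).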

The STRUBBELIG (SUB) receptor mediates the signaling pathway of cell morphogenesis, the orientation of plane of cellular division, and cell proliferation [107]. It is unclear why the WT cells would diminish the expression of this membrane receptor in spaceflight, yet either a function of HSFA2 is required, or an aspect of HSFA2 KO physiology makes expression of SRF5 superfluous in the spaceflight environment. 

There were a few genes engaged only in HSFA2 KO cells and not WT cells that resulted in the differential expression in spaceflight-adapted state between the two genotypes (see Figure 5F, Section 2.4.1). It is possible that only cells with a disabled *HsfA2* gene were needed to make changes to these genes’ expression. This reflects the HSFA2 KO genotypic adaptation to spaceflight environment and likely represents the genes *Compensated* for the loss of HSFA2 function in that environment. 

Among the compensating genes with enhanced expression was the aforementioned gene of the UPR: PDI-like 2-3 (At2g32920), supporting the importance of the UPR and likely the ERAD, as well as HSFA2 KO, cells in achieving the spaceflight-adapted state (see Table A3). WT cells did not need to adjust expression of these particular genes. The ATGSTU25 glutathione S-transferase TAU 25 (At1g171800) gene was another gene with enhanced expression in HSFA2 KO cells in spaceflight. While genes encoding glutathione S-transferase TAU (e.g., ATGSTU1, ATGSTU3, ATGSTU24) were generally overexpressed in HSFA2 KO cells relative to WT cells in either environment, the HSFA2 KO cells further elevated the expression of the glutathione S-transferase genes in spaceflight to compensate for the loss of HSFA2 function in this environment. Similarly, vesicle-mediated transporter genes were among those consistently differentially expressed in HSFA2 KO relative to WT regardless of the environment, but HSFA2 KO induced additional similar genes during physiological adaptation to spaceflight and showed overexpression of such genes in the spaceflight-adapted state. 

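GSTU25 (At1g17180) was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 2.19 (SE 0.35) and rose in F Hsf : G Hsf by 1.49 (SE 0.37), while on the ground it had 0.96 (SE 0.35) and did not pass the thresholds. Of 28 tau glutathione transferases, 20 were higher in HSFA2 KO cells in spaceflight, 5 passed, all higher (6 when adjusted over the list alone), and the median was 0.57. This list was written with the paper's supplement already seen, and the paper names members of it from these arrays. Its test is therefore not independent evidence. The adjusted p of the list was 5.43e-04 from camera of limma with a preset correlation and 0.378 with an estimated correlation, and the median was 0.93 without F Hsf plate B3-2. On the ground 3 passed (3 adjusted over the list alone, median 0.42, 21 higher, adjusted p = 0.0846). Single plates or arrays carried the call in F Hsf : G Hsf, which was lost for GSTU25 without G Hsf array B5-2 (1.19).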

Examples in this category included the Coatomer, beta’ subunit (At3g15980), Target SNARE coiled-coil domain protein (At1g29060) and Integral membrane Yip1 family protein (At2g36300) genes related to ER to Golgi and intra-Golgi vesicular traffic, suggesting that these processes needed to be compensated for the lack of HSFA2’s function in the spaceflight environment. 

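The Yip1 family gene At2g36300 was higher in HSFA2 KO cells in spaceflight by a log2 fold change of 1.38 (SE 0.29) and had 0.96 (SE 0.31) in F Hsf : G Hsf. At3g15980 had 1.55 (SE 0.56) and At1g29060 1.09 (SE 0.51) in F Hsf : G Hsf, and none of these 3 values passed the thresholds (n = 3 arrays each).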

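ACA9 (At3g21180), a calcium pump, fell in HSFA2 KO cells in spaceflight to a log2 fold change of −2.76 (SE 0.88), rose in WT cells by 2.33 (SE 0.76) and was lower in F Hsf : F Wt with −3.09 (SE 0.82), and its interaction of −5.09 (SE 1.16) passed the thresholds. ACA2 (At4g37640) had −2.23 (SE 0.77) in HSFA2 KO cells, −1.15 (SE 0.67) in WT cells and −0.20 (SE 0.72) in F Hsf : F Wt, none of which passed. Of the 12 calcium pumps measured, ACA9 alone passed in any comparison (in F Hsf : F Wt 1 adjusted over the list alone, list median 0.05, adjusted p = 0.964 from camera of limma). With 1 plate or array fewer, the call in F Hsf : G Hsf was lost for ACA9 without each of 12 of the 14 plates and arrays (from −3.08 to −1.69). Lost calls in F Wt : G Wt were those of ACA9 without each of 11 of the 14 plates and arrays (from 1.99 to 2.59). Not every choice of plates and arrays kept the call in F Hsf : F Wt: it was lost for ACA9 without F Hsf plate B5 (−2.03).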

The HSFA2 KO cells decreased the expression of the two calcium pump Ca(2+)-ATPase genes, ACA9 (At3g21180), and ACA2 (At4g37640) resulting in their underexpression in the spaceflight-adapted state relative to WT cells (see Table A3). Aside from their involvement in calcium homeostasis and calcium second messenger functions, these calcium pumps were also shown to participate in protein processing in the secretory pathway [108]. 

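RMR1 (At5g66160) fell in HSFA2 KO cells in spaceflight to a log2 fold change of −1.57 (SE 0.50) and was lower in F Hsf : F Wt with −1.82 (SE 0.47), while it had 0.16 (SE 0.43) in WT cells (n = 3 arrays or 4 plates per group). Among calls in F Hsf : G Hsf, those lost were of RMR1 without each of 10 of the 14 plates and arrays (from −1.61 to −0.94).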

Interestingly, there was another gene with the same expression profile coding, the RMR1 transmembrane receptor (At5g66160) of the intra-Golgi vesicle-mediated transport. The RMR1 functions as a sorting cargo receptor for protein trafficking [109]. Thus, the HSFA2 KO cell’s strategy for adapting to the spaceflight environment included reducing the protein sorting and trafficking to the destination, possibly to compensate for the basic inefficiency in these processes when the HSFA2 was disabled. 

## 4. Materials and Methods

### 4.1. The CEL Experiment of BRIC17

For details on the CEL experiment of BRIC17, please see [28], and Figure 1, which provides images of the BRIC Hardware and cells used in these analyses. Briefly, the CEL BRIC17 experiment was launched in the Dragon capsule of SpaceX-3 Commercial Resupply Service (CRS) mission to the International Space Station (ISS) on the 1st of March 2013. The cultured cell lines (both the ground control and the spaceflight samples) were grown within 60 mm Petri plates in Petri Dish Fixation Units (PDFUs) that were housed within the Biological Research in Canisters (BRIC) hardware. The PDFU/BRIC system is a passive, air-tight, non-ventilated, non-illuminated culture system. The BRIC system is certainly not an optimal habitat for plant growth, and its limitations have been reviewed [16,110]. However, the BRIC habitat is less inimical to undifferentiated cell cultures than for photosynthetic seedlings. In addition, both spaceflight and ground control cells were each exposed to the limitations of the BRIC hardware. The spaceflight samples were launched to the ISS, while the ground controls were “launched” on a 48-h delay, and then maintained in the ISS Environmental Simulator (ISSES) chamber at Kennedy Space Center (KSC). The 48-h delay facilitated the downlink of ISS environmental data for programming the ISSES chamber. The downlinked data included environmental conditions on the ISS that were duplicated in the ISSES. Cells were fixed within the BRIC canisters on the ISS with RNAlater^TM^ (Ambion) on the 10th day in orbit, and the ground controls were fixed 48 h later. Twenty-four hours after fixation, the entire BRIC was moved to the Minus Eighty-degree Laboratory Freezer for ISS (MELFI) until the spaceflight samples were transported back to Earth, and the ground control samples were transferred to a standard laboratory −80 °C freezer. The total RNA was extracted from the spaceflight samples and the corresponding ground control samples and subjected to microarrays. 

### 4.2. Tissue Culture Cell Lines

*Arabidopsis* callus cultures were established de novo, and each cell line was initiated simultaneously approximately 6 months before launch. Cells derived from hypocotyls were grown and maintained on plates with solid media containing MS salts (4.33 g/L), 3% sucrose (30 g/L), MS vitamins (1 mL of 1000× solution), 2,4-Dichlorophenoxyacetic acid (2,4-D) (0.3 mL/L), 0.5% agar (5 g/L) and kinetin (0.2 mg/L) until dedifferentiated into callus. The callus cells were then transferred to the standard liquid media containing MS salts (4.33 g/L), 3% sucrose (30 g/L), MS vitamins (1 mL of 1000× solution), and 2,4-D (0.5 mL/L) and maintained in a sterile continuous cell suspension culture. Two cell lines, each of Col-0 ecotype, were the subjects of this study: wild type (WT), and a knockout line generated from the *HsfA2* T-DNA insertion (SALK_008978C) (HSFA2 KO). The SALK line was obtained through The Arabidopsis Information Resource (TAIR), (www.arabidopsis.org) [111].

### 4.3. Preparation of BRIC17 CEL Cell Culture Plates

Liquid suspension cells growing in log phase were transferred to solid media two and a half days prior to turning over the payload in preparation for launch. The liquid media was decanted, washed once with fresh liquid media, and then decanted again. A sterile scoop was used to place about 1 g of cells on the surface of a 60 mm Petri plate (Falcon, Becton Dickinson Labware, Franklin Lakes, NJ, USA) containing 6.5 mL nutrient agar media (MS salts (4.33 g/L), 3% sucrose (30 g/L), MS vitamins, 2,4-D 2-(N-morpholino)ethanesulfonic acid (MES) buffer (0.5 g/L), 0.8% agar (8 g/L)). The cells were then dispersed evenly across the surface. All plate manipulations were conducted under sterile conditions in a laminar flow hood to assure sterility of both the interior and exterior of plates. Plates were put into a sterile Nalgene™ BioTransport Carrier (Thermo Scientific, Waltham, MA, USA), each layer of plates separated with a sterile non-skid plastic insert. The BioTransporter was then sealed with gas-permeable tape (3M), wrapped in Steri-Wrap™ autoclave wraps (Fisher, Waltham, MA, USA) and then driven to KSC. The BRIC17 CEL experiment was turned over to payload engineers in the SSPF (Space Station Processing Facility) at KSC 48 h before the scheduled launch time. 

### 4.4. RNA Extractions

Total RNA was extracted using Qiashredder and RNAeasy™ kits from QIAGEN (QIAGEN Sciences, Germantown, MD, USA) according to the manufacturer’s instructions. Residual DNA was removed by performing an on-column digestion using an RNase Free DNase (QIAGEN GmbH, Hilden, Germany). Integrity of the RNA was evaluated using the Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). 

### 4.5. Microarrays

cDNA was synthesized using Ovation Pico WTA System (NuGEN Technologies Inc., Redwood City, CA, USA) and labeled using Encore Biotin Module (NuGEN Technologies Inc.,Redwood City, CA, USA). Amplified and labeled cDNA (5 µg/sample) was fragmented and hybridized with rotation onto Affymetrix GeneChip Arabidopsis ATH1 Genome Arrays for 16 h at 45 °C. Arrays were washed on a Fluidics Station 450 (Affymetrix, Santa Clara, CA, USA) with the Hybridization Wash and Stain Kit (Affymetrix) and the Washing Procedure FS450_0004. Scanning was performed using Affymetrix GeneChip Scanner 3000 7G. For both spaceflight and ground control, 5 plates of WT and 3 plates of HSFA2 KO were analyzed as biological replicates. 

#### 4.5.1. Microarray Data Analysis

Affymetrix^®^ Expression Console™ Software (Version 1.3) was used to generate. CEL files for each RNA hybridization. All analysis was performed in R 3.0.0 [112]. Background adjustment, summarization, and quantile normalization were performed using Limma package [113]. Normalization was made using the Affymetrix MAS 5.0 normalization algorithm [114]. Data quality was assessed using the arrayQualityMetrics package and various QC charts (Density and Intensity plot, NUSE, RLE, and RNA Degradation Plot). Probes that had signals absent in all samples were removed. For each replicate array, each probe-set signal value from spaceflight samples was compared to the probe-set signal value of ground control samples to give gene expression ratios. Differentially expressed genes were identified using the Limma package with a Benjamini and Hochberg false discovery rate multiple testing correction. Genes were considered as differentially expressed with stringent criteria at *P*-value < 0.01, abs Fold Change > 2 (−1< FC log_2_ > +1; labeled as log_2_ Fold Change) unless stated otherwise.

#### 4.5.2. Comparison Groups

The groups outlined in the concept of operations and comparisons were established and abbreviated with a combination of two capital letters and a short version of the cell line name in superscript (see Figure 2A). Letters: G—Ground Control, F—Spaceflight; Superscripts: Wt—WT cells, Hsf—HSFA2 KO cells.

### 4.6. Functional Gene Categorization—Gene Ontology Annotations

Gene function was annotated by associations of controlled vocabularies or keywords to data objects (Gene Ontology, GO). Multiple GO toolkits of this controlled vocabulary system were used to collect annotations of gene function. Various lists of gene names were created, and enrichment GO terms were searched after statistical test from pre-calculated backgrounds. All three aspects of gene products (molecular function, biological process, and subcellular location) described by GO controlled vocabularies were considered. A significance level of 0.05 and five genes as minimum number of mapping entries were implemented for the analysis parameters in the following tools:

- **AgriGO**—An integrated web-based GO analysis toolkit for the agricultural community AgriGO was used [115]. AgriGO query criteria were as follows: Singular Enrichment Analysis (SEA), *Arabidopsis* genemodel (TAIR9) precomputed background, Fisher was selected as the statistical test method of choice with the NOT-adjust multi-test adjustment method; significance level was set at 0.01 or 0.05, minimum number of mapping of entries was set at 5, plant GO slim was selected from other Gene ontology types. For Parametric Analysis of Gene Set Enrichment (PAGE), the selected species was *Arabidopsis thaliana*, NOT-adjust was selected for multi-test adjustment method, significance level was set at 0.1, minimum number of mapping of entries was set at 10, and Plant GO slim was selected from other Gene ontology types.
- **AmiGO**—If needed, the GO database was accessed through the AmiGO query tool.
- **ATTED-II**—The ATTED-II database of coexpressed genes, developed to identify functionally related genes in *Arabidopsis*, was also used [116]. The make gene function table function was implemented to retrieve organized information on gene function (based on TAIR annotation) and subcellular localization (as predicted by TargetP and WOLF PSORT).
- **gProfiler**—A web-based toolset for functional profiling of gene lists was used [117]. *Arabidopsis thaliana* was the selected organism with most of default options except where the Benjamini-Hochberg FDR significance threshold was selected.

## 5. Conclusions

Conclusions from these data concern non-thermal roles for the heat shock factors in the physiological adaptation of plant cells to spaceflight. First, the heat shock transcription factor HSFA2, and likely the whole HSF network, has important roles in the physiological adaptation to spaceflight through regulation of cell wall and plasma membrane signaling, as well as starch biosynthesis. Second, disabling *HsfA2* leads to activation of the endoplasmic reticulum stress response and the unfolded protein stress response and dramatically alters adaptation to spaceflight. Without HSFA2, a much larger change in gene expression is required for spaceflight adaptation. Third, the endoplasmic reticulum and unfolded protein stress responses define the HSFA2 KO cell physiological state regardless of the environment, likely because of the deficiency in the chaperone-mediated protein folding machinery. Fourth, the HSFA2 KO cells helped to unravel the *HsfA2*-dependent genes of the wild type adaptation to spaceflight by identifying a set of genes with a required expression level for a cell to achieve the spaceflight-adapted state, thus suggesting that genetic approaches provide additional insights beyond those revealed by differential gene expression in WT cells.

## Figures and Tables

**Figure 1:**
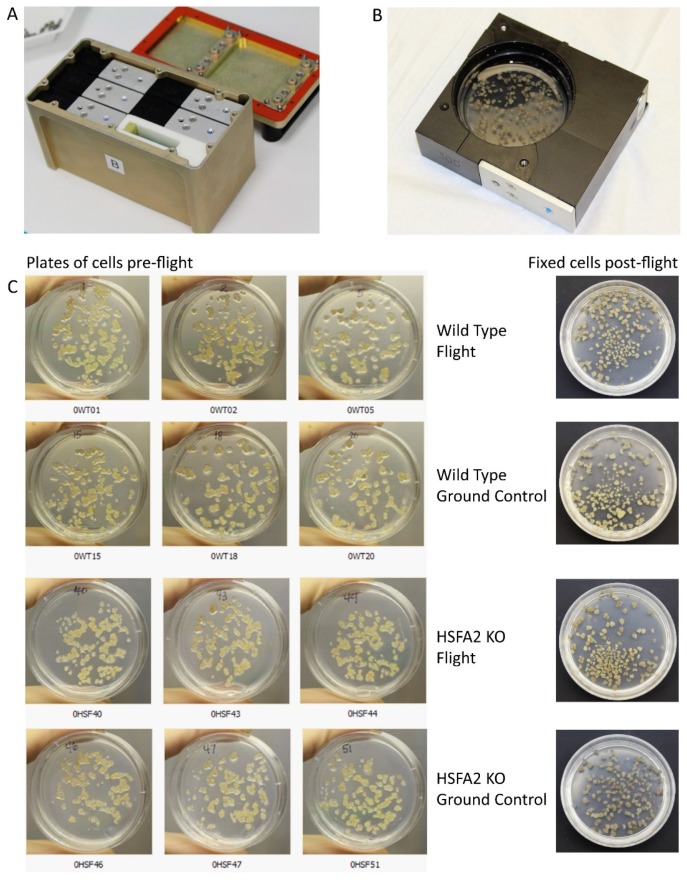
The BRIC hardware and cells flown in the BRIC17 CEL (Cellular Expression Logic) experiment. (**A**) A single BRIC (Biological Research in Canisters) hardware unit, showing five PDFUs (Petri Dish Fixation Unit) and a slot for a HOBO™ data logger; (**B**) A single PDFU containing a Petri dish of *Arabidopsis* callus cells; (**C**) Examples of replicate plates of wild type and HSFA2 KO cells from the spaceflight and ground control prior to loading into the PDFUs, along with representative photos of the fixed cells post-flight.

**Figure 2:**
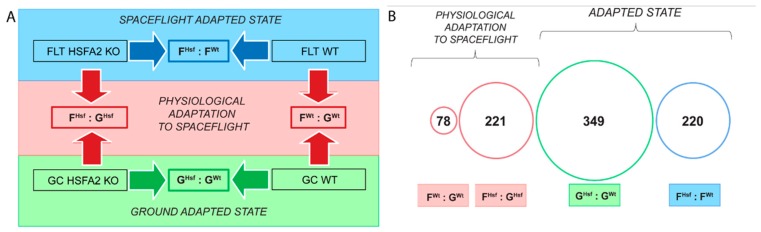
Graphical presentation of the dimensions used in the microarray data analysis and the results of thereof. (**A**) HSFA2 KO and WT mark the gene expression profiles for respective cell samples. Solid arrows represent the direction of comparison of the gene expression profiles. Red box and arrows indicate the first dimension of data analysis—gene expression profiles of spaceflight-adapted state to ground-adapted state for each of the two cell lines, thereby characterizing the physiological adaptation of each genotype to spaceflight. Green box and arrow indicate part of the second dimension of data analysis—a comparison of gene expression profiles between the two genotypes in the ground-adapted state, thereby defining the genes uniquely required by the two genotypes for ground-adapted state. Blue box and arrow indicate part of the second dimension of data analysis—a comparison of gene expression profiles between the two genotypes during spaceflight-adapted state, thereby defining the genes uniquely required by the two genotypes for spaceflight-adapted state; (**B**) A proportional graphical presentation of the significantly differentially expressed genes identified in each comparison group: 78 genes of the physiological adaptation to spaceflight in WT cells obtained from F^Wt^ : G^WT^; 221 genes of the physiological adaptation to spaceflight in HSFA2 KO cells obtained from F^Hsf^ : G^Hsf^; 349 genes of the ground-adapted state between HSFA2 KO and WT cells obtained from G^Hsf^ : G^Wt^ group; 220 genes of the spaceflight-adapted state between HSFA2 KO and WT cells obtained from F^Hsf^ : F^Wt^.

**Figure 3:**
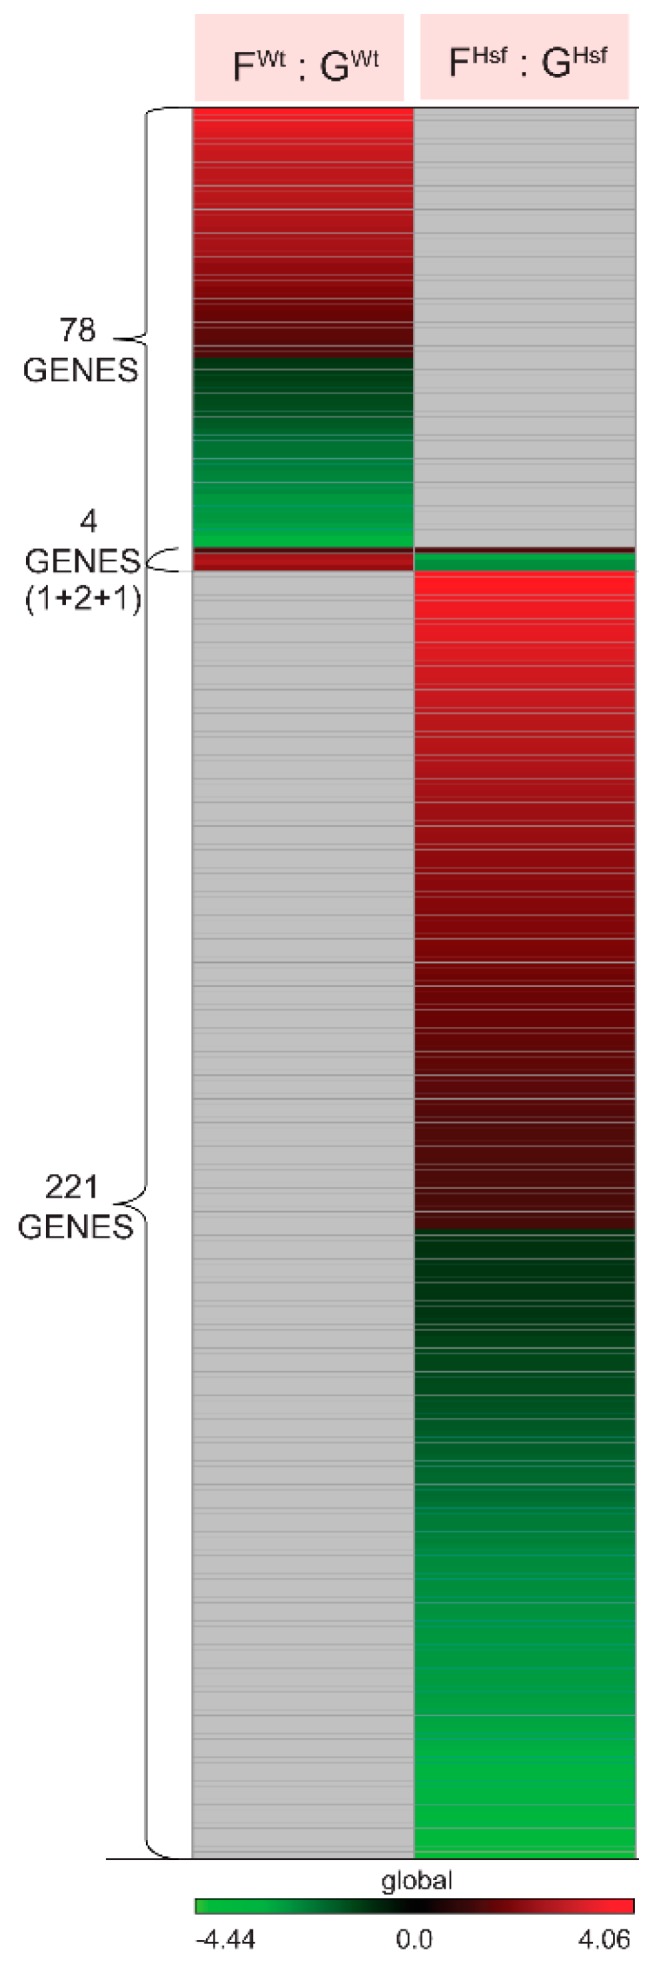
Heat map visualizing the expression of significantly differentially expressed genes: 78 genes of the physiological adaptation to spaceflight in WT cells obtained from the F^Wt^ : G^Wt^ group comparison, and 221 genes of the physiological adaptation to spaceflight in HSFA2 KO cells obtained from the F^Hsf^ : G^Hsf^ group comparison.

**Figure 4:**
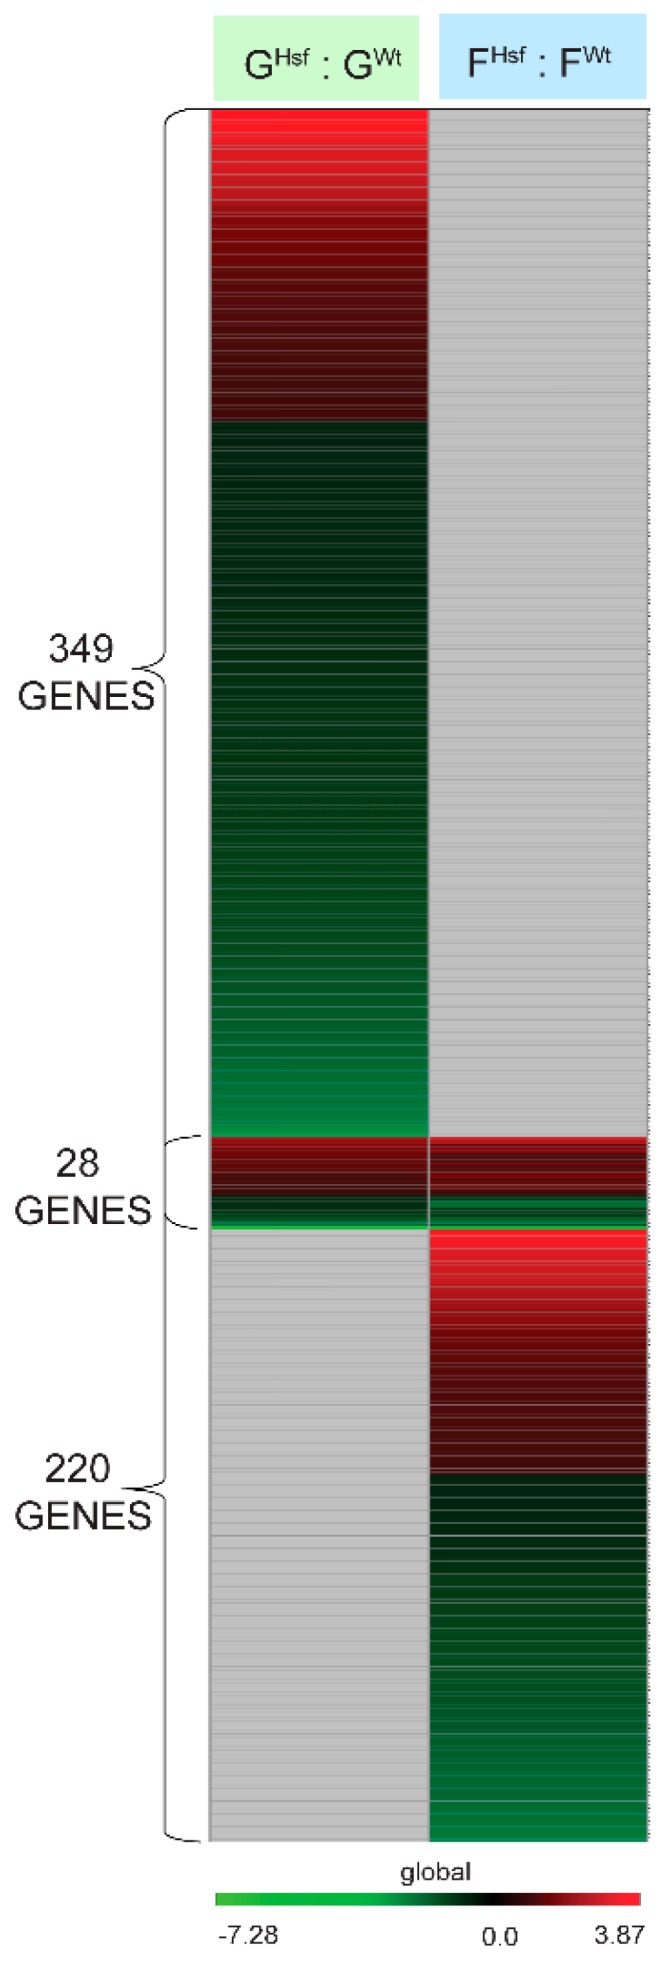
Heat map visualizing the expression of significantly differentially expressed genes: 349 genes of the ground-adapted state between HSFA2 KO and WT cells obtained from G^Hsf^ : G^Wt^ group comparison and 220 genes of the spaceflight-adapted state between HSFA2 KO and WT cells obtained from F^Hsf^ : F^Wt^ group comparison.

**Figure 5:**
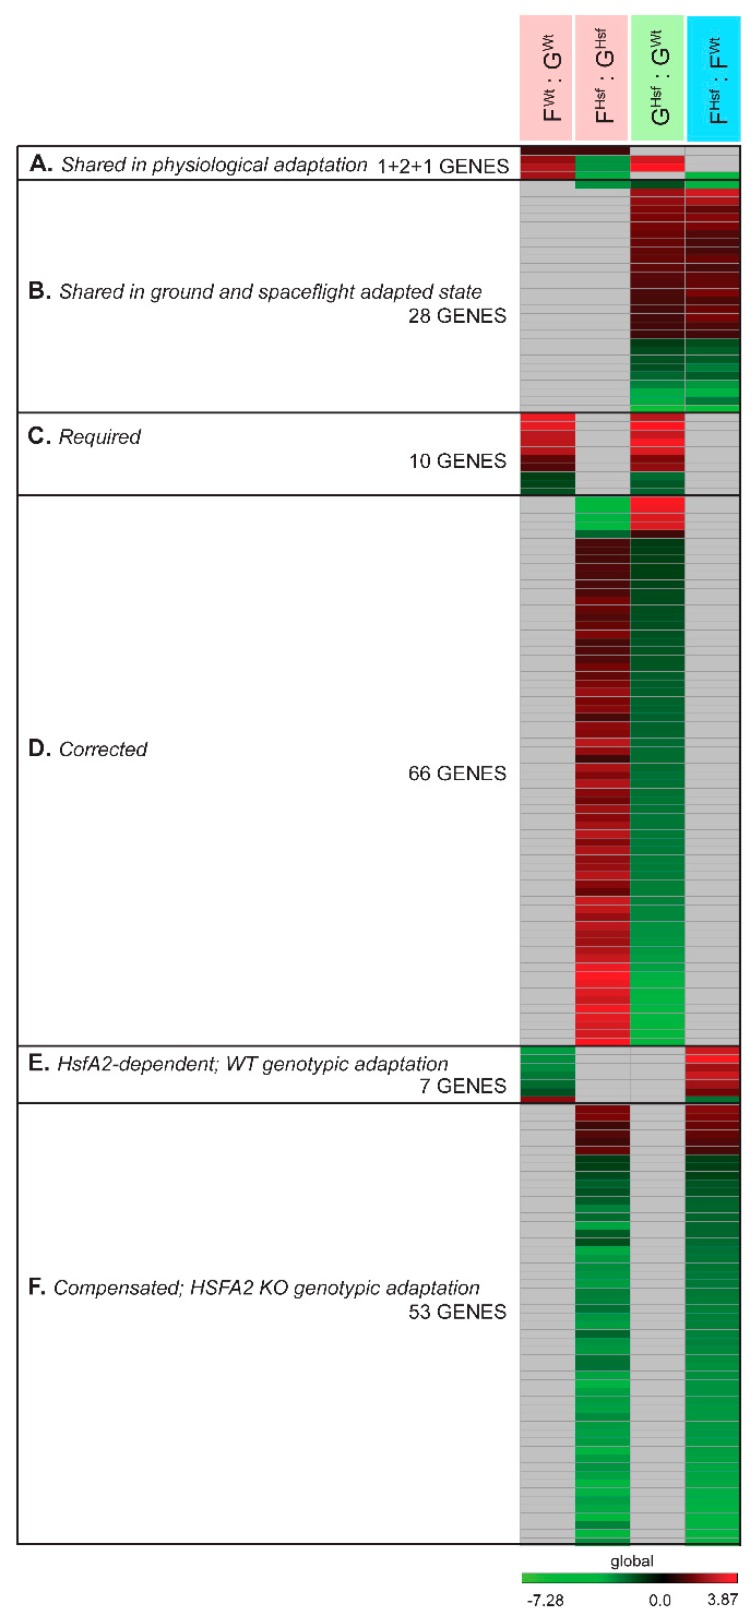
The heat map visualization of the selected significantly differentially expressed genes arranged by a specific expression patterns in the four comparison groups F^Wt^ : G^Wt^, F^Hsf^ : G^Hsf^, G^Hsf^ : G^Wt^, F^Hsf^ : F^Wt^. A through F designate a category for respective expression pattern. (**A**) genes were selected by presence among the physiological adaptation genes: 4 genes shared by the 78 of the physiological adaptation to spaceflight in WT cells obtained from F^Wt^ : G^Wt^ group comparison and 221 genes of the physiological adaptation to spaceflight in HSFA2 KO cells obtained from F^Hsf^ : G^Hsf^ group comparison; (**B**) genes were selected by presence among the ground and spaceflight-adapted state genes: 28 genes that showed the same differential expression pattern in the ground-adapted state between HSFA2 KO and WT cells obtained from G^Hsf^ : G^Wt^ group and in the spaceflight-adapted state between HSFA2 KO and WT cells obtained from F^Hsf^ : F^Wt^; (**C**) genes were selected by presence among the WT physiological adaptation and ground-adapted state genes: 10 genes that showed the same differential expression pattern in the physiological adaptation to spaceflight in WT cells obtained from F^Wt^ : G^Wt^ comparison group and the ground-adapted state between HSFA2 KO and WT cells obtained from G^Hsf^ : G^Wt^ group. These genes were categorized as Required; (**D**) Genes were selected by presence among the HSFA2 KO physiological adaptation and ground-adapted state genes: 66 genes that showed opposite differential expression pattern in the physiological adaptation to spaceflight in HSFA2 KO cells obtained from F^Hsf^ : G^Hsf^ comparison group and the ground-adapted state between HSFA2 KO and WT cells obtained from G^Hsf^ : G^Wt^ group. These genes were categorized as Corrected; (**E**) Genes were selected by presence among the WT physiological adaptation and spaceflight-adapted state genes: 7 genes that showed the opposite differential expression pattern in the physiological adaptation to spaceflight in WT cells obtained from F^Wt^ : G^Wt^ comparison group and the spaceflight-adapted state between HSFA2 KO and WT cells obtained from F^Hsf^ : F^Wt^ group. These genes were categorized as *HsfA2*-dependent. In addition, reflect WT genotypic adaptation; (**F**) genes were selected by presence among the HSFA2 KO physiological adaptation and spaceflight-adapted state genes: 53 genes that showed the same differential expression pattern in the physiological adaptation to spaceflight in HSFA2 KO cells obtained from F^Hsf^ : G^Hsf^ comparison group and the spaceflight-adapted state between HSFA2 KO and WT cells obtained from F^Hsf^ : F^Wt^ group. These genes were categorized as Compensated, and reflect HSFA2 KO genotypic adaptation.

**Figure 6:**
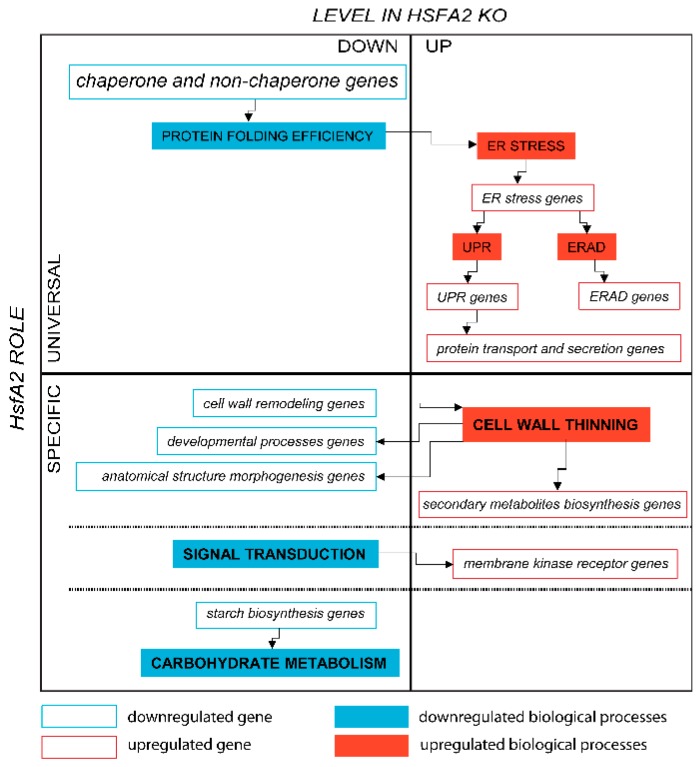
Graphical presentation of the identified processes associated with the universal stress response and specific roles of HSFA2 in spaceflight. The filled shapes represent the biological process; the unfilled shapes represent the genes; red color indicates upregulation/enhancement; blue color represents downregulation/decrease. Text in bold highlights the key specific functions.

## Data Availability

The microarray data are publicly available from GEO under accession number: GSE95388, link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95388. In addition, GeneLab accession number (TBD).

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/20/2/390/s1.

## Appendix A. Gene Expression Tables

**Table A1:** The selected significant GO terms assigned with AgriGO, gProfiler and ATTED-II to 78 genes of the physiological adaptation to spaceflight in WT cells, and 221 genes of the physiological adaptation to spaceflight in HSFA2 KO cells. In some instances, the gene duplicates within ontology were removed and assigned to the most specific available GO term class. Cells highlighted in red indicate upregulation; in green indicate downregulation. Cells marked with “x” indicate no statistically significant differential expression.

ONT	GO Term Name				
	Transcript ID	Gene Symbol	Gene Description	F^Wt^ : G^WT^ FC log_2_	F^Hsf^ : G^Hsf^ FC log_2_
BP	defense response to other organism GO:0098542				
	AT2G03760	ST1	sulphotransferase 12	1.1	1.0
	AT5G38980		unknown	3.3	X
	At3g43250		unknown in wounding	2.6	X
	AT4G02460	PMS1	DNA mismatch repair protein, putative	2.2	
	AT2G44490	PEN2	Glycosyl hydrolase superfamily protein	1.4	X
	AT1G59124		Disease resistance protein (CC-NBS-LRR class)	X	2.4
	AT2G17430	NTA	Seven transmembrane MLO family protein	X	1.9
	AT4G35770	SEN1	Rhodanese/Cell cycle control phosphatase	X	1.8
	AT3G61060	PP2-A13	phloem protein 2-A13	X	1.5
	AT3G09940	MDHAR	monodehydroascorbate reductase	X	1.4
CC	plant-type cell wall GO:0009505				
	AT1G30600		Subtilase family protein	2.5	X
	At4g30500		unknown in cellulose biosynthetic process	2.4	X
	AT2G44490	PEN2	Glycosyl hydrolase superfamily protein	1.4	X
	AT1G78860		curculin-like (mannose-binding) lectin	1.3	X
	AT5G44130	FLA13	FASCICLIN-like arabinogalactan protein 13 precursor	−2.1	X
	AT2G06850	XTH4	xyloglucan endotransglucosylase/hydrolase 4	X	−2.4
	AT5G51550	EXL3	EXORDIUM like 3	X	−2.1
	AT5G13980		Glycosyl hydrolase family 38 protein	X	−1.6
	AT3G45970	EXPL1	expansin-like A1	X	−1.4
	AT1G15390	PDF1A	peptide deformylase 1A	X	−1.4
	AT1G75750	GASA1	GAST1 protein homolog 1	X	−1.4
	AT4G08950	EXO	EXO Exordium, Phosphate-responsive 1 protein	X	−1.1
	AT1G73590	PIN1	Auxin efflux carrier family protein	X	−1.0
BP	regulation of biological process GO:0050789 regulation of metabolic process GO:0019222 regulation of cellular metabolic process GO:0031323				
	AT3G62080		SNF7 family protein	2.6	X
	AT5G48560		basic helix-loop-helix (bHLH) DNA-binding	2.4	X
	AT5G01920	STN8	Protein kinase superfamily protein	2.4	X
	AT2G46225	ABIL1	ABI-1-like 1	2.2	X
	AT5G56270	WRKY2	WRKY DNA-binding protein 2	1.9	X
	AT1G27370	SPL10	squamosa promoter binding protein-like 10	1.7	X
	AT5G62710		Leucine-rich repeat protein kinase family protein	1.4	X
	AT5G05130		DNA/RNA helicase protein	1.1	X
	AT5G07580		Integrase-type DNA-binding superfamily protein	−3.3	X
	AT4G21380	RK3	receptor kinase 3	−2.9	X
	AT2G35530	bZIP16	basic region/leucine zipper transcription factor 16	−2.7	X
	AT1G78980	SRF5	STRUBBELIG-receptor family 5	−2.4	X
	AT1G78080	WIND1	related to AP2 4	−1.2	X
	AT4G36530		alpha/beta-Hydrolases superfamily protein	−1.2	X
CC	endomembrane system GO:0012505 Golgi apparatus GO:0005794				
	At3g18260		Reticulon family protein	3.1	X
	At1g77510	PDIL1-2	PDI-like 1-2 protein disulfide isomerase-like 1-2	1.2	X
	At2g03760	ST1	sulphotransferase 12	1.1	X
	AT5G19070		SNARE associated Golgi protein family	−2.6	X
	At2g22900		Galactosyl transferase GMA12/MNN10	−2.4	X
	At4g36640		Sec14p-like phosphatidylinositol transferprotein	−1.8	X
	At2g32720	CB5-B	cytochrome B5 isoform B	−1.5	X
	AT1G19970		ER lumen protein retaining receptor protein	−1.4	X
	AT2G43240		Nucleotide-sugar transporter family protein	−1.3	X
BP	cellular response to sucrose starvation GO:0043617				
	AT3G06850	DIN3	2-oxoacid dehydrogenases acyltransferases	X	1.2
	AT3G13450	DIN4	branched chain alpha-keto acid dehydrogenase E1 beta	X	1.3
	AT1G21400	E1α	Thiamin diphosphate-binding fold (THDP-binding)	X	1.6
	Valine, leucine and isoleucine degradation GO:0009083				
	AT3G06850	DIN3	2-oxoacid dehydrogenases acyltransferase family protein	X	1.2
	AT3G13450	DIN4	branched chain alpha-keto acid dehydrogenase E1 beta	X	1.3
	AT1G21400	E1α	Thiamin diphosphate-binding fold (THDP-binding)	X	1.6
	AT2G14170	ALDH6B2	aldehyde dehydrogenase 6B2	X	1.2
	At4g34030	MCCB	subunit β of methylcrotonyl-CoA carboxylase (MCCB)	X	1.1
CC	plasma membrane GO:0005886				
	AT5G67130		PLC-like phosphodiesterases superfamily	X	−2.7
	AT3G21180	ATACA9	autoinhibited Ca(2+)-ATPase 9	X	−2.7
	AT5G65440			X	−1.9
	AT5G15350	ENODL17	early nodulin-like protein 17	X	−1.7
	AT5G13980		Glycosyl hydrolase family 38 protein	X	−1.6
	AT3G54920	PMR6	Pectin lyase-like superfamily protein	X	−1.5
	AT1G17620		Late embryogenesis abundant (LEA)	X	−1.2
	AT5G03700		D-mannose binding lectin protein	X	−1.1
	AT1G73590	PIN1	Auxin efflux carrier family protein	X	−1.0
BP	developmental process GO:0032502 anatomical structure morphogenesis GO:0009653				
	AT2G35340	MEE29	helicase domain-containing protein	X	−3.2
	AT3G63290		2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase	X	−3.1
	AT5G65930	ZWI	kinesin-like calmodulin-binding protein (ZWICHEL)	X	−3.0
	AT4G02460	PMS1	DNA mismatch repair protein, putative	X	−2.9
	AT3G47450	RIF1	P-loop containing nucleoside triphosphate hydrolase	X	−2.8
	AT3G21180	ATACA9	autoinhibited Ca^2+^-ATPase 9	X	−2.7
	AT2G06850	XTH4	xyloglucan endotransglucosylase/hydrolase 4	X	−2.4
	AT4G15570	MAA3	P-loop containing nucleoside triphosphate hydrolase	X	−1.8
	AT3G54220	SCR	SCR Scarecrow alias SGR1 Shoot Gravitropism	X	−1.7
	AT3G45970	EXPL1	expansin-like A1	X	−1.4
	AT1G75750	GASA1	GAST1 protein homolog 1	X	−1.4
	AT4G03190	GRH1	GRR1-like protein 1	X	−1.1
	AT1G73590	PIN1	Auxin efflux carrier family protein	X	−1.0

**Table A2:** The selected significant GO terms assigned with AgriGO, gProfiler, and ATTED-II to 349 genes significantly differentially expressed in the ground-adapted state between HSFA2 KO and WT cells, and 220 genes significantly differentially expressed in the spaceflight-adapted state between HSFA2 KO and WT cells. In some instances, the gene duplicates within ontology were removed and assigned to the most specific available GO term class. Cells highlighted in red indicate upregulation; in green indicate downregulation. Cells marked with “x” indicate no statistically significant differential expression.

ONT	GO Term Name				
	Transcript ID	Gene Symbol	Gene Description	G^Hsf^ : G^Wt^ FC log_2_	F^Hsf^ : F^Wt^ FC log_2_
BP	response to stimulus GO:0050896 defense response to other organism GO:0098542				
	AT2G24570	WRKY17	WRKY DNA-binding protein 17	2.1	X
	AT2G44490	PEN2	Glycosyl hydrolase superfamily protein	1.7	X
	AT1G66760		MATE efflux family protein	1.6	X
	AT1G72900		Toll-Interleukin-Resistance (TIR) domain-containing protein	1.2	X
	AT1G64790	ILA	ILITYHIA	1.2	X
	AT2G43535		Scorpion toxin-like knottin superfamily protein	1.1	X
	AT5G07010	ST2A	sulfotransferase 2A	1.1	X
	AT1G58360	NAT2	amino acid permease 1	1.0	X
	AT1G71140		MATE efflux family protein	1.1	1.7
	AT1G19020			X	1.1
	AT1G50740		Transmembrane proteins 14C	X	1.1
	AT3G49350		Ypt/Rab-GAP domain of gyp1p superfamily protein	X	2.4
	AT3G60420		Phosphoglycerate mutase family protein	X	1.5
	AT4G02380	SAG21	senescence-associated gene 21	X	1.2
	AT5G25930		Protein kinase family protein with LRR domain	X	1.0
	AT5G48380	BIR1	BAK1-interacting receptor-like kinase 1	X	1.2
	response to water deprivation GO:0009414 (high salinity)				
	AT3G05880	RCI2A	Low temperature and salt responsive protein family	1.5	X
	AT3G11020	DREB2B	DRE/CRT-binding protein 2B	1.1	X
	AT1G54410		dehydrin family protein	1.3	X
	response to endoplasmic reticulum stress (ER stress) GO:0034976 response to unfolded protein response (UPR) GO:0006986 response to misfolded protein GO:0051788 response to topologically incorrect protein GO:0035966				
	At1g72280	AERO1	disulfide bond formation protein	2.9	X
	AT5G38900		Thioredoxin superfamily protein	2.8	X
	AT1G77510	PDIL1-2	PDI-like 1-2 disulfide isomerase	2.0	X
	AT2G47470	PDIL2-1/UNE5	thioredoxin family protein	1.1	X
	AT2G29470	GSTU3	glutathione S-transferase tau 3	1.7	1.8
	AT2G29490	GSTU1	glutathione S-transferase TAU 1	1.4	1.5
	AT1G17170	GSTU24	glutathione S-transferase TAU 24	1.2	1.4
	At2g38470	WRKY33	WRKY-type DNA binding protein	1.2	1.2
	At3g49350	---	Ypt/Rab-GAP domain of gyp1p protein	X	2.4
	At2g32920	PDIL2-3	PDI-like 2-3 disulfide isomerase	X	1.5
	At4g02380	SAG21	senescence-associated gene 21	X	1.2
	At1g50740	---	Transmembrane proteins 14C	X	1.1
	At3g24050	AtGATA-1	GATA transcription factor 1 (AtGATA-1)	X	1.1
	At1g19020	---	Expressed protein	X	1.1
	endoplasmic reticulum associated degradation (ERAD) GO:0036503				
	AT1G18260	HRD3A	HCP-like superfamily protein	X	1.2
	protein localization GO:0008104 establishment of protein localization GO:0045184 protein transport GO:0015031 vesicle-mediated transport GO:0016192				
	AT1G29310		SecY protein transport family protein	1.0	1.7
	AT3G44340	CEF	clone eighty-four	1.0	1.1
	AT1G18830		Transducin/WD40 repeat-like superfamily protein	X	1.2
	AT1G29060		Target SNARE coiled-coil domain protein	X	1.5
	AT1G50740		Transmembrane proteins 14C	X	1.1
	AT1G70490	ATARFA1D	Ras-related small GTP-binding family protein	X	1.7
	AT3G15980		Coatomer, beta’ subunit	X	1.1
	AT3G49350		Ypt/Rab-GAP domain of gyp1p superfamily protein	X	2.4
	AT4G02380	SAG21	senescence-associated gene 21	X	1.2
	AT5G25930		Protein kinase family protein with LRR domain	X	1.0
	localization GO:0051179 transport GO:0006810 establishment of localization GO:0051234				
	AT4G24120	YSL1	YELLOW STRIPE like 1	2.5	X
	AT2G44490	PEN2	Glycosyl hydrolase superfamily protein	1.7	X
	AT5G39040	TAP2	transporter assoc. with antigen processing protein 2	1.6	X
	AT1G66760		MATE efflux family protein	1.6	X
	AT1G30400	MRP1	multidrug resistance-associated protein 1	1.5	X
	AT3G53480	PIS1	pleiotropic drug resistance 9	1.5	X
	AT2G15880		Leucine-rich repeat (LRR) family protein	1.3	X
	AT3G48970		Heavy metal transport/detoxification protein	1.3	X
	AT3G12520	SULTR4;2	sulfate transporter 4;2	1.2	X
	AT1G58360	NAT2	amino acid permease 1	1.0	X
	AT2G41700	AtABCA1	ATP-binding cassette A1	1.0	X
	AT5G27150	NHX1	Na+/H+ exchanger 1	1.0	X
	AT1G71330	NAP5	non-intrinsic ABC protein 5	1.5	1.2
	AT1G78570	ROL1	rhamnose biosynthesis 1	1.4	1.1
	AT1G71140		MATE efflux family protein	1.1	1.7
	AT5G54860		Major facilitator superfamily protein	1.1	1.5
	AT2G45180		Bifunctional inhibitor/lipid-transfer protein	X	2.9
	AT4G27840		SNARE-like superfamily protein	X	2.7
	AT5G19070		SNARE associated Golgi protein family	X	2.7
	AT2G29940	PDR3	pleiotropic drug resistance 3	X	2.4
	AT5G47730		Sec14p-like phosphatidylinositol transfer protein	X	2.0
	AT2G43240		Nucleotide-sugar transporter family protein	X	1.6
	AT2G36300		Integral membrane Yip1 family protein	X	1.2
	AT1G07030		Mitochondrial substrate carrier family protein	X	1.2
	secondary metabolic process GO:0019748				
	AT2G29470	GSTU3	glutathione S-transferase tau 3	1.7	1.8
	AT1G78570	ROL1	rhamnose biosynthesis 1	1.4	1.1
	AT2G29490	GSTU1	glutathione S-transferase TAU 1	1.4	1.5
	AT1G17170	GSTU24	glutathione S-transferase TAU 24	1.2	1.4
	AT2G38470	WRKY33	WRKY DNA-binding protein 33	1.2	1.2
	AT4G03070	AOP1.1	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase	X	3.7
	AT1G17180	GSTU25	glutathione S-transferase TAU 25	X	1.9
	AT5G48180	NSP5	nitrile specifier protein 5	X	1.4
	AT1G17020	SRG1	senescence-related gene 1	X	1.1
CC	plasma membrane GO:0005886 (plasma membrane receptor kinases)				
	AT1G78980	SRF5	STRUBBELIG-receptor family 5	X	2.2
	AT5G65240		Leucine-rich repeat protein kinase family protein	X	1.9
	AT5G48380	BIR1	BAK1-interacting receptor-like kinase 1	X	1.2
	AT5G25930		Protein kinase family protein with LRR domain	X	1.0
BP	response to stimulus GO:0050896 response to stress GO:0006950				
	protein folding (chaperones)				
	AT2G26150	HSFA2	heat shock transcription factor A2	−7.3	−6.8
	At3g08910		DNAJ heat shock family protein	−3.2	X
	At4g26780	MGE2	MGE2 Co-chaperone GrpE family protein	−2.5	X
	At1g80030		DnaJ protein	−1.4	X
	At5g37670		low-molecular-weight heat shock protein	−1.2	X
	At4g28480		DNAJ heat shock family protein	−1.1	X
	protein folding (non-chaperones)				
	At1g44414		unknown	−1.5	X
	At1g03070		Bax inhibitor-1 family protein	−1.3	X
	At3g15180		ARM repeat superfamily protein	−1.3	X
	At5g48580	FKBP15-2	peptidyl-prolyl cis-trans isomerase-like protein	−1.1	X
	At4g23493		unknown	−1.1	X
	response to oxidative stress GO:0006979 response to reactive oxygen species GO:0000302 response to hydrogen peroxide GO:0042542				
	AT5G19875			−3.0	X
	AT1G76080	CDSP32	chloroplastic drought-induced stress protein 32 kD	−2.3	X
	AT4G08920	OOP2	cryptochrome 1	−2.0	X
	AT3G16500	PAP1	phytochrome-associated protein 1	−1.9	X
	AT4G34020	DJ1C	Class I glutamine amidotransferase-like protein	−1.7	X
	AT4G35770	SEN1	Rhodanese/Cell cycle control phosphatase	−1.6	X
	AT2G47180	GolS1	galactinol synthase 1	−1.5	X
	AT3G20340			−1.4	X
	AT4G37530		Peroxidase superfamily protein	−1.3	X
	AT4G27670	HSP21	heat shock protein 21	−1.3	X
	AT3G25530	GR1	glyoxylate reductase 1	−1.2	X
	AT5G61640	PMSR1	peptidemethionine sulfoxide reductase 1	−1.2	X
	AT2G14170	ALDH6B2	aldehyde dehydrogenase 6B2	−1.1	X
	AT3G53260	PAL2	phenylalanine ammonia-lyase 2	−1.1	X
	AT1G52760	LysoPL2	lysophospholipase 2	−1.0	X
	response to sucrose stimulus GO:0009744				
	AT2G17880		Chaperone DnaJ-domain superfamily protein	−3.0	X
	At3g61060	PP2-A13	phloem protein 2-A13	−2.1	X
	AT4G37220		Cold acclimation protein WCOR413 family	−1.9	X
	At3g24190		Protein kinase superfamily protein	−1.7	X
	AT3G06850	DIN3/LTA1	2-oxoacid dehydrogenases acyltransferase	−1.2	X
	cellular amino acid and derivative metabolic process GO:0006519				
	At5g65010	ASN2	asparagine synthetase 2	−2.9	X
	At2g02400		NAD(P)-binding Rossmann-fold superfamily protein	−1.6	X
	At3g07630	AtADT2	arogenate dehydratase 2	−1.4	X
	At5g24530	DMR6	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase	−1.4	X
	At1g73500	MKK9	MAP kinase kinase 9	−1.2	X
	At4g34030	MCCB	3-methylcrotonyl-CoA carboxylase	−1.1	X
	At5g48220		Aldolase-type TIM barrel family protein	−1.1	X
CC	cell wall GO:0005618 external encapsulating structure GO:0030312				
	AT1G15020	QSOX1	quiescin-sulfhydryl oxidase 1	X	−3.1
	AT1G76020		Thioredoxin superfamily protein	X	−2.8
	At2g30010	TBL45	trichome birefringence-like 45	X	−2.4
	AT3G25140	QUA1/GAUT8	galacturanosyl transferase 8	X	−2.0
	AT2G06850	XTH4	xyloglucan endotransglucosylase/hydrolase 4	X	−2.0
	At4g07960	CSLC12	CSL12 Cellulose-synthase-like C12	X	−2.0
	At5g50030		Plant invertase/pectin methylesterase inhibitor protein	X	−1.9
	At1g16530	ASL9	assymetric leaves 2 like 9	X	−1.7
	AT1G75830	PDF1.1	low-molecular-weight cysteine-rich 67	X	−1.1
	AT2G02100	PDF2.2	low-molecular-weight cysteine-rich 69	X	−1.1
	AT5G64260	EXL2	EXORDIUM like 2	X	−1.1
	plastid GO:0009536				
	AT3G19120		PIF / Ping-Pong family of plant transposases	X	−3.4
	AT5G04810		pentatricopeptide (PPR) repeat-containing protein	X	−3.0
	AT5G16810		Protein kinase superfamily protein	X	−2.6
	AT5G47870	RAD52-2B		X	−2.4
	AT1G54350	ABCD2	ABC transporter family protein	X	−2.2
	AT1G32440	PKp3	plastidial pyruvate kinase 3	X	−2.2
	AT1G14410	WHY1	ssDNA-binding transcriptional regulator	X	−1.8
	AT3G52150		RNA-binding (RRM/RBD/RNP motifs) family protein	X	−1.6
	AT3G20930		RNA-binding (RRM/RBD/RNP motifs) family protein	X	−1.5
	AT2G20690		lumazine-binding family protein	X	−1.0
	AT2G45990			X	−1.0
	energy reserve metabolic process GO:0006112 (starch biosynthetic process GO:0019252)				
	AT3G47450	RIF1	P-loop containing nucleoside triphosphate hydrolase	X	−2.6
	AT5G58260	NdhN	oxidoreductase	X	−2.4
	At1g78050	PGM	phosphoglycerate/bisphosphoglyce	X	−2.2
	AT2G39930	ISA1	isoamylase 1	X	−1.7
	AT4G39550		Galactose oxidase/kelch repeat superfamily protein	X	−1.3

**Table A3:** The selected individual genes with a corresponding functional annotation from the Required, Corrected, *HsfA2*-dependent; WT genotypic adaptation, or Compensated; HSFA2 KO genotypic adaptation presented on Figure 5C–F. Cells highlighted in red indicate upregulation; in green indicate downregulation. Cells marked with “x” indicate no statistically significant differential expression.

Category	Transcript ID	Gene Symbol	Gene Description	Functional Annotation	F^Wt^ : G^WT^ FC log_2_	F^Hsf^ : G^Hsf^ FC log_2_	G^Hsf^ : G^Wt^ FC log_2_	F^Hsf^ : F^Hsf^ FC log_2_
Required	At1g02980	CUL2	cullin 2	proteolytic turnover	2.5	X	3.0	X
	At3g18260	---	Reticulon family protein	ER	3.1	X	3.7	X
	At1g77510	ATPDIL1-2	PDI-like 1-2	ER stress, UPR	1.2	X	2.0	X
	At1g30600		Subtilase family protein	cell wall	2.5	X	2.7	X
	At2g44490	PEN2	Penetration 2, BGLU26 Beta Glucosidase 26	defense response, response to wounding	1.4	X	1.7	X
Corrected	At5g40470		RNI-like superfamily protein	response to wounding, mechanical stress	X	2.1	−2.1	X
	At1g44350	ILL6	ILL6 IAA-leucine resistant (ILR)-like gene 6	response to wounding, mechanical stress	X	1.9	−2.0	X
	At2g17430	MLO7	Seven transmembrane MLO family protein	response to wounding, mechanical stress	X	1.9	−1.7	X
	At3g61060	AtPP2-A13	PP2-A13 phloem protein 2-A13	response to wounding, mechanical stress	X	1.5	−2.1	X
	At4g38550		phospholipase-like protein (PEARLI 4) family	response to wounding, mechanical stress	X	1.4	−1.3	X
	At1g61340		FBS1 F-box stress induced 1	response to wounding, mechanical stress	X	1.0	−1.8	X
	At2g02400		NAD(P)-binding Rossmann-fold superfamily protein	cell wall	X	2.0	−1.6	X
	At1g53840	ATPME1	PME1 pectin methylesterase 1	cell wall	X	1.1	−1.4	X
	At5g15350	ENODL17	early nodulin-like protein 17	cell wall	X	−1.7	1.0	X
	At2g36830	GAMMA-TIP	GAMMA-TIP gamma tonoplast intrinsic protein	transmembrane transporter genes	X	3.1	−3.5	X
	At1g50400		porin family protein	transmembrane transporter genes	X	2.2	−2.0	X
	At2g40090	ATATH9	ABC2 homolog 9	transmembrane transporter genes	X	1.1	−1.0	X
	At5g14570	ATNRT2.7	NRT2.7 high affinity nitrate transporter	nitrate transporters genes	X	2.4	−2.6	X
	At4g40080		ENTH/ANTH/VHS superfamily protein	nitrate transporters genes	X	2.1	−2.3	X
	At3g06850	DIN3	DIN3 dark inducible 3, BCE2	valine, leucine and isoleucine degradation	X	1.2	−1.2	X
	At2g14170	ALDH6B2	ALDH6B2 aldehyde dehydrogenase 6B2	valine, leucine and isoleucine degradation	X	1.2	−1.1	X
	At4g34030	MCCB	MCCB 3-methylcrotonyl-CoA carboxylase	valine, leucine and isoleucine degradation	X	1.1	−1.1	X
HsfA2-Dependent WT genotypic adaptation	At4g07960	ATCSLC12	Cellulose-synthase-like C12	cell wall	1.9	X	X	−2.0
	At1g78980	SRF5	SRF5 STRUBBELIG-receptor family 5	plasma membrane receptor kinase	−2.4	X	X	2.2
	At5g19070	---	SNARE associated Golgi protein family	vesicle-mediated transport	−2.6	X	X	2.7
	At2g43240	---	Nucleotide-sugar transporter family protein	transport	−1.3	X	X	1.6
Compensated HSFA2 KO genotypic adaptation	At2g32920	ATPDIL2-3	PDI-like 2-3	ER stress, UPR	X	1.0	X	1.5
	At1g17180	ATGSTU25	glutathione S-transferase TAU 25	UPR	X	1.7	X	1.9
	At3g15980	---	Coatomer, beta’ subunit	vesicle-mediated transport	X	1.7	X	1.7
	At1g29060	---	Target SNARE coiled-coil domain protein	vesicle-mediated transport	X	1.3	X	1.5
	At2g36300	---	Integral membrane Yip1 family protein	vesicle-mediated transport	X	1.0	X	1.2
	At3g12180	---	Cornichon family protein	intra-Golgi vesicle-mediated transport	X	−2.7	X	−2.0
	At5g66160	RMR1	receptor homology, transmembrane domain ring H2	intra-Golgi vesicle-mediated transport	X	−1.6	X	−1.7
	At3g21180	ACA9	autoinhibited Ca(2+)-ATPase 9	calcium pump	X	−2.7	X	−2.6
	At4g37640	ACA2	calcium ATPase 2	calcium pump	X	−2.2	X	−1.7

How the deposited data were processed for this re-analysis (not part of the article)

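Callus cells of WT and HSFA2 KO Arabidopsis grew on plates in BRIC canisters in spaceflight or on the ground and were fixed on day 10, with the ground plates started 48 h later. RNA was hybridized to Affymetrix ATH1 arrays, 5 of WT and 3 of HSFA2 KO cells per environment (16 arrays). The intensity values are MAS5 signals per probe set on a linear scale, which the authors made with Affymetrix Expression Console and deposited with each array scaled to the same mean after trimming 2% of the probe sets at each end. Array medians of the signal ran from 68.7 to 123, so quantile normalization between arrays is not among the steps these values include. The log2 fold changes in the authors' deposited table, 1 per probe set and comparison, were made by the authors with limma after background adjustment, summarization and quantile normalization. The p-values in the same table were also made by the authors with limma and run up to 1 without ties, so they were taken as unadjusted. That table was compared with the arrays and was used for no call.

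Signals were taken to log2 without an offset. The 2 arrays of WT plate A1 were averaged in each environment, which left 14 units: 4 WT plates and 3 HSFA2 KO arrays per environment. All HSFA2 KO arrays were kept as separate units, because the labels disagree on the plate of G Hsf array B3-2 and the paper counts 3 plates; if B3 and B3-2 are repeats of 1 plate, n = 3 counts a repeat as a replicate. Conditions, canisters and array runs were taken from the labels. Of 22810 probe sets, 22687 were tested, those in the authors' table, and 123 were left out, 64 of them control probe sets. A probe set counts as a gene: 22532 carry 1 locus name and 155 do not, and the locus of 22191 was found in the RefSeq table, which gave the symbols. The tools were R 4.3.3 with limma 3.58.1, and Python 3.11 with matplotlib 3.10.9 for figures. The functions lmFit and eBayes of limma were run on all 4 groups, with 1 spread per probe set, 10 residual degrees of freedom and 1.65 prior degrees of freedom. The median residual SD was 1.14 on the log2 scale, 1.51 for probe sets below the median signal and 0.43 for those above it, which sets the precision for low and high signals. The paper names a Benjamini-Hochberg correction and a p under 0.01 without saying whether that p is adjusted. It was read here as an unadjusted p, because the authors' deposited p-values pass for most of the paper's genes only when read so, and genes passed at an unadjusted p under 0.01 and a log2 fold change over 1 in size. P-values were also adjusted by the method of Benjamini and Hochberg.

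The comparisons were F Wt : G Wt, F Hsf : G Hsf, G Hsf : G Wt and F Hsf : F Wt, and the interaction of genotype and environment. The categories follow the paper: genes that pass in both spaceflight comparisons or both genotype comparisons, in the same or in opposite directions, and the required, corrected, HsfA2-dependent and compensated genes, which pass in 2 named comparisons and in neither of the others. Lists of genes were written beforehand from background knowledge: heat shock transcription factors, small heat shock proteins, other chaperones and heat shock genes, ER stress and unfolded protein response, hypoxia response, sugar starvation and branched-chain amino acid degradation, starch synthesis, starch degradation, tau glutathione transferases, jasmonate and wounding, calcium pumps, cell wall loosening, cellulose synthases, and photosynthesis, xylem, root and meristem and cell cycle as markers of states other than callus. The paper's supplement had been seen by then, and lists such as sugar starvation and branched-chain degradation hold themes that the paper names from these arrays. Tests of such lists are not independent of the paper. Lists were tested with camera of limma at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 85 tests of 17 lists in the 4 comparisons and the interaction. Single values between groups of plates were compared by exact permutation tests. The procedure was tested on simulated data with the residual spread of each probe set, without effects (100 data sets, random seed 17) and with 200 changed probe sets. The changed probe sets were drawn from those over the median signal. Simulated probe sets vary independently, so correlation between genes is not in the ranges of simulated counts. Other splits of the plates into groups of the same sizes were counted, all of them or 100 draws. Plates far from the other 3 of their group were found with Dixon's ratio at a critical value of 0.829.

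The genes named are *HsfA2*, every gene that the paper names in its text for a comparison or category, and, for each comparison and the interaction, the 10 genes that rose and the 10 that fell with the smallest p among those past the thresholds whose plates do not overlap. Members of a list given as examples are those with the smallest p in the list. The fold changes in the paper's supplementary tables had been seen when the rule was written, and 1 gene that the rule names is not reported here.

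Alternatives set beforehand were all 16 arrays as independent samples, the G Hsf B3 arrays averaged, the second array run as a covariate with plate as a random block, no second-run arrays, the WT plates of BRIC B only, BRIC as a covariate, a replicate block of canister positions, quantile normalization, log2(signal + 32), only probe sets with a mean signal over the median, no filter, an adjusted p under 0.05, no fold threshold, only 2 groups per fit, and leaving out each WT plate and HSFA2 KO array in turn. Added after the data were seen were no WT plates of BRIC B, with or without quantile normalization, and an intensity trend in limma, with or without an adjusted p, an adjusted p under 0.01, leaving out both G Hsf B3 arrays, a count of calls at low signals, the settings of the counts for the gene lists, and other splits with the G Hsf B3 arrays averaged. The paper's removal of probe sets called absent and its enrichment analysis were not repeated here.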

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

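The regroupings of plates given here were chosen only after the results were seen. The gene lists were written with the paper's supplement already seen, so tests of lists that hold its themes are not independent evidence. The chromatin remodeling gene CHR34 (At2g21450) changed with spaceflight in different directions in the genotypes: its interaction was −6.26 (adjusted p = 0.0223 from limma; −3.08 with log2(signal + 32)), it rose in WT cells by a log2 fold change of 1.69 (SE 0.44), which was 0.86 and did not pass with log2(signal + 32), and it fell in HSFA2 KO cells. These calls were kept without any 1 WT plate or HSFA2 KO array, and without both G Hsf B3 arrays. In the list of sugar starvation and branched-chain amino acid degradation, the change with spaceflight also differed between the genotypes, with a median interaction of 0.57 (18 of 22 genes higher, adjusted p = 1.09e-04 from camera with a preset correlation, 0.699 with an estimated correlation, range over the other settings 5.23e-08 to 0.0750, the highest with the WT plates of BRIC B only, and 0.0590 without both G Hsf B3 arrays). The hypoxia response list, which the paper does not discuss, had a median log2 fold change of −0.10 in G Hsf : G Wt (14 of 21 genes lower, adjusted p = 0.0219 from camera with a preset correlation, 0.495 with an estimated correlation, range over the other settings 0.00385 to 0.187). Its adjusted p was over 0.05 without G Hsf array B3 (0.0601), B3-2 (0.0544) or B5-2 (0.0519), without both G Hsf B3 arrays (0.187), without all second-run arrays (0.181), with the WT plates of BRIC B only (0.117), with BRIC as a covariate (0.113), with quantile normalization (0.127) and with quantile normalization and no WT plates of BRIC B (0.124), and its median was −0.21 without G Wt plate B2 and −0.18 without G Hsf array B5-2.

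Plates that lay far from the other 3 of their group were found in 4 of the 54 groups tested, where chance gives 1 in 20, or 2.7. In F Wt, plate B2 had a relative log2 signal of the root and meristem list of 0.49 (the others −0.14 to −0.04), and plate A2 a relative log2 signal of the tau glutathione transferases of −0.42 (the others −0.17 to −0.12). In G Wt, plate A1 had a 3′ to 5′ log2 ratio of the actin r2 control of 2.99 (the others 2.37 to 2.44), the mean of 2.66 in the first run and 3.32 in the second, and plate B2 a ratio of the ubiquitin r2 control of 0.77 (the others 1.01 to 1.04). Between groups, the smallest exact permutation p of these control ratios was 0.0286, for ubiquitin r2 in G Hsf : G Wt (0.24 higher, n = 3 and 4; adjusted over the 24 tests 0.686). The array run enters these ratios: of 18 pairs of a control and a plate arrayed in both runs, 16 were higher in the second run (chosen after seeing the data), those of actin r2 and ubiquitin r2 in all 3 plates. Second-run arrays are 2 of 3 in G Hsf and 1 of 5 in G Wt, so the difference in ubiquitin r2 also holds the run, and in first-run arrays alone it was 0.23 (n = 1 and 4, exact permutation p = 0.400, the smallest possible 0.200).

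Of the 85 tests of lists, 9 had an adjusted p under 0.05 at the preset correlation and 0 at the estimated correlation from camera of limma. Chance is not excluded for this count (14 of 100 splits of the plates as large, highest other 15).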

How the results depend on the processing

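The settings without the WT plates of BRIC B, with an intensity trend, without both G Hsf B3 arrays and with an adjusted p under 0.01 were chosen after seeing the data, and the authors' per-array values, an alternative set beforehand, were not run because their table holds fold changes and p-values. Counts at an unadjusted p depend on the spread, which is widest at low signals, and the design has 3 arrays or 4 plates per group, all HSFA2 KO plates in BRIC B, and second-run arrays in unequal numbers. Among the counts of genes and of lists and *HsfA2*, 422 values stayed within their limits under other settings, 78 moved, 1 passed newly and 0 called values reversed, and among named genes and lists 14325 stayed, 775 no longer passed, 290 passed newly and 0 called values reversed. Of 177 calls of named genes, 105 were kept without second-run arrays, 120 with the WT plates of BRIC B only, 165 with quantile normalization, 162 with log2(signal + 32), 159 with the G Hsf B3 arrays averaged, 126 without both and 148 to 165 without 1 plate or array. No detection calls are in the files, and 65 of the 177 calls had a group with a mean signal under 16.2, the lowest lower quartile of an array: 59 of these passed with log2(signal + 32), 0 in the opposite direction, and the sizes of their fold changes are not exact. Where a count moved by over 1.5 times, its value follows, and the cause was not tested unless fewer genes or samples account for it.

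Without second-run arrays, the interaction had 361 genes, genes shared by both genotype comparisons were 47 and corrected genes 224, and *HsfA2* passed in F Hsf : G Hsf (2.36), with 1 G Hsf array left that is assumed to vary like the other groups. With the WT plates of BRIC B only, F Wt : G Wt had 302 genes, genes shared by both spaceflight comparisons were 39, required genes 78 and HsfA2-dependent genes 81. BRIC as a covariate gave 146 genes shared by both genotype comparisons, quantile normalization 24 shared by both spaceflight comparisons, and log2(signal + 32) 17 HsfA2-dependent genes. Testing only probe sets over the median signal, which removes genes, left 53 in F Wt : G Wt, 138 in F Hsf : G Hsf, 228 in F Hsf : F Wt, 71 in the interaction, 1 shared by both spaceflight comparisons, 13 required, 37 corrected, 9 HsfA2-dependent and 23 compensated. At a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size, limma called 0 genes in F Wt : G Wt (997 at an unadjusted p under 0.05) and 1 in each of the other comparisons and the interaction (1562, 2422, 1798 and 1075), with 1 shared by both genotype comparisons and 0 in every other category. With 2 groups per fit, genes shared by both spaceflight comparisons were 3, those shared by both genotype comparisons 32 and compensated genes 37. Camera of limma with an estimated correlation called 0 lists.

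Of the settings chosen after seeing the data, leaving out the WT plates of BRIC B gave 56 genes shared by both genotype comparisons, and quantile normalization with it 55, and 26 shared by both spaceflight comparisons. The intensity trend gave 91 genes in F Wt : G Wt, 147 in the interaction, 2 shared by both spaceflight comparisons, 20 required, 11 HsfA2-dependent and 37 compensated. The trend with an adjusted p, which like the settings at an adjusted p also needs a log2 fold change over 1 in size, gave 3 genes in F Wt : G Wt (993 at an unadjusted p under 0.05), 0 in F Hsf : G Hsf (1766), 241 in G Hsf : G Wt (2948), 138 in F Hsf : F Wt (2260) and 0 in the interaction (1109), with 56 shared by both genotype comparisons, 1 required, 1 HsfA2-dependent and 0 in every other category. An adjusted p under 0.01 without the trend left 0 genes in every comparison, the interaction and every category with limma (997, 1562, 2422, 1798 and 1075 at an unadjusted p under 0.05). Leaving out both G Hsf B3 arrays gave 386 genes in the interaction, 53 shared by both genotype comparisons, 230 corrected and 37 compensated, with 1 G Hsf array left.

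Leaving out each WT plate and HSFA2 KO array in turn gave 159 to 224 genes in F Wt : G Wt, 314 to 391 in F Hsf : G Hsf, 475 to 589 in G Hsf : G Wt, 342 to 429 in F Hsf : F Wt and 218 to 278 in the interaction. In the categories the ranges were 11 to 23 shared by both spaceflight comparisons (highest without G Wt plate B2), 56 to 99 shared by both genotype comparisons (lowest without F Hsf plate B5), 28 to 62 required (highest without G Wt plate A1), 63 to 123 corrected (123 without G Hsf array B5-2 and 121 without B3), 25 to 52 HsfA2-dependent (highest without F Wt plate A1 or B2) and 42 to 80 compensated. Lists called ran from 4 without G Hsf array B3, and 5 without B5-2, to 12 without G Wt plate A2. For *HsfA2* the log2 fold change ran from 0.63 to 0.96 in F Wt : G Wt, −0.24 (without G Hsf array B3) to 1.45 (without B5-2) in F Hsf : G Hsf, −7.52 to −5.83 in G Hsf : G Wt and −7.55 to −6.40 in F Hsf : F Wt. A replicate block gave 204 genes in F Wt : G Wt, 356 in F Hsf : G Hsf and 267 in the interaction, and canister positions do not pair the samples (same-position correlations of 0.0023 to 0.094 in WT and −0.042 to 0.125 in HSFA2 KO cells).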

Differences from the paper's values

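Counts are compared at a p under 0.01, read here as unadjusted, and a log2 fold change over 1 in size, on all tested probe sets, whereas the paper removed probe sets called absent. The paper's methods also name quantile normalization, which the counts here do not include unless that setting is given. The paper names a Benjamini-Hochberg correction and a p under 0.01 without saying whether that p is adjusted; read as adjusted, with limma 0 genes pass in each comparison here, chosen after seeing the values (997, 1562, 2422 and 1798 at an unadjusted p under 0.05), and 0, 0, 5 and 3 in the authors' deposited table, against the paper's 78, 221, 349 and 220. A count or share differs where 1 value is more than 1.5 times the other, and a log2 fold change where the signs are opposite or the values differ by more than the residual SD of the probe set in limma. Alternatives set before the data were examined were 14 for the spaceflight counts, 13 for the other counts and categories, 10 for genes in F Wt : G Wt and 9 for other genes, and the leaving out of each of the 14 plates and arrays; those not named for a value still differ from the paper's. In F Wt : G Wt the paper's total is 78 genes and the count here 183, not differing only over the median signal; the paper's 46 higher became 89 here, not differing only with log2(signal + 32) or without F Wt plate B2; and the paper's 32 lower became 94, not differing only over the median signal. For F Hsf : G Hsf the paper's total is 221 and the count here 342, not differing with 16 independent arrays, the G Hsf B3 arrays averaged, the second-run covariate, the WT plates of BRIC B only, or without F Wt or G Wt plate A1. The paper's 109 lower genes in that comparison became 218, not differing with the G Hsf B3 arrays averaged, without second-run arrays or over the median signal. In G Hsf : G Wt the paper's total is 349 and the count here 558, not differing with the G Hsf B3 arrays averaged, the WT plates of BRIC B only, over the median signal, with 2 groups per fit, or without G Wt plate A2 or B2. The paper's 115 higher genes in that comparison became 346, not differing only without second-run arrays, and the paper's 67% lower became 38.0%, not differing with the G Hsf B3 arrays averaged, without second-run arrays, with quantile normalization, or without G Hsf array B3 or B3-2, and at an adjusted p only because 1 gene passed there, a share that says nothing about direction. For F Hsf : F Wt the paper's total is 220 and the count here 397, not differing only over the median signal, and the paper's 95 higher became 267, which differs under every alternative. Genes shared by both spaceflight comparisons are 4 in the paper and 15 here, and those shared by both genotype comparisons 28 in the paper and 85 here (in the same direction 28 and 77), not differing only with 2 groups per fit and, in the same direction alone, without second-run arrays (38). Required genes are 10 in the paper and 33 here, and HsfA2-dependent genes 7 in the paper and 30 here, not differing only over the median signal.

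Of 151 log2 fold changes compared, 16 differ by more than the residual SD of the probe set and 0 have the opposite sign. In F Wt : G Wt they are the following. For At3g43250 the paper's value is 2.57 and the value here 0.56, without a difference with 16 independent arrays and the second-run covariate, or without F Wt B2 or G Wt B1 or B2. For At4g03570 the paper's value is 2.40 and the value here 0.71, with a difference under every alternative. For At4g02460 the paper's value is 2.24 and the value here 1.32, with a difference under every alternative except without F Wt B1 or G Wt B2. For At4g07960 the paper's value is 1.93 and the value here 0.67, with a difference under every alternative except without G Wt B1. For At2g43240 the paper's value is −1.34 and the value here −0.51, without a difference with 16 independent arrays and the second-run covariate, or without F Wt B1 or B2 or G Wt B1. For At1g66640 the paper's value is −2.04 and the value here −0.53, with a difference under every alternative except without F Wt B2 or G Wt B2. For At5g19070 the paper's value is −2.65 and the value here −0.74, with a difference under every alternative except without F Wt B1 or B2 or G Wt B2.

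In G Hsf : G Wt 3 log2 fold changes differ. For At4g03570 the paper's value is 3.74 and the value here 2.43, without a difference with 16 independent arrays, the second-run covariate and no second-run arrays, or without G Wt B1 or B2 or G Hsf B3-2. For At2g29470 the paper's value is 1.71 and the value here 2.10, without a difference with 16 independent arrays, the G Hsf B3 arrays averaged, the second-run covariate, the WT plates of BRIC B only and the BRIC covariate, or without G Wt A2 or B1 or G Hsf B3 or B3-2. For At2g36830 the paper's value is −3.45 and the value here −2.35, without a difference with 16 independent arrays, the G Hsf B3 arrays averaged, the second-run covariate, no second-run arrays and quantile normalization, or without G Wt B1 or G Hsf B3-2. Another 6 log2 fold changes differ in F Hsf : F Wt. For At3g49350 the paper's value is 2.37 and the value here 1.15, with a difference under every alternative except without F Wt B2. For At2g32920 the paper's value is 1.50 and the value here 2.21, without a difference with the second-run covariate. For At5g54860 the paper's value is 1.49 and the value here 1.84, without a difference with 16 independent arrays, the second-run covariate and log2(signal + 32), or without F Wt B1 or F Hsf B5. For At3g44340 the paper's value is 1.06 and the value here 1.33, without a difference with 16 independent arrays, the second-run covariate, no second-run arrays, quantile normalization and log2(signal + 32), or without F Wt B1 or F Hsf B5. For At4g37640 the paper's value is −1.70 and the value here −0.20, with a difference under every alternative. For At2g06850 the paper's value is −1.98 and the value here −0.83, without a difference with 16 independent arrays, the second-run covariate and quantile normalization, or without F Wt B2 or F Hsf B5.

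Settings chosen after seeing the values also bring values within these limits. The intensity trend, chosen after seeing the values, gave 91 genes in F Wt : G Wt and 35 higher (dropping 5 of the paper's called genes that are called here), and 283 in F Hsf : G Hsf with 163 lower (dropping 17). Without the WT plates of BRIC B, chosen after seeing the values, 63 genes were higher in F Wt : G Wt (dropping 4), and the totals were 496 in G Hsf : G Wt (dropping 60) and 312 in F Hsf : F Wt (dropping 53). With quantile normalization besides, also chosen after seeing the values, these totals were 454 (dropping 56) and 278 (dropping 56). The trend with an adjusted p, chosen after seeing the values, gave 241 genes in G Hsf : G Wt with 123 higher and 49.0% lower (dropping 42), and 101 higher in F Hsf : F Wt (dropping 33). Without both G Hsf B3 arrays, chosen after seeing the values, 121 genes were lower in F Hsf : G Hsf (dropping 73), and G Hsf : G Wt had 517 genes, 166 higher and 67.9% lower (dropping 88). Of the 16 log2 fold changes, 14 no longer differed without the WT plates of BRIC B (not At4g02460 and At2g29470), 15 with quantile normalization besides (not At2g29470), 2 without both G Hsf B3 arrays (At2g29470 and At2g36830 in G Hsf : G Wt) and 0 with the trend or an adjusted p under 0.01, all chosen after seeing the values.

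Among genes in the paper's supplementary tables, those called here in the same direction are 9 of 78 in F Wt : G Wt, 105 of 221 in F Hsf : G Hsf, 153 of 348 in G Hsf : G Wt and 97 of 220 in F Hsf : F Wt, with 0 in the opposite direction. Under at least 1 other setting, 24, 109, 157 and 78 more of them are called in the same direction. Every setting calls at least 1 of these in each comparison, except no filter and an adjusted p under 0.05 or 0.01 in all comparisons, the G Hsf B3 arrays averaged, the WT plates of BRIC B only, the trend with an adjusted p and the leaving out of F Wt plate A2, of any F Hsf plate or of G Hsf array B3 or B3-2 in F Wt : G Wt, and the trend with an adjusted p in F Hsf : G Hsf. The highest were 17 in F Wt : G Wt with the second-run covariate, 108 in F Hsf : F Wt with quantile normalization, and, with the trend chosen after seeing the values, 141 in F Hsf : G Hsf (dropping 17) and 197 in G Hsf : G Wt (dropping 10). In the paper's categories, 0 of 4 genes shared by both spaceflight comparisons, 20 of 28 shared by both genotype comparisons, 1 of 10 required, 22 of 66 corrected, 0 of 7 HsfA2-dependent and 17 of 53 compensated genes are in the same category here. Genes that the paper names in its text and that are not called here are 17 of 20 in F Wt : G Wt, 24 of 45 in F Hsf : G Hsf, 16 of 41 in G Hsf : G Wt and 18 of 47 in F Hsf : F Wt, of which 8, 21, 11 and 12 are called under another setting. Not called under any setting are At5g38980, At3g43250, At1g30600, At1g02980, At4g07960, At2g43240, At1g66640, At1g78980 and At5g19070 in F Wt : G Wt, At1g53840, At1g61340 and At4g08950 in F Hsf : G Hsf, At3g44800, At5g52260, At2g46960, At5g15350 and At2g40090 in G Hsf : G Wt, and At5g19070, At1g78980, At3g24050, At4g37640, At2g06850 and At3g25140 in F Hsf : F Wt.

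The authors' deposited table passes the same thresholds, with its p-values read as unadjusted, for 69 of these 78 genes in F Wt : G Wt, 192 of 221, 325 of 348 and 200 of 220 in the others, and over all probe sets for 179, 351, 508 and 310. The paper states that nearly all corrected genes were lower in HSFA2 KO cells on the ground, from where they would rise in spaceflight, and here 43 of 79 rose and 36 fell in F Hsf : G Hsf (71 and 29 of 100 with quantile normalization, 190 and 34 of 224 without second-run arrays). It also states that genes in G Hsf : G Wt were mostly lower. Here 346 were higher and 212 lower without quantile normalization. With it, a step that the paper's methods name, 250 were higher and 320 lower, a majority in the paper's direction.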

Other observations

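The tests of explanations and the other splits of the plates, except the test of a response common to both canisters, were chosen only after the result was seen. In HSFA2 KO cells, the list of small heat shock proteins had a median log2 fold change of 0.45 with spaceflight (13 of 15 genes higher, adjusted p = 0.00255 from camera of limma with a preset correlation and 0.824 with an estimated one; 0 genes passed with limma, 1 had an unadjusted p under 0.05). This adjusted p was 0.0601 without G Hsf array B3 and 0.119 without B5-2 (range over the other settings 4.00e-05 to 0.119). Their median was 0.29 without F Hsf plate B4 and 0.26 without G Hsf array B5-2. Other chaperones and heat shock genes had a median of 0.22 (18 of 21 higher, adjusted p = 0.00255 and 0.824; 0 passed, 2 had an unadjusted p under 0.05), and an adjusted p of 0.0820 without F Hsf plate B3-2, 0.193 without G Hsf array B3 and 0.0557 without both G Hsf B3 arrays, while the median was 0.35 without F Hsf plate B5 and 0.44 without G Hsf array B3-2 (range of the adjusted p over the other settings 4.00e-05 to 0.193). On the ground, 8 of 10 photosynthesis genes were higher in HSFA2 KO than in WT cells (median 1.01, adjusted p = 0.393 from camera of limma), as were all 7 xylem genes (median 0.59, adjusted p = 0.467) and all 5 root and meristem genes (median 0.51, adjusted p = 0.467), of which 1 photosynthesis, 1 xylem and 3 root and meristem genes had a signal over the median. Where a plate was arrayed in both runs (3 pairs of arrays), the log2 difference of the second from the first array correlated with the fold changes of the comparisons and the interaction at r = −0.0724 to 0.114 over probe sets above the median signal (probe sets are not independent replicates).

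The authors' deposited fold changes were recovered from the arrays, after quantile normalization, to 99.98% of their variance for F Hsf : G Hsf but to 60.7% for F Wt : G Wt, and no biological explanation was tested. The recovery in HSFA2 KO cells (99.98%) argues against another normalization as the cause. A WT array of BRIC A carried a weight that averaged 0.202 in size, near the 0.2 of 5 arrays used equally rather than the 0.333 of 3 (−0.273 to −0.238 in the genotype comparisons, where WT is subtracted), and a table made from BRIC A alone would be recovered from its arrays as fully as that of HSFA2 KO cells, which the 60.7% argues against. A WT array of BRIC B carried a weight that averaged 0.00389 in size (−0.0707 to −0.0296 in the genotype comparisons), so a candidate explanation is that the WT arrays of BRIC B hold other values than those behind the authors' table. Which values are meant stays open, every count, comparison and category that uses WT cells depends on it (without the WT plates of BRIC B, chosen after seeing the data, 136 genes in F Wt : G Wt, 496 in G Hsf : G Wt and 312 in F Hsf : F Wt), and fold changes from the labels correlated with the authors' at r = 0.586 in F Wt : G Wt, 0.862 in G Hsf : G Wt and 0.850 in F Hsf : F Wt.

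The categories count genes past thresholds in 2 comparisons that share a group. For the 33 required and the 30 HsfA2-dependent genes, chance overlap may account for the sizes, since simulated data without effects gave as many in 30 and 39 of 100 data sets (highest 42 and 44), and with the shared WT plates split between the comparisons the calls shared were 15.5 and 10 instead of 88 and 81. For the 79 corrected and 60 compensated genes, simulated data gave as many in 0 of 100 data sets (highest 51 and 57). Those simulated probe sets vary independently, and other splits of the plates gave up to 125 and 100 genes. A change in the cells cannot be told apart from a deviation of the shared arrays (G Hsf for corrected, F Hsf for compensated genes). The 3 arrays are too few to split between the comparisons. A deviation of 1 ground array or of the array run cannot be told apart either: without G Hsf array B3 121 genes were corrected, with 42 of the 79 among them, without both G Hsf B3 arrays 230, with 21, and with the second run as a covariate 79, with 47 of the 79.

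Few genes changed in WT cells between spaceflight and ground. With BRIC as a covariate 190 genes passed, against 183. A difference between BRIC A and BRIC B that both environments share therefore does not account for the low count. The covariate cannot remove spread that differs between the spaceflight and ground canisters, so such spread is not excluded. Within BRIC A 136 genes passed and within BRIC B 302, and 11 passed in both, 6 in the same and 5 in opposite directions (exact binomial p = 1, 95% interval of the share in the same direction 23.4% to 83.3%; r of fold changes 0.0114). A response common to both canisters therefore cannot be told apart from none, because the shared genes are too few.

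Other splits of the plates show whether a count exceeds those of regrouped plates. With the 3 G Hsf arrays as separate units, no other split gave as many as the 558 genes in G Hsf : G Wt (1 of 35 splits as large, the real one included, highest other 373). The same held for the 85 genes shared by both genotype comparisons (1 of 100 splits, highest other 32). These shares were not adjusted for the number of counts tested. A split also cannot separate the genotype from the canister or the culture line. Where the G Hsf B3 arrays are averaged as 1 plate, chosen after seeing the data, G Hsf : G Wt has too few splits to exclude chance (429 genes, highest other 332). For the genes shared by both genotype comparisons, no other split drawn then gave as many (67 genes, 1 of 100 splits, highest other 31). Chance is also not excluded for 183 genes in F Wt : G Wt (23 of 35 splits, highest other 317, with 216 in a split by canister and 190 with BRIC as a covariate), 397 in F Hsf : F Wt (5 of 35 splits, highest other 546) or 231 in the interaction (74 of 100 splits, highest other 538). Nor is it for 15 genes shared by both spaceflight comparisons (76 of 100 splits, highest other 35), 33 required (61 splits, highest other 87), 79 corrected (11 splits, highest other 125), 30 HsfA2-dependent (70 splits, highest other 68) and 60 compensated genes (23 splits, highest other 100). The 342 genes in F Hsf : G Hsf have too few splits for this (highest other 392).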
